# Endogenous but not sensory-driven activity controls migration, morphogenesis and survival of adult-born juxtaglomerular neurons in the mouse olfactory bulb

**DOI:** 10.1007/s00018-023-04753-4

**Published:** 2023-03-18

**Authors:** Kaizhen Li, Katherine Figarella, Xin Su, Yury Kovalchuk, Jessika Gorzolka, Jonas J. Neher, Nima Mojtahedi, Nicolas Casadei, Ulrike B. S. Hedrich, Olga Garaschuk

**Keywords:** Adult neurogenesis, Potassium channels, Olfactory bulb, Neuronal development, Endogenous activity, Spontaneous calcium transients, pCREB, Migration, Differentiation, Survival

## Abstract

The development and survival of adult-born neurons are believed to be driven by sensory signaling. Here, in vivo analyses of motility, morphology and Ca^2+^ signaling, as well as transcriptome analyses of adult-born juxtaglomerular cells with reduced endogenous excitability (via cell-specific overexpression of either Kv1.2 or Kir2.1 K^+^ channels), revealed a pronounced impairment of migration, morphogenesis, survival, and functional integration of these cells into the mouse olfactory bulb, accompanied by a reduction in cytosolic Ca^2+^ fluctuations, phosphorylation of CREB and pCREB-mediated gene expression. Moreover, K^+^ channel overexpression strongly downregulated genes involved in neuronal migration, differentiation, and morphogenesis and upregulated apoptosis-related genes, thus locking adult-born cells in an immature and vulnerable state. Surprisingly, cells deprived of sensory-driven activity developed normally. Together, the data reveal signaling pathways connecting the endogenous intermittent neuronal activity/Ca^2+^ fluctuations as well as enhanced Kv1.2/Kir2.1 K^+^ channel function to migration, maturation, and survival of adult-born neurons.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-023-04753-4.

## Introduction

The rodent olfactory bulb (OB) is a highly plastic brain region receiving new neurons throughout life. Cumulative evidence revealed an important role of these cells for the fine-tuning of odor perception/discrimination, facilitation of task-dependent pattern separation, learning and memory [1–6]. Generated in the subventricular zone (SVZ) of the lateral ventricle [7, 8], adult-born cells migrate along the rostral migratory stream (RMS) into the OB and differentiate into local GABAergic interneurons: granule cells (GCs) and juxtaglomerular cells (JGCs) [9]. Many molecules including GABA, glutamate, dopamine, serotonin, BDNF, and cAMP response element-binding protein (CREB) influence adult OB neurogenesis [10–14]. Yet, the exact mechanisms underlying the migration, maturation, and incorporation of adult-born neurons into the existent OB circuitry remain unclear.

Many studies point to the key role of sensory experience [15–18]. Indeed, adult-born cells respond to odorants right after their appearance in the OB [19, 20], develop larger and more complex dendritic trees in the odor-enriched environment [21], and manipulations increasing sensory-driven activity like odor enrichment [22, 23], odor discrimination training [5, 24] or olfactory learning [25] increased the survival and integration of adult-born cells. Conversely, manipulations reducing sensory-driven activity like naris occlusion [16, 26–28], naris cauterization and benzodiazepine treatment [29], knocking-out olfactory receptors in olfactory sensory neurons [30] or their axotomy [31] were reported to decrease survival and integration of adult-born neurons.

Alternatively, the endogenous activity might be of great importance. An indirect support for this assumption comes from the fact that adult-born JGCs developing in sensory-deprived bulbs had normal dendritic morphology and dynamics [32] and the apoptosis of adult-born OB neurons was induced by the chemogenetic activation of higher-order odor-processing brain areas [33], synapsing on these cells. However, the strong and cell-specific reduction of the excitability of adult-born GCs via expression of a nonrectifying variant of the Kir2.1 K^+^ channel did not affect the initial stages of their development. The cells successfully migrated into the OB, survived there for 2 weeks and developed normal synaptic contacts and spines [34]. Yet, many of them died later, at 4 weeks of age. Using a similar approach in neonatally-born GCs confirmed that endogenous activity is not required for their tangential (in RMS) or radial (towards the OB surface) migration but is needed for normal positioning and survival of GCs [35]. Of note, the same experimental protocol did not impact the positioning or survival of JGCs, thus revealing a striking difference between the two cell populations.

Moreover, while adult-born GCs migrate straight to their final destinations and integrate therein, adult-born JGCs (abJGCs) first enter the 3–4 weeks long pre-integration phase [36]. This phase, during which abJGCs undergo a millimeter-long lateral migration [36], extensively grow and prune their dendritic trees [19, 37] and exhibit ongoing endogenous activity [38] is unique to abJGCs and largely unexplored. Therefore, in the current study we have tested the role of the endogenous activity for migration, morphogenesis, and survival of abJGCs during the pre-integration phase. To do so, we genetically suppressed their excitability and used longitudinal in vivo two-photon imaging to monitor their developmental history. To understand the molecular pathways involved, we analyzed the transcriptome of adult-born cells right after their arrival into the OB.

## Materials and methods

### Mouse models

Three- to four-month-old C57BL/6 mice of either sex were used in this study and were assigned randomly to control and test groups. Animals were kept in pathogen-free conditions at 22 °C, 60% air humidity, 12-h light–dark cycle with ad libitum access to food and water. Females stayed in groups of 3–5 mice, males were kept individually. Mice of similar age were assigned randomly to control and test groups. Littermates were evenly distributed among experimental groups and each experimental group contained mice from different litters.

### Implantation of a cranial window

A chronic cranial window was implanted over the mouse OB as described previously [19, 36]. Mice were anesthetized by an intraperitoneal (i.p.) injection of ketamine/xylazine (80/4 μg/g of body weight (BW)). Anesthetic depth was monitored by toe pinches throughout the surgery and additional ketamine/xylazine (40/2 μg/g of BW) was injected when necessary. Dexamethasone (2 μg/g of BW) was administered intramuscularly before the surgery. Local anesthetic lidocaine (2%) was applied subcutaneously over the OB for 5–10 min before removing the scalp. The ointment was used to prevent dehydration of the mouse’s eyes. A circular cranial opening (3 mm in diameter) was made by repeated drilling over the two OB hemispheres. Small pieces of bone were removed with a sharp blade and tweezers. Extreme care was taken, not to damage any blood vessels on the surface of the OB. The opening was rinsed with a standard extracellular solution (composition in mM: 125 NaCl, 4.5 KCl, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 1 MgCl_2,_ and 20 glucose; pH 7.4, when bubbled continuously with 95% O_2_ and 5% CO_2_) and covered with a glass coverslip (Ø 3 mm, Warner Instruments, Hamden, CT, USA). The gap between the edge of the coverslip and the skull was filled with cyanoacrylate glue and then strengthened by dental cement. During the surgery and until full recovery from anesthesia the mouse was kept on a heated plate. Postoperative care included an analgesic dose of carprofen (5 μg/g of BW) for 3 days subcutaneously and the antibiotic Enrofloxacin (1:100 v/v) in drinking water for consecutive 10 days. Mice were allowed to recover for at least 3–4 weeks and were subsequently examined for window clarity. Mice were singly housed after cranial window implantation on a 12 h light/dark cycle with food and water available ad libitum.

### Construction of viral vectors and production of viruses

All lentiviral vectors were based on the FUGW backbone [39]. The eGFP in the original FUGW plasmid was replaced by a Ca^2+^ indicator Twitch-2B at BamHI and EcoRI restriction sites to generate FUW-Twitch-2B [40]. Kv1.2wt-T2A and Kir2.1wt-T2A fragments were magnified by PCR (Phusion High-Fidelity PCR Kit, NEB) from pcDNA3-Kv1.2wt (human cDNA template) and Mgi-Kir2.1wt (mouse cDNA template, from Carlos Lois laboratory, Caltech) plasmids and were inserted into FUW-Twitch-2B between XbaI and BamHI restriction enzyme sites. To construct Lenti-Twitch-2B-T2A-H2B-mCherry, H2B-mCherry was inserted after Twitch-2B and T2A to enable nuclear-located expression of mCherry. The sequence of T2A used in this study is 5’-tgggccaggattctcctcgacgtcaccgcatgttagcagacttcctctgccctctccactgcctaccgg-3’.

The second generation of the virus packaging system was used in this study. Briefly, HEK-293 T cells were transiently transfected with plasmids encoding target genes (Lenti-Twitch-2B-T2A-H2B-mCherry, Lenti-Kv1.2-T2A-Twitch-2B, or Lenti-Kir2.1-T2A-Twitch-2B), plus viral packaging helper plasmids pMD2.G (plasmid #12259, Addgene) and psPAX2 (plasmid #12260, Addgene) as described previously [36]. The Lipofectamine 3000 reagent (Invitrogen) was used for transfection. HEK-293 T and 1F8 cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) with 10% heat-inactivated fetal bovine serum and 2 mM L-glutamine at 37 °C and 5% CO_2_ in air atmosphere. Cell lines were not authenticated. Mycoplasma contamination was controlled by regular PCR tests. To block the K^+^ channel overexpression-induced reduction of the lentivirus-producing capacity of HEK-293 T cells [41], K^+^ channel blocker Ba^2+^ (0.3 mM) was added to the cell culture medium. 48–72 h after transfection, cell culture supernatant containing viral particles was collected and concentrated by centrifugation at 135,000*g* at 4 °C for 2 h. Concentrated supernatants were resuspended with PBS and titrated in HEK-293 T cells. Titers of about 8 × 10^9^ virus particles per ml concentrated supernatant were used for the following experiments. Retroviral vector Mgi-Kir2.1mut encoding 3 dominant negative site mutations (G144A, Y145A, G146A; Carlos Lois laboratory, Caltech), was packaged in 1F8 cells derived from 293GPG cell line. The vector was derived from a Moloney leukemia virus with an internal promoter from the Rous sarcoma virus. 48 h after transfection, the cell culture supernatant containing the retroviral particles was harvested and concentrated by centrifugation at 135,000*g* at 4 °C for 6 h. After concentration, the pellet was resuspended with as little volume of ice-chilled PBS as possible. Titers above 10^8^ particles per ml supernatant were used for in vivo injections.

### Virus injection into the RMS

Animals with implanted cranial windows were anesthetized with ketamine/xylazine (80/4 μg/g of BW) and fixed in a stereotaxic frame. The ointment was used to prevent dehydration of the mouse’s eyes and 2% lidocaine was applied subcutaneously on top of the injection sites. The skin was carefully removed to expose the skull and two small cranial openings (~ 0.5 mm in diameter) were drilled at the following coordinates: anterior–posterior + 3.0 mm, medial–lateral ± 0.83 mm. Through an opening in each hemisphere ~ 0.8–1 μl of the virus-containing solution was stereotactically injected into the RMS at a depth of -2.95 ± 0.05 mm from the pial surface and a speed of 100 nL/min via a glass micropipette. Thereafter, a metal bar, required for head fixation during the subsequent imaging sessions, was fixed to the caudal part of the skull with dental cement. The other exposed parts of the skull were also covered with dental cement. The mice were returned to the home cage and carprofen (5 μg/g of BW) was injected subcutaneously for 3 subsequent days.

### In vivo two-photon imaging

Mice with implanted cranial windows were anesthetized with either isoflurane or the MMF (medetomidine 0.5 μg/g BW, midazolam 5.0 μg/g BW, fentanyl 0.05 μg/g BW) anesthesia and placed on a heating plate. Breathing rate and body temperature were monitored continuously using the animal monitoring system (AD Instruments, Sydney, Australia). The head of the mouse was fixed with the metal bar to the *X*–*Y* table, ensuring consistent positioning through imaging sessions. In vivo two-photon imaging was performed using an Olympus FV1000 system (Olympus, Tokyo, Japan) with a MaiTai Deep See Laser (Spectra-Physics, Mountain View, CA, USA) and a Zeiss 20 × water-immersion objective lens (NA 1.0, Carl Zeiss, Jena, Germany). Unless otherwise indicated, cells were imaged using the 890 nm excitation wavelength.

#### Imaging migration of adult-born JGCs

Mice were anesthetized with isoflurane (2% for induction, 0.8–1.0% for maintenance) and transferred into the imaging setup. The body temperature was kept at ~ 37 °C. Breathing rate was monitored during the whole imaging session and maintained at 110–140 breaths per minute by slightly adjusting the isoflurane concentration in O_2_. To measure the migration speed, the positions of adult-born neurons were monitored every 15 min for 4 h at 8 and 14 dpi according to the previously established protocol [36]. To create landmarks for single-cell tracking, we labeled blood vessels via i.p. injection of sulforhodamine B (0.1 ml/20 g BW, 1 mM in PBS, Sigma-Aldrich, St. Louis, USA). In addition, the same FOVs were re-imaged with the same imaging settings at 11, 25, and 45 dpi.

#### Recording spontaneous and odor-evoked Ca^2+^ transients of adult-born JGCs

The spontaneous Ca^2+^ transients were recorded in awake mice. Prior to imaging sessions, the mice were trained for head fixation for 10–12 days, as described in ref. [13]. Spontaneous Ca^2+^ transients of abJGCs were recorded at 12 dpi continuously for 2 min with a frame rate of 7–10 Hz. Twitch-2B was excited at 890 nm and the emitted light was split into 2 channels by a 515 nm dichroic mirror. The emission light of mCerulean3 was filtered with a 475/64 nm band-pass filter and the emission light of cpVenus^CD^ was filtered with a 500 nm long-pass filter. Note that all major characteristics of spontaneous activity (e.g., the fraction of spontaneously active cells, the maximum Twitch-2B ratio, the area under the curve, the fraction of time spent in the active state, etc.) stay constant between DPI 12 and 22 (fig. 5 in ref. [38]).

The odor-evoked responsiveness of abJGCs was measured at 20 dpi. Mice were anesthetized using the MMF anesthesia, the temperature was kept at ~ 37 °C and the breathing rate was ~ 140 breaths per minute during the whole imaging session. Note that under this anesthesia, neither fractions of odor-responding and non-responding, nor the fractions of reliably responding, non-reliably responding and nonresponding abJGCs differ between awake and anesthetized mice (Chi-Square test, p = 0.36 and 0.12, respectively; [13]). Odors were applied through a custom-built flow-dilution olfactometer, positioned in front of the mouse’s snout as described previously [42]. An odor mixture containing 2-hexanone, isoamyl acetate, and ethyl tiglate (purchased from Sigma-Aldrich, 0.6% of saturated vapor each) was applied as a 4-s-long pulse with an inter-pulse interval of at least 2 min. The odor delivery was not timed relative to respiration. Each cell was stimulated at least twice, as described in ref. [42].

### Odor deprivation (OD) and two-photon imaging of odor-deprived mice

Cranial window and virus injection were done using the protocol described above. Lenti-Twitch-2B-T2A-mCherry was injected in both hemibulbs. Unilateral naris closure was performed at 5 dpi. Nose plugs were constructed of a 2 mm polyethylene tube (0.58 mm inner diameter, 0.96 mm outer diameter, Portex, UK) and suture thread (size 3-0, Ethicon, Germany) as described previously [36]. Mice were anesthetized using the MMF anesthesia and the plug was accurately inserted into the nostril. Thereafter, mice received an antidote containing flumazenil (0.5 mg/kg BW, Fresenius, Germany) and atipamezole (2.5 mg/kg BW, Alfavet, Germany) and returned to their home cages. After naris occlusion, physiological conditions of experimental animals (e.g., breathing, body weight, and stability of nose plug) were monitored carefully every day. Two-photon imaging of odor-deprived mice was conducted under the MMF anesthesia, as described above.

### Immunohistochemistry

Mice were transcardially perfused with 4% paraformaldehyde (PFA) in PBS. The brains were removed and fixed in 4% PFA for 24 h at 4 °C, and then cryoprotected in 25% sucrose in PBS overnight at 4 °C. Next, the brains were embedded in Tissue Tek (Sakura, Zoeterwoude, Netherlands) and frozen at − 80 °C. The immunostaining was performed on free-floating sagittal cryoslices (thickness 30–50 μm) at room temperature. The sections were incubated in a blocking buffer containing 5% normal donkey serum (Jackson Immuno Research, Dianova) and 0.1% Triton-X 100 (Sigma, USA) in PBS for 1 h to prevent nonspecific background staining. After blocking, the sections were incubated with the primary antibodies diluted in the blocking buffer. The following primary antibodies were used: goat polyclonal antibody against GFP (Rockland 600-101-215, 1:1000), mouse monoclonal antibody against Kv1.2 (NeuroMab 75-008, 1:200), rabbit monoclonal antibody against pCREB (Cell Signaling 9198S, 1:400), mouse monoclonal antibody against NeuN (Millipore MAB377, 1:1000), rabbit polyclonal antibody against DCX (Abcam ab18723, 1:1000). After overnight incubation with primary antibodies at 4 °C, the sections were rinsed in PBS three times for 10 min each and incubated with secondary antibodies (2% BSA and 1% Triton-X 100 in PBS) for 2 h in the dark at room temperature. The secondary antibodies were as follows: donkey-anti-mouse or anti-rabbit IgG-conjugated Alexa Fluor 488 (A21202 or A21206, 1:1000), donkey-anti-goat IgG-conjugated Alexa Fluor 594 (A11058, 1:1000), donkey-anti-mouse IgG conjugated Alexa Fluor 680 (A10038, 1:1000), all purchased from Invitrogen (Grand Island, NY). Afterward, the sections were washed three times in PBS for 10 min, transferred to Superfrost Plus charged glass slides (Langenbrink, Emmendingen, Germany), and mounted in Vectashield (Vector Laboratories, USA) or ProLong Gold (Invitrogen) mounting medium. Immunostained slices were imaged using an Olympus Fluoview 300 laser scanning microscope (Olympus, Tokyo, Japan) coupled with a MaiTai mode-locked laser (Spectra Physics, Mountain View, CA, USA). Alexa Fluor 488 and 594 were excited at 800 nm and the emitted light was split by a 570 nm dichroic mirror and filtered with a 536/40 nm band-pass filter as well as a 570 nm long-pass filter. Alexa Fluor 680 was also excited at 800 nm and the signal was collected in the long-pass channel of a 670 nm dichroic mirror.

### RNA sequencing

Male 3-month-old mice were bilaterally injected into the RMS with either Lenti-Twitch-2B-T2A-H2B-mCherry, Lenti-Kv1.2-T2A-Twitch-2B, or Lenti-Kir2.1-T2A-Twitch-2B viruses and sacrificed at 9 dpi. Mice were deeply anesthetized by ketamine/xylazine (100/10 μg/g of BW) and transcardially perfused with 20 ml ice-cold PBS to empty blood vessels from the blood. Then mice were decapitated, and the olfactory bulbs were quickly dissected and transferred into an ice-cold 35 mm dish containing 0.5 ml dissection medium (Hank’s balanced salt solution containing 15 mM HEPES, 25 mM glucose, 0.4 mg/ml DNase I, and 80 U/ml RNAse inhibitor). Olfactory bulbs from two animals were pooled to assure the isolation of at least 3000 adult-born cells. Minced tissue was very gently homogenized in an ice-cold dissection medium and passed through a 70 µm cell strainer. The filtrate was spun for 10 min at 250 g in a refrigerated centrifuge at 4 °C. Pellet was resuspended in 37% Percoll and centrifuged for 30 min at 800 g and 4 °C. First, the upper myelin layer and then supernatant were removed, the pellet was resuspended in sorting buffer (dissection medium without DNase I) and centrifuged once again for 10 min at 800 g and 4 °C. Finally, isolated cells were resuspended in a sorting buffer and kept on ice until sorting. Adult-born cells expressing Twitch-2B were separated by fluorescence-activated cell sorting on a Sony SH800Z sorter (Sony Biotechnology Inc, Surrey, UK) immediately after staining samples with propidium iodide (PI). Single cells were selected based on FSC-W/FSC-H gating, dead cells were excluded based on the PI-signals and transduced cells were identified by their Twitch-2B signal (using a 450/50 bandpass filter). Single Twitch-2B-expressing cells were sorted directly into Eppendorf tubes containing 10 µl sorting buffer, immediately frozen in liquid nitrogen, and kept at − 80 °C until the libraries for RNA-sequencing analysis were prepared.

The synthesis of the cDNA was performed using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio). 3000 to 4500 frozen sorted cells were lysed using a concentration of 100 cells per µl of lysis buffer. Lysis was performed by resuspending the cells by pipetting and incubating for 5 min at room temperature. First-strand cDNA synthesis was performed using 5 µl of cDNA for 90 min at 42 °C. Amplification of the full-length double-strand cDNA was monitored by qPCR and was stopped at 17 PCR cycles during the linear amplification phase. The resulting cDNA presented a fragment size distribution of 1500 up to 5000 bp on the Bioanalyzer High Sensitivity DNA Kit (Agilent) and a concentration above 300 pg/µl measured with Qubit dsDNA HS fluorometric quantification (ThermoFisher Scientific). Next-generation sequencing (NGS) libraries were prepared using 150 pg of cDNA input in the Nextera XT DNA Library Preparation Kit (Illumina), followed by 12 cycles of PCR. Final libraries had a mean fragment size of 370 bp on the Bioanalyzer, a concentration > 5 ng/µl, and a molarity of > 30 nmol/l measured with Qubit. Libraries were sequenced as single reads (75 bp read length) on a NextSeq500 (Illumina) with a depth of > 20 million reads. Library preparation and sequencing procedures were performed by the same individual and we chose a design, aimed to minimize technical batch effects.

### Quantitative real-time PCR

Reverse transcribed RNA from sorted cells was generated by SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio). Real-time PCR was performed using a Fast SYBR green PCR Master Mix (Applied Biosystems) and the QuantStudio™ 5 equipment (Applied Biosystems, Germany). Specific primers (Supplementary Table S3) were designed using the NCBI tool primer BLAST selecting those sequences that span an exon-exon junction to avoid amplification of any contaminating genomic DNA. Three biological samples were determined in triplicate. Single-product amplification was confirmed by running the melting curves. Input quantities were normalized to those for glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) and the relative mRNA expression was estimated by the efficiency corrected method [43].

### Electrical recordings

20 days after virus injection into the RMS (20 dpi), 250 µm thick sagittal OB slices were cut on Microm HM 650 V vibratome (Thermo Fisher Scientific, Dreieich, Germany). After an incubation period of up to 1 h, slices were transferred into the experimental setup and perfused with the extracellular solution containing (in mM): 125 NaCl, 3.5 KCl, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 1 MgCl_2_, and 20 glucose, pH 7.4 when bubbled with 95% O_2_ and 5% CO_2_. Experiments were carried out at ~ 33 °C. Twitch-2B-positive control or Kv1.2/Kir2.1 overexpressing abJGCs were recorded in whole-cell configuration using an EPC-10 patch-clamp amplifier (HEKA, Lambrecht, Germany). The intracellular pipette solution contained (in mM): K-Gluconate 140, NaCl 10, HEPES 10, EGTA 0.2, Mg-ATP 4, Na-GTP 0.4, Alexa Fluor 594 0.05, pH = 7.3. Current and voltage traces were acquired at a 20 kHz sampling rate. For current-clamp recordings, currents of different polarity and amplitude (usually from − 40 pA to + 100 pA, 100 or 200 ms long) were injected stepwise to assess the cell’s firing ability. The holding current was adjusted to maintain basal membrane potential at − 70 mV.

### Analyses

#### Calculation of the migration speed of abJGCs

The migration speed of abJGCs was analyzed as described previously [36]. The 3D image stacks acquired during the consecutive imaging sessions (containing both abJGCs and blood vessels) were aligned offline using the blood vessel pattern as an anatomical landmark. Each cell received an identification number, and its position (the center of the cells’ soma) was identified in each of 17 stacks (0–4 h, 15 min inter-stack interval), enabling the reconstruction of the cell trajectory. Next, the X–Y coordinates of each cell’s position were read out using the Fluoview 3.0 Viewer (Olympus). For Z-axis coordinates, the depth of the cells was the relative depth from the dura. With 3D coordinates for each position point, migration distance (D) between the two points in space was calculated according to the following formula:

$$D = \sqrt {\left( {X1 - X0} \right)^{2} + \left( {Y1 - Y0} \right)^{2} + \left( {Z1 - Z0} \right)^{2} }$$

where (X1, Y1, Z1) and (X0, Y0, Z0) were coordinates of the cells’ position in the current and the immediately preceding stacks, respectively. Migration speed was defined as the translocation of the cells’ soma between the two consecutive time points divided by the respective time interval (µm per 15 min). Because the step size of the acquired stacks was 2 μm, a cell was considered moving if the translocation of the cells’ soma between the two consecutive time points was more than 4 μm.

#### Analyses of spontaneous Ca^2+^ transients

Data analysis was performed offline with ImageJ and a custom-made routine in Matlab (R2016b, The MathWorks, United States). Circular regions of interest (ROIs) were manually drawn within the soma of each cell. A fluorescence trace for each cell was obtained by averaging all pixels within the ROI. The background signal was obtained from the ROI of a comparable size devoid of fluorescent processes and located near the cell of interest. The image stack was separated into 2 substacks for mCerulean3 and cpVenus^CD^ channels, respectively. The fluorescence traces were calculated separately for both substacks and filtered using a lowpass Butterworth infinite impulse response filter with a cut-off frequency of 0.6 Hz. The Twitch-2B ratio signal was calculated using the formula:

$$Ratio = \frac{{F \, \left( {cpVenus^{CD} } \right)Soma - F \, \left( {cpVenus^{CD} } \right)\,Background}}{{F \, \left( {m\,Cerulean3} \right)Soma - F \, \left( {m\,Cerulean3} \right)\,Background}}$$

Thereafter, the traces were imported into Matlab to analyze the following parameters: basal and maximum Twitch-2B ratio and the area under the curve normalized to the total recording time (AUC/sec, [38]). The basal ratio was the mean of the lowest 10% data points in the histogram of each individual trace. The value for the maximum ratio was calculated as follows: the filtered traces were processed by a sliding average algorithm with a window size of 1.5 s to determine the maximum ratio (maximum average value). Parameters of Ca^2+^ fluctuations were also analyzed in Matlab. To compare experimental and control groups, the fluctuations in Ca^2+^ signals were detected using the mid-reference level crossing approach (function midcross in Matlab) and the numbers of crossing points, passing through the mid-reference level, per trace were counted. The Gaussian mixture model [44] was used to explore and detect the naturally existing clusters among the counted numbers of crossing points. The correct number of clusters has been estimated using the Bayesian information criterion [45]. Assigned cluster labels (i.e., with and without fluctuations in Ca^2+^ signals) have been used to calculate the fraction of each cluster in a given experimental group. Subsequently, these fractions were compared statistically using ANOVA.

#### Analyses of odor-evoked responsiveness of adult-born JGCs

The odor-evoked Ca^2+^ transients of individual neurons were detected with a custom-written Igor Pro routine (WaveMetrics Inc., OR 97035 USA). First, background fluorescence, measured in the neuropil surrounding the abJGCs, was subtracted as described above and the Twitch-2B ratio signals were calculated and expressed as relative Twitch-2B ratio changes (ΔR/R). For automatic detection of responding cells, all ΔR/R traces were smoothed with a binomial filter (time window 0.3 s). Each smoothed trace was subtracted from the original ΔR/R trace, resulting in the “baseline noise” trace. ΔR/R transients were automatically detected with a template-matching algorithm, taking into account their sharp rise. A ΔR/R change was recognized as an odor-evoked Ca^2+^ transient if its amplitude was three times larger than the standard deviation of the corresponding baseline noise.

#### Sholl analyses

The dendritic morphology of abJGCs was analyzed both in vivo and in situ. The three-dimensional stacks were imported into Neuromantic software (https://www.reading.ac.uk/neuromantic/body_index.php) for 3D reconstruction. Neuronal morphology was manually traced to obtain accurate reconstructions. Digitally reconstructed neurons were imported into Image J and analyzed with the Simple Neurite Tracer plugin. The following morphological parameters were read out: the number of dendritic branches and the total dendritic branch length (TDBL). Sholl analysis was performed by counting the number of intersections between dendrites and centered on the soma concentric spheres with 10 μm radius increments [46].

#### Analyses of the survival rate

All FOVs including cells and blood vessels were imaged at 14, 25, and 45 dpi under the same settings. The size of each image stack was 635 µm × 635 µm × 200 µm (XYZ). To minimize the effects of cell migration, a safe margin amounting to 100 µm × 100 µm (XY) from the image border was introduced, and cells residing within the margin area were excluded from the analysis. By using blood vessels as a landmark, a cell was considered surviving if its soma was found at the same position in both image stacks (14 and 25 dpi, or 25 and 45 dpi). Based on the resolution of the microscope, an offset of ≤ 4 µm was tolerated.

#### Analyses of the pCREB expression level and quantification of the Kv1.2 expression

All brain slices were stained and imaged under the same conditions (i.e., antibody concentration, incubation time, laser power, photomultiplier voltage, etc.). Background-subtracted images were generated by estimating background noise from 5 negative control slices, which were stained with secondary antibodies only, and subtracting the median noise value from the original images. Each slice was simultaneously stained with anti-pCREB, anti-GFP (recognizes Twitch-2B), and anti-NeuN antibodies, with secondary antibodies conjugated with Alexa Fluor-488, 594, and 680, respectively. All images were processed using the following protocol in ImageJ: (i) generate 3 substacks for pCREB, GFP, and NeuN staining by splitting the original 3D stack; (ii) draw the ROIs for the abJGCs on the central slice (Z-axis) of the GFP (Twitch-2B) stack; (iii) find the corresponding frame (same depth) in the NeuN stack; (iv) subtract the median background noise value from the NeuN stack; (v) adjust the threshold of the image to highlight all NeuN positive regions and draw ROIs for NeuN-positive cells in the whole field of view; (vi) measure the fluorescence intensity of NeuN-positive mature neurons and GFP-positive abJGCs in the stack of pCREB; (vii) calculate the relative pCREB expression level as the intensity of pCREB fluorescence of each GFP-positive adult-born JGC divided by the median intensity of all NeuN-positive mature neurons located in the same field of view.

$${\text{Relative pCREB level }} = \frac{{{\text{FpCREB}}\left( {{\text{abJGCs}}} \right){-}{\text{ F}}\,background}}{{{\text{Median}}\left( {{\text{FpCREB}}\left( {{\text{NeuN}}^{ + } {\text{cells }}} \right){-}{\text{ F}}\,background} \right)}}$$

For quantification of the Kv1.2 expression, the background-subtracted images were generated as described above and a custom-written Matlab code was used to calculate separately the intensity of immunofluorescence in the cell somata and the surrounding neuropil. The relative Kv1.2 expression level was calculated as the ratio of the somatic fluorescence divided by the fluorescence of the surrounding neuropil.

#### Transcriptomic analyses

The read quality of RNA-seq data in fastq files was assessed with ReadQC (ngs-bits version 2019_09). Raw reads were filtered to remove sequencing adapters and for quality trimming using SeqPurge (ngs-bits version 2019_09). Filtered reads were aligned against the reference mouse genome of the Ensembl Mus Musculus GRCm38 using STAR (v2.7.0f), allowing gapped alignments to account for splicing. Low mapping quality reads or those mispairing or multi-mapping were removed using Samtools (v1.9) and visually inspected in the Integrative Genome Viewer (v2.4.19). A matrix of raw counts was built using subread (v1.6.4). Low-expressed transcripts were filtered out to minimize the false-positive rate. 

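In the deposited counts, 39646 of 55573 genes had at least 1 count in any of the 6 libraries labelled control, Kv1.2 and Kir2.1. A minimum of 1 CPM in at least 2 of the 6 libraries kept 12275 genes. At least 1 library at the minimum kept 16645 genes, at least 3 kept 9759, and at least 5 kept 6226, the last a number chosen after the data were seen. Applied to each comparison on its own, the minimum in at least 2 of 4 libraries kept 10600 genes for Kv1.2 and 10978 for Kir2.1. The number of genes at or above 1 CPM in a single library was 9071 and 12061 in the control, 8727 and 8552 in the Kv1.2 and 10151 and 8520 in the Kir2.1 libraries. Camk4, Crtc1, Bcl2, Nr4a1 and Sik1, genes of Ca2+ signaling, survival and early transcription that the paper names, lay under this minimum.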

For each dataset, all transcripts with less than 1 count per million in at least two samples were excluded, leaving 11,611 genes for further differential expression analysis. Differentially expressed genes (DEGs) were identified using edgeR (v.3.24.3) with R (v3.5.2) (https://www.R-project.org/) following the standard workflow. With this method, the size of the library is corrected and differential expression is tested by using negative binomial generalized linear models [47]. 

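Genes that differed by more than 2-fold between the control libraries and the 4 libraries labelled Kv1.2 or Kir2.1, with an unadjusted p under 0.05 from edgeR's quasi-likelihood test, numbered 1642 here, and 350 of them were higher and 1292 lower. All genes at this p were also over 2-fold. Among the lower genes were Dcx, Mdk and Gap43, which encode proteins of migrating and growing neurons, and among the higher ones Cd74 and H2-Aa, which encode proteins of antigen presentation. Mdk had a log2 fold change of −4.94 (standard error 1.25) in the Kv1.2 group and was at least 1685-fold lower in the Kir2.1 group, and Gap43 was at least 1629-fold lower in the Kv1.2 group and had −6.13 (standard error 2.19) in the Kir2.1 group. The log2 fold changes over both channel groups were 5.69 (standard error 1.08) for Cd74 and 7.11 (standard error 1.47) for H2-Aa. Without a p, 7571 genes lay more than 2-fold from the control. With both comparisons over 2-fold in the same direction there were 4747, and 651 with an unadjusted p under 0.05 in each. With either comparison over 2-fold there were 9700, and 1979 with an unadjusted p under 0.05 in it. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3 genes passed over both channel groups and 0 in either group alone, against 1228 over both groups with DESeq2 and 1097 with the likelihood ratio test. The count by 2-fold and p was 687 without control replicate 2 and 2460 with DESeq2.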

Genes with an absolute > 2-times-fold change between the control and Kv1.2/Kir2.1 groups (885 genes) were considered as DEGs and imported into the online portal Metascape (https://metascape.org/gp/index.html#/main/step1) to run GO biological processes, cell components, molecular functions, and KEGG pathway enrichment analyses [48]. In this study, the focus was on signaling pathways downstream of pCREB as well as on the routes leading to CREB phosphorylation.

#### Electrical recordings

To calculate the threshold of an AP, the first derivative was analyzed and the membrane voltage that corresponds to a threefold S.D. of a baseline value was taken as a threshold [49]. The same results were obtained using two other methods for threshold definition: (a) rate-of-rise point of 50 kV/s [49] or (b) the first peak in the 3rd derivative [50] (not shown). The input resistance was measured in whole cell voltage-clamp configuration with cell membrane voltage set to − 70 mV by applying 500 ms-long hyperpolarizing pulses with amplitudes of 40–20 mV and measuring the respective steady-state currents. To determine resting membrane potentials, the I–V plots were linearly interpolated to measure the voltages at zero holding current. The data points for the I–V plots were obtained by clamping the cells at three different potentials − 110 mV, − 90 mV and − 70 mV and measuring the respective holding currents.

#### Statistical analyses

Statistical analyses were performed using the GraphPad Prism 9 software (GraphPad Software Inc, San Diego, California USA). The Shapiro–Wilk test was used to check the normality of data distribution within the data sets. *P* < 0.05 was considered statistically significant. In the case of normally distributed data, the parametric (i.e., Student’s t-test or ANOVA followed by Tukey's multiple comparison test) otherwise nonparametric (i.e., Mann–Whitney U test or Kruskal–Wallis test followed by Dunn's multiple comparisons test) tests were used. For Sholl analysis, we used the generalized mixed-effects model with the Poisson family (R programming language [51] with lme4 package [52]). P-values were obtained using the lmerTest package, which estimates p-values based on Satterthwaite approximation [53]. Post-hoc comparisons were done using the lsmeans package [54]. Box plots were used to present 5 parameters of the dataset: 10th, 25th percentile, median, 75th, and 90th percentile. Unless otherwise indicated, the error bars represent median ± IQR (interquartile range).

## Results

### Alteration of endogenous but not sensory-driven activity impaired the lateral migration of adult-born cells

To suppress the excitability of adult-born cells, we virally overexpressed in abJGCs either voltage-gated Kv1.2 channels or inwardly rectifying Kir2.1 channels [55]. Overexpression of Kir2.1 channels hyperpolarizes the resting cells but once the spike threshold is reached, the channels close and contribute negligibly to the spike waveform [56, 57]. Voltage-gated Kv1.2 channels are closed at rest, but their overexpression is expected to strengthen the cell’s hyperpolarization after the action potential (AP) firing.

Bicistronic lentiviruses encoding a Ca^2+^ indicator Twitch-2B and either Kv1.2 or Kir2.1 (Fig. 1A and Supplementary Fig. S1A) were injected into the RMS to transduce adult-born cells migrating towards the OB [36]. In the control group, mCherry was expressed together with Twitch-2B. The efficiency of virus transduction was confirmed by the level of Twitch-2B fluorescence, the relative amount of the respective mRNA, and the heightened level of Kv1.2 immunofluorescence (Supplementary Fig. S1B-F). In line with previous publications [56, 57], whole-cell patch clamp experiments in acute OB slices assured spiking of both Kv1.2 and Kir2.1 overexpressing cells (days post-injection (dpi) 20; Supplementary Fig. S2A). The detailed analyses of the Kv1.2 group, for which literature data are scarce, revealed that despite the significantly smaller capacitance (mean ± SEM: 6.38 ± 1.52 pF, n = 7 and 13.1 ± 1.74 pF, n = 10 for Kv1.2 and control groups, respectively; t-test, p = 0.01) neither input resistance, nor the AP firing threshold, amplitude, or duration (full width at half maximum (FWHM)) differed significantly between the control and Kv1.2 overexpressing cells (Supplementary Fig. S2B-E). Moreover, the resting membrane potentials were similar between the two groups (control: − 59.58 ± 2.98 mV, n = 9 cells; Kv1.2 group: − 53.79 ± 4.76 mV, n = 7 cells; t-test, P = 0.33). A mild functional signature of the Kv1.2 overexpression was, however, visible when analyzing the afterhyperpolarizations accompanying the AP firing (Fig. 2SF, G). Furthermore, using immunohistochemistry we assessed the expression of the marker of migrating neuroblasts doublecortin and the marker of mature neurons NeuN [8, 58] at dpi 28. As shown in Supplementary Fig. S3, the gross time course of the maturation (i.e., timely downregulation of the doublecortin expression and timely upregulation of the NeuN expression) was similar between control, Kv1.2 and Kir2.1 groups. These data, together with similar and low basal Ca^2+^ levels in control, Kv1.2 and Kir2.1 groups (Fig. S9A), indicate that overexpression of Kv1.2 or Kir2.1 channels does not induce nonspecific toxic effects.

**Fig. 1:**
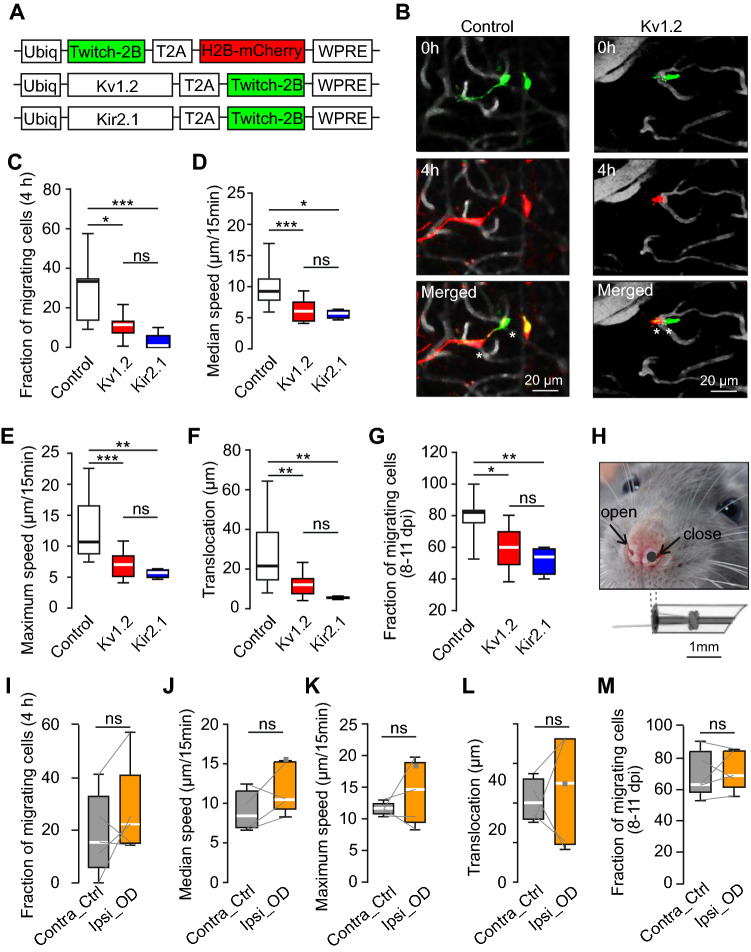
Migration properties of abJGCs. (**A**) Schematics of lentiviral constructs. (**B**) Pseudocolor images showing migrating control (left) and Kv1.2-expressing (right) abJGCs at different relative times (timestamps). Blood vessels are shown in gray, asterisks highlight the positions of migrating cells. Data shown in (**B**–**F**) and (**I**–**L**) are obtained at 8 dpi. (**C**) Box plot showing the median (per mouse) fractions of abJGCs, migrating during 4-h-long recordings in control, Kv1.2, and Kir2.1 groups (n = 11, 10 and 6 mice, respectively). (**D**–**F**) Box plots showing (per cell) the median (**D**) or the maximum (**E**) migration speed and the translocation distance in 4 h (**F**); n = 29/13, 13/9, 4/6 cells/mice for control, Kv1.2 and Kir2.1 groups, respectively. Three mice had no migrating Kir2.1 cells. (**G**) Box plot showing the median (per mouse) fractions of abJGCs, migrating between 8 and 11 dpi; n = 8, 10, 4 mice for control, Kv1.2, and Kir2.1 groups, respectively. (**H**) Image illustrating the nostril occlusion. (**I**–**M**) Box plots showing median fractions of abJGCs migrating in 4 h (**I**), the median (**J**) and maximum (**K**) migration speed, the translocation distance in 4 h (**L**), and the fraction of cells, migrating between 8 and 11 dpi (**M**), in contralateral control and ipsilateral odor-deprived hemibulbs (n = 16/5 and 19/5 cells/mice) for control and odor-deprived groups, respectively. Data obtained from single neurons were averaged per hemibulb. Here and below grey lines connect control and odor-deprived hemibulbs of the same mice. Note that there were no migrating cells during 4 h of recording on dpi 8 in one control hemibulb). Here and below *P < 0.05, **P < 0.01, ***P < 0.001, ns = not significant. All exact P values are listed in Supplementary Table S4

The developmental history of abJGCs after their arrival in the glomerular layer of the bulb was monitored longitudinally through a chronic cranial window from 8 till 45 dpi using in vivo two-photon imaging. To analyze the migration of abJGCs, we measured their positions every 15 min during a 4-h-long imaging session (Fig. 1B). Compared to Twitch-2B/mCherry-expressing control group, the expression of neither Kv1.2 nor Kir2.1 affected the apparent rate of adult-born cells’ arrival in the glomerular layer of the bulb (Supplementary Fig. S4), likely because of the downregulation of potassium channel expression in migration neuroblasts [59]. However, it severely impaired cell migration at 8 dpi in the glomerular layer (Fig. 1C). The median (per mouse) fraction of migrating cells was 33.3 ± 21.7% in the control group but decreased significantly in the Kv1.2 and Kir2.1 groups (12.1 ± 6.6% and 0 ± 5.9%, respectively). Moreover, the median and maximum speed of migrating cells (Fig. 1D, E) as well as the cumulative translocation in 4 h (Fig. 1F) decreased significantly in the Kv1.2 and Kir2.1 groups compared to the control group. Since abJGCs have a saltatory migration pattern [36], some of them might pause during the 4-h-long recording period. Therefore, we also evaluated the overall motility of abJGCs, defining the cells, which changed their positions between 8 and 11 dpi, as migrating. In the control group, 82.1 ± 8.8% of cells migrated at 8–11 dpi (see also [36]). This fraction was significantly lower in the Kv1.2 and Kir2.1 groups (Fig. 1G; 60 ± 21.8% and 54 ± 17% of cells, respectively).

The observed impairment of migration in Kv1.2 and Kir2.1 groups was probably chronic, as it persisted at 14 dpi (Supplementary Fig. S5). By this time the lateral migration of control cells is known to slow down [36]. Likely therefore there was no difference in the fraction of migrating cells as well as the median and maximum migrating speed between the control and Kv1.2 groups (Supplementary Fig. S5A-C). Yet, the significantly shorter net translocation distance in the Kv1.2 group (Supplementary Fig. S5D) suggested that cell motility was impaired. At 14 dpi Kir2.1 expressing cells were not migrating at all (Supplementary Fig. S5A). This finding is consistent with the somewhat stronger impact of Kir2.1 on cell migration compared to Kv1.2, visible throughout the data (Fig. 1C–G).

Next, we explored whether modulation of sensory input impacts the migration of abJGCs. Because odors are inhaled through the nostrils into two segregated nasal passages [60], we occluded one nostril and thus also the ipsilateral hemibulb, leaving the other nostril open. Nostril occlusion (Fig. 1H) starting at 5 dpi completely blocked odor-evoked Ca^2+^ transients in abJGCs residing in the ipsilateral hemibulb (measured at 20 dpi), while leaving the cells in the control hemibulb unaffected (compare Supplementary Fig. S6 to Fig. 4). Surprisingly, odor deprivation did not affect any of the migration parameters (Fig. 1I–M). All parameters were similar for cells residing in the contralateral control and the ipsilateral odor-deprived hemibulbs. Moreover, odor deprivation did not affect the translocation distance in 12 h at 6.5–14.5 dpi, repeatedly measured by us previously (see Fig. S4 in ref. [36]). Together, these data suggest that endogenous but not sensory-driven activity is critical for the lateral migration of abJGCs during the pre-integration phase.

### Endogenous but not sensory-driven activity controls morphogenesis of adult-born JGCs

Immature adult-born cells in the RMS maintain a spindle shape morphology to enable fast migration but grow complex dendrites shortly after reaching the glomerular layer [19, 30, 61]. Surprisingly, even at 20 dpi abJGCs in Kv1.2 and Kir2.1 groups displayed remarkably retarded morphology with significantly shorter total dendritic branch length (TDBL), fewer dendritic branches and intersections (Fig. 2A–D). Control cells had a median (per cell) TDBL of 553 ± 630 µm and a branch number of 38 ± 50. These values, however, dropped significantly to 75 ± 197 µm/122 ± 187 µm (TDBL) and 3 ± 6/3 ± 16 (branch number) in Kv1.2 and Kir2.1 groups, respectively (Fig. 2B, C). Similar differences were observed in the fixed tissue by means of immunohistochemistry (Supplementary Fig. S7). In 50-µm-thick slices, however, the length and complexity of all cells were somewhat reduced. The observed morphological retardation was specific for functional Kv1.2/Kir2.1 channels, as expressing the non-conducting dominant-negative mutant of the Kir2.1 channel (Kir2.1mut) [62] within the adult-born cells did not inhibit their morphogenesis (Supplementary Fig. S8). Besides, no changes in morphology we observed in abJGCs, residing in the control and odor-deprived hemibulbs (Fig. 2E–H). Together, these results suggest that endogenous but not sensory-driven activity is essential for the proper morphological development of abJGCs.

**Fig. 2:**
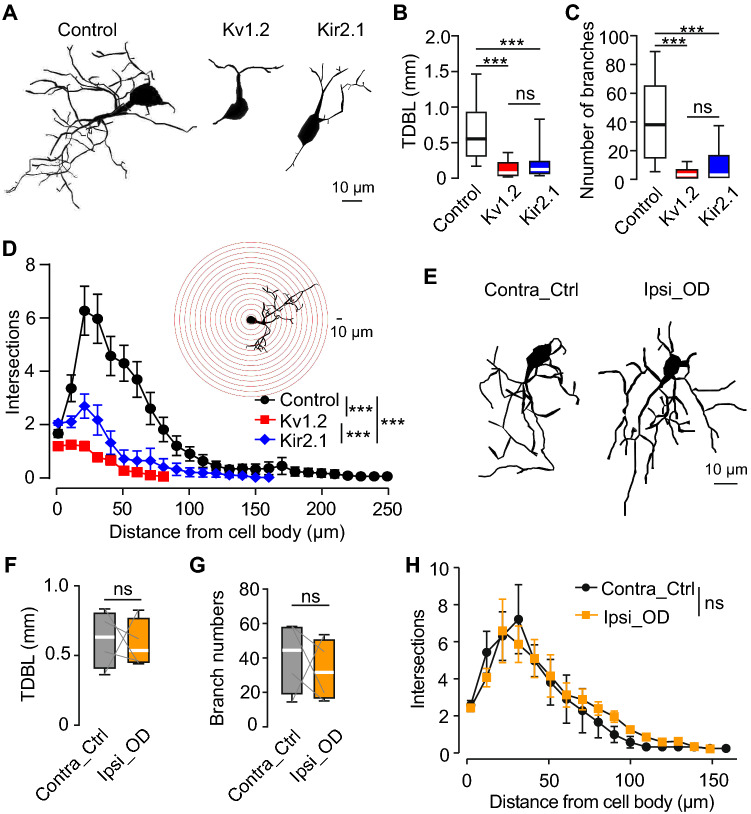
Morphology of abJGCs. (**A**) Sample reconstructions of in vivo abJGCs (20 dpi) belonging to control, Kv1.2, and Kir2.1 groups. (**B**, **C**) Box plots showing (per cell) the total dendritic branch length (TDBL, (**B**)) and the number of dendritic branches (**C**) of abJGCs, imaged in vivo at 20 dpi; n = 33/7, 36/6, and 46/6 cells/mice for control, Kv1.2, and Kir2.1 groups, respectively. (**D**) Sholl analysis, showing the number of intersections of centered Sholl spheres (10 µm step size, illustrated in the inset) with the dendritic trees of abJGCs, belonging to control, Kv1.2 and Kir2.1 groups. n = 33/7, 36/6, 46/6 cells/mice for control, Kv1.2 and Kir2.1 groups, respectively. (**E**) Sample reconstructions of in vivo abJGCs (20 dpi) from the contralateral control and ipsilateral odor-deprived hemibulbs. (**F**, **G**) Box plots illustrating (per cell) the TDBL (**F**) and the number of dendritic branches (**G**) of control and odor-deprived abJGCs. (**H**) Sholl analysis of the dendritic trees of JGCs from control and odor-deprived hemibulbs; n = 9/4 and 20/4 cells/mice for control and odor-deprived groups, respectively. (**D**, **H**) Data are shown as mean ± SEM

### Altered endogenous activity reduced the survival rate of adult-born JGCs

Next, we analyzed the survival of abJGCs. Because the rapid migration of the cells at the beginning of the pre-integration phase [36] makes their precise identification difficult, we started experiments at 14 dpi. Utilizing a priori knowledge about the average speed of cell migration [36], we set a safety margin between the analyzed cells and the edge of the field of view (FOV) to ensure that cells, disappearing from the FOV, did not simply move out. Cells, which stayed at the same position during the recording period, were considered stable surviving cells (Fig. 3A, C). The expression of either Kv1.2 or Kir2.1 significantly reduced the survival rate of abJGCs between 14 and 25 dpi (Fig. 3B). Under these conditions, the mean (per mouse) survival rate was 66 ± 5.6% in control, 40 ± 6.4% in Kv1.2, and 32 ± 5.8% in the Kir2.1 group. Between 25 and 45 dpi, survival was still inhibited significantly in the Kir2.1 group (35.6 ± 8.9% vs. 82 ± 5.6% in control) but not in the Kv1.2 group (76.3 ± 5.6%) (Fig. 3D), likely because the activity of cells increased during development, thus reducing the inhibitory effect of surplus Kv1.2 channels. These data suggest that reduced endogenous activity inhibits the survival of abJGCs during the pre-integration phase, with somewhat stronger effects observed in the Kir2.1 compared to the Kv1.2 group.

**Fig. 3:**
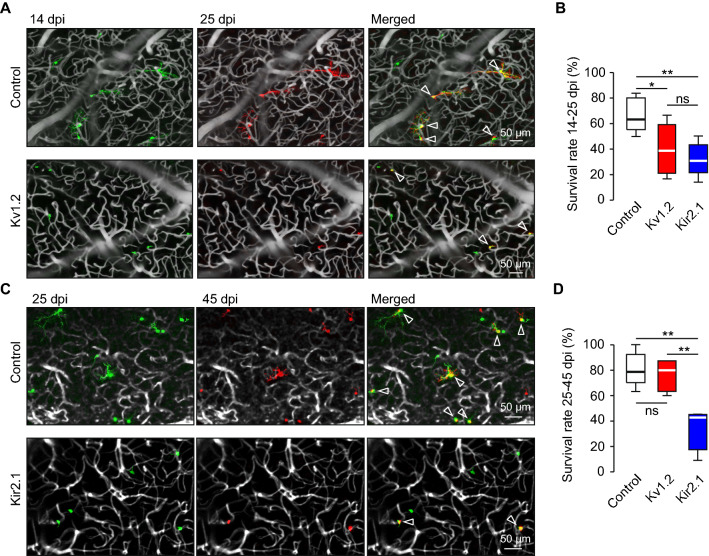
Kv1.2 or Kir2.1 overexpression reduced the survival of abJGCs. (**A**) Sample maximum intensity projection (MIP) images showing abJGCs at 14 (colored green) and 25 dpi (colored red) in control (40–80 µm below the dura) and Kv1.2 (20–50 µm below the dura) groups. All images show the central part of the FOV. Here and below arrowheads point to stable surviving cells. Here and below the blood vessels are colored grey. (**B**) Box plot showing the survival rates of abJGCs between 14–25 dpi in control, Kv1.2 and Kir2.1 groups; n = 40/5, 81/8 and 52/5 cells/mice for control, Kv1.2 and Kir2.1 groups, respectively. (**C**) Sample MIP images showing abJGCs at 25 (colored green) and 45 dpi (colored red) in control (13–80 µm below the dura) and Kir2.1 (33–65 µm below the dura) groups. (**D**) Box plot showing the survival rates of abJGCs between 25–45 dpi in control, Kv1.2, and Kir2.1 groups; n = 82/5, 23/5, and 49/4 cells/mice for control, Kv1.2 and Kir2.1 groups, respectively

### Weaker integration of adult-born JGCs with altered endogenous activity into the existent neural circuitry

Next, we explored whether adult-born cells in Kv1.2/Kir2.1 groups were able to integrate into the existent neural network. We used the fraction of odor-responsive abJGCs, the amplitude and the area under the curve (AUC) of the odor-evoked Ca^2+^ signals (measured at dpi 20) as functional readouts of the strength of their network integration. The overexpression of either Kv1.2 or Kir2.1 diminished the odor responsiveness of abJGCs (Fig. 4A). The mean (per mouse) fraction of odor-responsive cells was 61.5 ± 8.6% in the control group, decreasing slightly (to 51 ± 6.1%) in the Kv1.2 and significantly (to 24.8 ± 6%) in the Kir2.1 groups. The amplitudes and AUCs of odor-evoked Ca^2+^ transients in the Kv1.2 and Kir2.1 groups were significantly smaller than in the control group (Fig. 4B–D). The median (per cell) amplitude of odor-evoked Ca^2+^ transients reached 1.36 ± 1.19 ΔR/R in the control group, 0.83 ± 0.69 ΔR/R in the Kv1.2 group, and 0.85 ± 0.46 ΔR/R in the Kir2.1 group (Fig. 4C). The median (per cell) AUC of odor-evoked Ca^2+^ transients was 5.7 ± 6.3 ΔR/R*s in the control, 3.1 ± 3.2 ΔR/R*s in the Kv1.2 and 2.0 ± 1.7 ΔR/R*s in the Kir2.1 group (Fig. 4D). Thus, abJGCs with altered endogenous activity have difficulties to integrate into the existent OB circuitry.

**Fig. 4:**
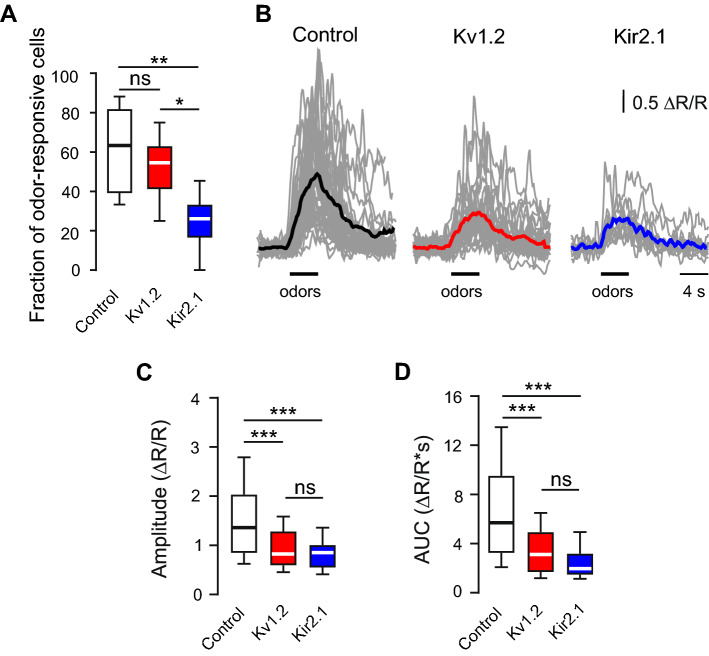
Kv1.2 or Kir2.1 overexpression inhibited odor-evoked Ca^2+^ transients in abJGCs. (**A**) Box plot showing the fractions of odor-responsive abJGCs in control, Kv1.2 and Kir2.1 groups (20 dpi); n = 78/6, 59/7 and 63/6 cells/mice for control, Kv1.2 and Kir2.1 groups, respectively. (**B**) Sample traces (gray) showing the odor-evoked Ca^2+^ transients of abJGCs at 20 dpi. Colored bold traces are the respective means. (**C**, **D**) Box plots summarizing the median (per cell) amplitudes (**C**) and areas under the curve (AUC, (**D**)). (**B**–**D**) n = 82/7, 53/7, and 17/5 cells/mice for control, Kv1.2, and Kir2.1 groups, respectively

### Spontaneous Ca^2+^ transients in adult-born JGCs were dampened by overexpression of Kv1.2 or Kir2.1 but maintained under odor deprivation

To extract features of the endogenous activity crucial for migration, morphogenesis, survival, and integration of abJGCs, we compared (at 12 dpi) the patterns of endogenous Ca^2+^ signaling recorded in control, Kv1.2, Kir2.1 groups and in two groups from odor-deprived mice (cells, residing in odor-deprived and control hemibulbs). In abJGCs, the overexpression of Kv1.2 or Kir2.1 did not affect the basal Twitch-2B ratios (reflecting basal levels of the intracellular free Ca^2+^ concentration ([Ca^2+^]_i_)), maximum Twitch-2B ratios, and normalized AUCs (Supplementary Fig. S9A-C). However, it profoundly reduced the fraction of cells with spontaneous fluctuations in [Ca^2+^]_i_ (Fig. 5A). Using the Gaussian mixture model [44], 36 (out of 60 cells) with fluctuations in [Ca^2+^]_i_ were identified in the control group, whereas in the Kv1.2 group only 23 out of 68 cells and in the Kir2.1 group only 18 out of 66 cells showed such fluctuations (Fig. 5B). The mean (per mouse) fraction of cells with fluctuations in [Ca^2+^]_i_ amounted to 57.5 ± 7.8% in the control, 33.5 ± 3.1% in the Kv1.2, and 23.5 ± 6.7% in the Kir2.1 group (Fig. 5C). Thus, the overexpression of Kv1.2 or Kir2.1 significantly dampens spontaneous fluctuations in [Ca^2+^]_i_.

**Fig. 5:**
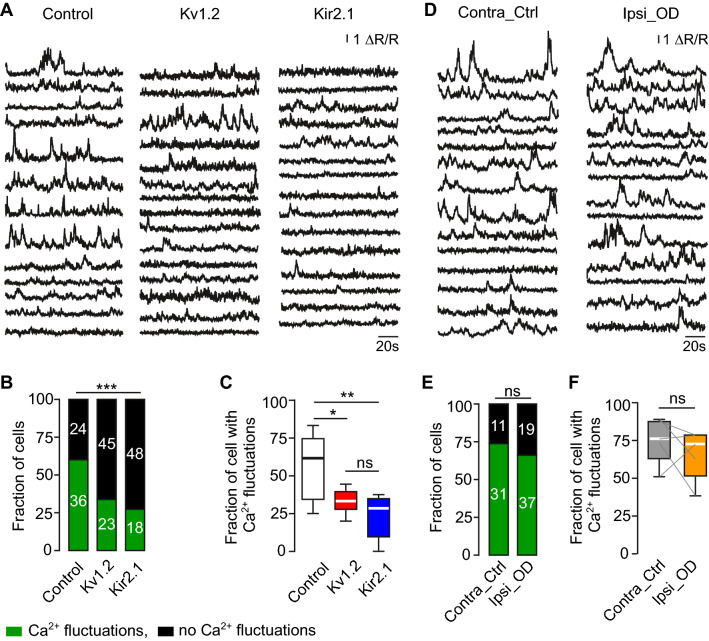
Kv1.2 or Kir2.1 overexpression perturbed the pattern of spontaneous Ca^2+^ transients in abJGCs while odor deprivation did not. (**A**) Sample traces illustrating spontaneous Ca^2+^ transients measured in awake mice from abJGCs in control, Kv1.2, and Kir2.1 groups. (**B**) Stacked bars showing the fractions of cells with and without fluctuations in [Ca^2+^]_i_. Here and in (**E**) the numbers of cells in each category are given within the bars. (**C**) Box plot illustrating the median (per mouse) fractions of abJGCs with fluctuations in [Ca^2+^]_i_. (**B**, **C**) n = 60/8, 68/7, and 66/5 cells/mice for control, Kv1.2, and Kir2.1 groups, respectively. (**D**) Sample traces illustrating spontaneous Ca^2+^ transients of abJGCs from contralateral control and ipsilateral odor-deprived hemibulbs. (**E**) Stacked bars showing the fractions of cells with and without fluctuations in [Ca^2+^]_i_ in control and odor-deprived groups. (**F**) Box plot illustrating the median (per mouse) fractions of abJGCs with fluctuations in [Ca^2+^]_i_ in control and odor-deprived groups. (**E**, **F**) n = 34/4 and 47/4 cells/mice for contralateral control and ipsilateral odor-deprived groups, respectively

In contrast, no significant changes in the pattern of endogenous activity were found in odor-deprived cells (Fig. 5D–F). The mean fraction of cells with fluctuations in [Ca^2+^]_i_ per mouse was 74.2 ± 6.7% in the contralateral control and 65.4 ± 7.5% in the ipsilateral odor-deprived group (Fig. 5F). Both values were similar to those measured in the control group. Besides, there was no significant difference in the basal and maximum Twitch-2B ratios as well as AUCs between the contralateral control and the ipsilateral odor-deprived groups (Supplementary Fig. S9D–F). We noticed, however, that in both the contralateral control and the ipsilateral odor-deprived groups the basal Twitch-2B ratios and AUCs were slightly but significantly smaller than the respective values measured in mice without nostril occlusion (i.e., control, Kv1.2, and Kir2.1 groups; Kruskal–Wallis test: for basal Twitch-2B ratios, *P* = 5.1 × 10^–5^; for AUCs, *P* = 5.2 × 10^–5^), likely reflecting the blockade of the sniff-driven mechanosensation [63]. As migration and morphology were not affected in odor-deprived mice, these data suggest that these parameters were not important for the proper development of abJGCs. Together, these data identify the patterned endogenous activity consisting of fluctuations in [Ca^2+^]_i_ as a key parameter likely governing the migration, morphogenesis and survival of abJGCs.

### The role of pCREB in regulation of early neuronal development

Phosphorylation of the cAMP response element-binding protein (CREB) at the Ser133 residue is known to play an important role in the differentiation and survival of adult-born cells [11, 64]. Typically, pCREB is abundant in developing and low in mature neurons [65]. We, therefore, measured the levels of pCREB in our 5 experimental groups (control, Kv1.2, Kir2.1, contralateral control, ipsilateral odor-deprived). Adult-born JGCs in the Kv1.2 and Kir2.1 groups showed a significant decrease in the level of pCREB during the pre-integration phase (Fig. 6). At 10 dpi, the mean (per mouse) relative pCREB level (i.e., normalized to the mean fluorescence intensity of pCREB of all surrounding mature NeuN-positive cells) of abJGCs was 19.7 ± 1.7 in control but decreased significantly to 5.6 ± 0.7 in the Kv1.2 and 5.8 ± 0.8 in the Kir2.1 group (Fig. 6B). The pCREB levels in odor-deprived mice (16.8 ± 2.8 in the contralateral control and 17.9 ± 2.5 in the ipsilateral odor-deprived group) were similar to control and significantly different from Kv1.2/Kir2.1 groups (Fig. 6C). As the pCREB level in adult-born cells gradually decreases during their maturation [65], at 28 dpi the respective values were 4.6 ± 0.5 for the control, 1.5 ± 0.2 for the Kv1.2, and 1.4 ± 0.2 for the Kir2.1 group (Tukey's multiple comparison test: control vs. Kv1.2: *P* = 1 × 10^–5^; control vs. Kir2.1: *P* = 7 × 10^–5^; Kv1.2 vs. Kir2.1: *P* = 0.95; n = 110/5, 143/5, and 161/5 cells/mice, respectively). Thus, in abJGCs with dampened endogenous activity, the pCREB signaling pathway is strongly inhibited throughout the pre-integration phase.

**Fig. 6:**
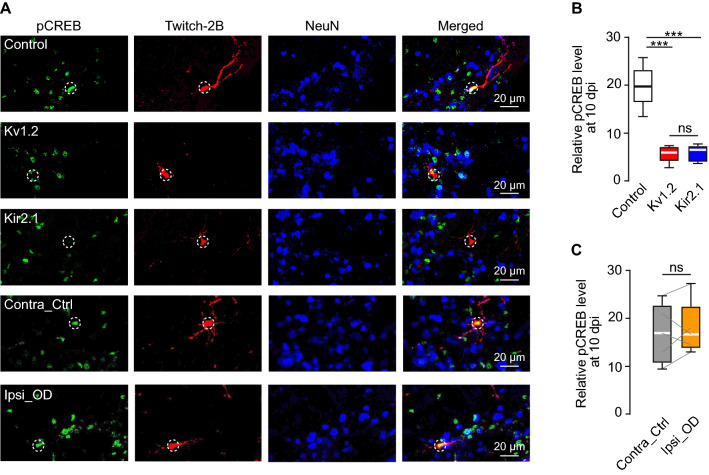
Kv1.2 or Kir2.1 overexpression downregulated the pCREB signaling pathway. (**A**) Sample MIP images (20 µm depth) showing pCREB-, Twitch-2B- and NeuN-positive cells in the glomerular layer of the OB slices from control, Kv1.2, Kir2.1, Contra_Ctrl, and Ipsi_OD groups at 10 dpi. Twitch-2B labels the abJGCs whereas NeuN labels the mature neurons. Circles highlight the locations of abJGCs. (**B**, **C**) Box plots illustrating the median (per mouse) relative pCREB levels of abJGCs in different experimental groups, as indicated, at 10 dpi. n = 152/6, 230/6, 177/ 5, 129/5, and 94/5 cells/mice for control, Kv1.2, Kir2.1, Contra_Ctrl, and Ipsi_OD groups, respectively

### Transcriptomic analyses of pathways linked to pCREB signaling

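RNA-seq libraries were made from adult-born cells of the mouse olfactory bulb that carried the Ca2+ sensor Twitch-2B and were sorted by its fluorescence. There were 3 groups with 2 libraries each, and each library was a pool of cells from 2 mice, 12 mice in all. The control group expressed Twitch-2B with mCherry, and the other groups expressed Twitch-2B with Kv1.2, a voltage-gated K+ channel, or with Kir2.1, an inwardly rectifying K+ channel. The mice were 3 months old, cells were taken 9 days after the injection of the virus, and 3000 to 4500 cells went into a library. Full-length cDNA was made with 17 amplification cycles, and 150 pg of it was tagmented and amplified over 12 more cycles, a protocol that does not mark the strand of the transcript. The paper's methods give single reads of 75 bp on a NextSeq500, while the sample labels give paired reads of 100 bp on a NovaSeq6000. The authors trimmed the reads, aligned them to the mouse genome GRCm38 with STAR, removed multi-mapping and low-quality alignments and counted reads per gene. Their deposited table of raw counts per gene was the starting point here. Total counts were 9943973 and 9450063 in the control, 13632970 and 12890729 in the Kv1.2 and 8871595 and 11338928 in the Kir2.1 libraries. The paper states at least 20000000 reads per sample, and all values here use the counts assigned to genes. With every library thinned to 8871595 counts, the number of genes detected was 20853 and 16441 in the control, 14181 and 15138 in the Kv1.2 and 24502 and 16976 in the Kir2.1 libraries. The 10 most abundant genes held between 21.2% and 27.5% of the counts of a library. Cst3, which encodes the protease inhibitor cystatin C, was the most abundant gene in 5 libraries, and the mitochondrial gene mt-Rnr2 in control replicate 2. Replicates differed widely: of the genes with at least 10 CPM (counts scaled to the size of the library) in either replicate of a group, 20.8% in the control, 25.0% in the Kv1.2 and 23.6% in the Kir2.1 group were under 1 CPM in the other replicate. Across genes, Pearson's r of log2 CPM between replicates was 0.533, 0.626 and 0.596 in the same order. Genes with at least 1 CPM in at least 2 libraries were tested, 12275 in all, with edgeR's quasi-likelihood test on counts scaled by TMM in one fit of the 6 libraries. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 0 genes passed in the Kv1.2 and 0 in the Kir2.1 group against the control. At an unadjusted p under 0.05 there were 1479 genes (397 higher and 1082 lower) and 1154 genes (399 higher and 755 lower), where chance gives about 614. DESeq2 called 1307 and 989 genes at the same threshold, and edgeR's likelihood ratio test called 723 and 225. In simulated data with the spread of these libraries, the quasi-likelihood test recovered 20.4% of 16-fold and 36.0% of 64-fold changes in the Kv1.2 comparison. An exact permutation test of 2 libraries against 2 cannot give a p under 0.333. The median log2 fold change of all tested genes was −0.12 in the Kv1.2 and 0.04 in the Kir2.1 comparison. Gene lists were tested with camera, a set test that compares a list with all other genes, at its preset correlation of 0.01, and the camera p was adjusted over all lists and both comparisons. The p with an estimated correlation rests on the few degrees of freedom that 6 libraries in 3 groups leave. Hardly any list could pass in that setting, so a call lost there speaks neither for nor against a list. Where a library was left out, the count minimum was applied again, so a list could lose members, above all those found only in the control. The standard error of a gene's log2 fold change was computed back from its test statistic. Groups are named by the labels of the libraries.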

To investigate the molecular pathways that might link the dysregulation of abJGCs’ Ca^2+^ signaling to the reduction in pCREB, we isolated adult-born cells belonging to the control, Kv1.2, and Kir2.1 groups using fluorescence-activated cell sorting (FACS) and determined their transcriptomic profiles using next-generation sequencing (Fig. 7). For a subset of genes (i.e., one representative member of pathways analyzed in Fig. 7), the data obtained were further validated by quantitative real-time PCR (Supplementary Fig. S10). 

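Among the 7 transcripts chosen for PCR, those of neuronal genes were lower in the sequenced libraries labelled Kv1.2 and Kir2.1, the ribosomal protein transcript Rpl5 stayed near its control level and the apoptosis transcript Bid was above it. Dcx encodes doublecortin, a microtubule-associated protein of migrating neuroblasts, and lies on chromosome X from 143855842 to 143933311 of GRCm38. It had 82.7 and 19.3 CPM in the control, 0 and 0.244 in the Kv1.2 and 0 and 0 in the Kir2.1 libraries. Dcx was 445-fold lower (95% counting interval 152 to 2162) in the Kv1.2 group and at least 397-fold lower in the Kir2.1 group, with a floor of 3 counts over a group at 0. Mapt encodes the axonal microtubule protein tau, and its log2 fold change was −6.36 (standard error 2.58) in the Kv1.2 and −6.76 (standard error 2.63) in the Kir2.1 group. Ncam1 encodes a cell adhesion molecule of neurons, and its log2 fold changes were −8.41 (standard error 2.44) and −7.03 (standard error 2.29). For Syp, which encodes the synaptic vesicle protein synaptophysin, they were −3.54 (standard error 2.49) and −2.97 (standard error 2.43), and for Camk2g, a subunit of CaM kinase II, −4.39 (standard error 2.69) and −3.22 (standard error 2.54). Bid, whose product links death receptors to mitochondria, had log2 fold changes of 1.59 (standard error 1.90) and 3.18 (standard error 2.02). Those of Rpl5 were 0.08 (standard error 0.739) and 0.05 (standard error 0.739). Over these 7 genes, the adjusted p from edgeR's quasi-likelihood test was 0.394 or higher in the Kv1.2 and 0.521 or higher in the Kir2.1 comparison, so no single gene passed the threshold of 0.05. Ncam1, Syp, Bid and Rpl5 overlap another gene, and counts without strand do not separate them.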

Because the FACS-sorted cells, isolated from the OB, also contained adult-born GCs, we ensured that adult-born GCs recapitulated the impairment in morphology and CREB phosphorylation, described above for abJGCs (Supplementary Fig. S11).

**Fig. 7:**
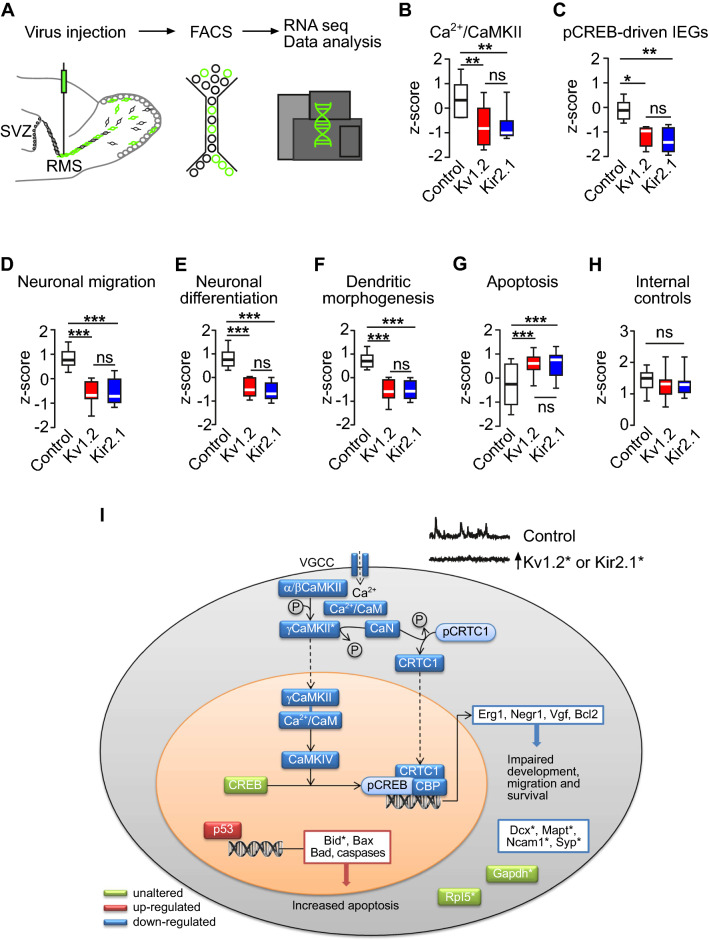
Transcriptome analyses of adult-born cells. (**A**) Schematic illustration of the workflow used for RNAseq. (**B**–**H**) Box plots showing the expression levels of genes in the modules of Ca^2+^/CaMKII (**B**), pCREB-driven IEGs (**C**), neuronal migration GO:0001764 (**D**), neuronal differentiation GO:0045664 (**E**), dendritic morphogenesis GO:0048813 (**F**), apoptotic process GO:0006915 (**G**), and 9 housekeeping genes serving as internal controls (**H**). All transcripts included in the box plots are listed in Supplementary Table S1. n = 2 biological replicates (12 mice in total, 2 mice per replicate per group). (**I**) The schematic summary of the genes/pathways involved. See the discussion for further details. Asterisks indicate genes, the expression of which was verified by qPCR

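In each of the panels on neuronal genes, both libraries labelled Kv1.2 and both labelled Kir2.1 lay below both control libraries. The paper drew its panels of migration, differentiation and dendrites from its own differentially expressed genes, so this order was largely set by that choice. As the mean log2 CPM of a list, neuronal migration (Fig. 7D) had 4.46 and 5.69 in the control, −1.15 and −1.09 in the Kv1.2 and −0.09 and −1.51 in the Kir2.1 libraries. For neuronal differentiation (Fig. 7E) the means were 4.69 and 5.56 in the control, −1.02 and −0.51 in the Kv1.2 and −0.11 and −0.96 in the Kir2.1 libraries. Dendritic morphogenesis (Fig. 7F) had 4.42 and 5.45 in the control, −0.99 and −0.77 in the Kv1.2 and 0.03 and −1.35 in the Kir2.1 libraries. The order of the libraries was the opposite for apoptotic process (Fig. 7G), with 2.90 and 2.83 in the control, 4.41 and 5.22 in the Kv1.2 and 4.82 and 5.27 in the Kir2.1 libraries. Means of the housekeeping genes (Fig. 7H) lay between 6.39 and 7.47 in the 6 libraries. The transcripts of a panel that were tested numbered 6 for Ca2+/CaMKII, 5 for the immediate early genes, 22, 63 and 25 for the panels on migration, differentiation and dendrites, 13 for apoptosis and 9 for the housekeeping genes. The replicates are pools of different mice, so the spread between them holds both biological and technical variation.

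**Figure D1:**
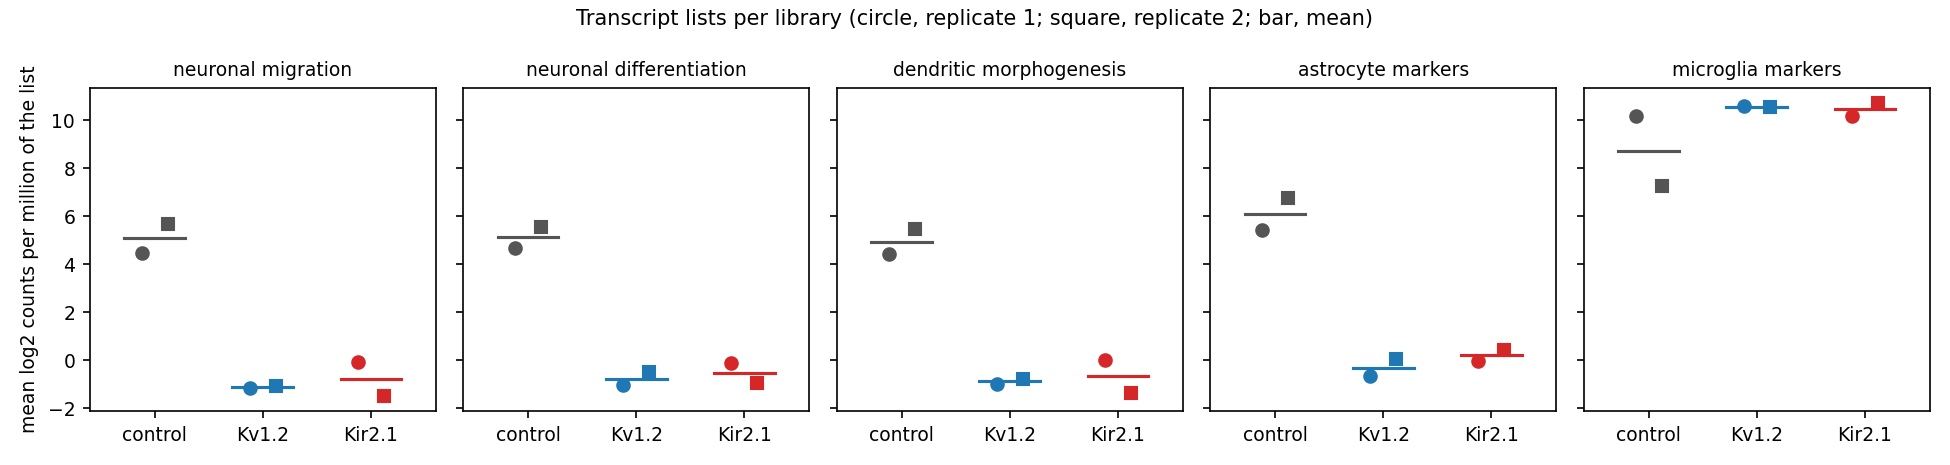
Mean log2 CPM of 5 lists of transcripts in each of the 6 libraries, by group (control, Kv1.2 and Kir2.1). A circle is replicate 1, a square is replicate 2 and a bar is the mean of both. In the 3 neuronal lists the 4 channel libraries lie at or below 0.03 and the control libraries at or above 4.42. In the astrocyte markers control replicate 1 lies at 5.45 and no channel library is above 0.43. In the microglia markers control replicate 2, at 7.25, lies below the other 5 libraries.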

As expected, the data revealed a significant upregulation of the *Kcna2* and *Kcnj2* mRNAs in the Kv1.2 and Kir2.1 groups (Supplementary Fig. S1E, F), as well as a stable expression pattern of housekeeping genes (Fig. 7H, Supplementary Fig. S10G). 

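In the sequenced libraries, the transcripts of both channel genes varied widely between replicates of some groups. Kcna2, which encodes Kv1.2 and lies on chromosome 3 from 107101146 to 107115005 of GRCm38, had 0.299 and 54.0 CPM in the control, 1.92 and 0.407 in the Kv1.2 and 0.272 and 0.0906 in the Kir2.1 libraries. Kcnj2, which encodes Kir2.1 and lies on chromosome 11 from 111066164 to 111076821, had 8.66 and 10.7 CPM in the control, 17.7 and 0.0814 in the Kv1.2 and 5.80 and 28.3 in the Kir2.1 libraries. The log2 fold change of Kcna2 in the Kv1.2 group was −4.53 (standard error 2.84), which rests on control replicate 2, as both Kv1.2 libraries lay above control replicate 1, and that of Kcnj2 in the Kir2.1 group was 0.82 (standard error 2.38), or −0.75 without Kir2.1 replicate 2. Their adjusted p from edgeR's quasi-likelihood test was 0.558 and 0.959. The Kv1.2 insert of the vector was made from human cDNA and that of Kir2.1 from mouse cDNA, so reads of the first may align to mouse Kcna2 only in part. The paper reports both mRNAs as higher in their own group by PCR on sorted cells (Supplementary Fig. S1E, F). Because these counts do not tell the groups apart, the directions given for the libraries rest on their labels. The 9 housekeeping genes had a median log2 fold change of 0.16 in the Kv1.2 (camera, adjusted p = 0.467) and 0.01 in the Kir2.1 group (camera, adjusted p = 0.813), with 6 and 5 of 9 above 0. The median in the Kir2.1 group was −0.01 with DESeq2's scaling and −0.94 without Kir2.1 replicate 2. Of the 9, edgeR's quasi-likelihood test called 0 at an adjusted p under 0.05, DESeq2 0 and the likelihood ratio test 0 in each comparison, and at an unadjusted p under 0.05 there were 1 and 0. Actb, which encodes cytoplasmic actin, had the highest of these log2 fold changes in the Kv1.2 group, 1.70 (standard error 0.574), and Gapdh, a glycolytic enzyme gene, had 0.16 (standard error 0.666). In the Kir2.1 group they were 1.14 (standard error 0.566) and −0.91 (standard error 0.671).

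**Figure D2:**
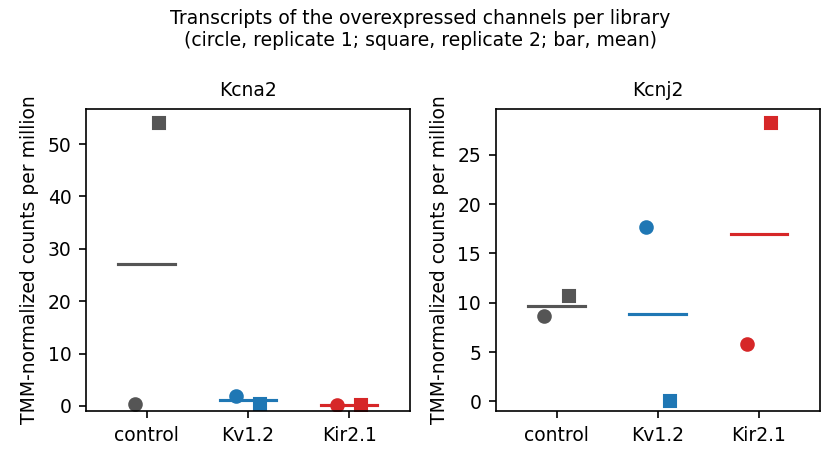
TMM-normalized CPM of Kcna2 and Kcnj2 in each of the 6 libraries, on linear axes, by group (control, Kv1.2 and Kir2.1). One control library has the highest value of Kcna2, and one Kir2.1 library has the highest value of Kcnj2.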

Interestingly, the cells in the Kv1.2 and Kir2.1 groups showed a significantly lower expression of genes participating in the transport of the Ca^2+^/Calmodulin complex (Ca^2+^/CaM) into the nucleus, such as several isoforms of the Ca^2+^/CaM-dependent protein kinase II (CaMKII) (Fig. 7B; for details, see Supplementary, Table S1). 

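The transcripts of the Ca2+/CaMKII panel were lower in the libraries labelled Kv1.2 and Kir2.1, with Cacna1d as the exception. Camk2a, which encodes the α subunit of CaM kinase II, had 1.99 and 45.9 CPM in the control, 0.0801 and 0.163 in the Kv1.2 and 0.453 and 0.181 in the Kir2.1 libraries. It was 181-fold lower (95% counting interval 61.4 to 881) in the Kv1.2 group, and its log2 fold change in the Kir2.1 group was −6.19 (standard error 2.76). Camk2b, which encodes the β subunit, had log2 fold changes of −6.13 (standard error 2.62) and −4.42 (standard error 2.41). Calm3 encodes the Ca2+ sensor calmodulin, and its log2 fold changes were −2.96 (standard error 1.15) and −2.54 (standard error 1.13). The median log2 fold change of the 6 transcripts was −4.93 in the Kv1.2 and −3.45 in the Kir2.1 group, with 5 of 6 below 0 in each. The adjusted camera p was 0.0384 and 0.0399, and the adjusted p was 0.483 and 0.417 with an estimated correlation. The panel is one that the paper reports from the same libraries, so the count of its members is not independent evidence of a direction. Of the 6, edgeR's quasi-likelihood test called 0 in each comparison at an adjusted p under 0.05, over all genes or adjusted over the list alone, and the smallest adjusted p was 0.403 and 0.528. DESeq2 called 2 and 1, the likelihood ratio test 0 and 0, and 2 and 0 had an unadjusted p under 0.05. Of all counts, markers of microglia, listed as a cell type the sort could hold, took 8.46% and 0.926% in the control, 13.8% and 13.1% in the Kv1.2 and 8.22% and 13.1% in the Kir2.1 libraries. The camera call in the Kv1.2 group was lost without control replicate 2 (median −3.06), Kv1.2 replicate 1 (−4.43), Kv1.2 replicate 2 (−5.90) or Kir2.1 replicate 1 (−4.40), and with only the compared groups in the fit (−4.45). In the Kir2.1 group it was lost without control replicate 2 (−2.23) or Kir2.1 replicate 2 (−2.67) and with DESeq2 (−3.48) or the replicate number as a block (−3.22), and the median was −6.99 without Kir2.1 replicate 1.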

Activation of this shuttle pathway is mediated by Ca^2+^ influx through either voltage-gated L-type Ca^2+^ channels (VGCC; Fig. 7I) or NMDA receptors (Supplementary Fig. S12A). The final step in the cascade involves the activation of the CaMKIV, which is responsible for pCREB phosphorylation. 

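Transcripts of NMDA receptor subunits and of CaM kinase IV were lower in the libraries labelled Kv1.2 and Kir2.1, while the L-type Ca2+ channel genes differed from each other. Cacna1c, which encodes the pore of Cav1.2, had 0.199 and 15.1 CPM in the control, 0 and 0.326 in the Kv1.2 and 0.906 and 0.272 in the Kir2.1 libraries. Its log2 fold change was −5.46 (standard error 2.95) in the Kv1.2 and −3.67 (standard error 2.71) in the Kir2.1 group, and both rest on control replicate 2, as both Kir2.1 libraries and Kv1.2 replicate 2 lay above control replicate 1. Cacna1d, which encodes the pore of Cav1.3, had log2 fold changes of 2.20 (standard error 2.32) and 2.47 (standard error 2.34), or −2.75 in the Kir2.1 group without Kir2.1 replicate 1, and it overlaps Chdh on the opposite strand. Grin2b, which encodes the GluN2B subunit, had 78.5 and 210.1 CPM in the control, 5.05 and 0.163 in the Kv1.2 and 4.62 and 22.8 in the Kir2.1 libraries, with log2 fold changes of −5.78 (standard error 1.91) and −3.39 (standard error 1.70). Grin2a, which encodes GluN2A, was 291-fold lower (95% counting interval 80.0 to 2409) in the Kv1.2 group and had a log2 fold change of −4.49 (standard error 2.85) in the Kir2.1 group, where Kir2.1 replicate 1 (2.17 CPM) lay above control replicate 1 (0.797). For Grin1, which encodes the obligatory GluN1 subunit, the log2 fold changes were −6.69 (standard error 2.98) and −5.75 (standard error 2.86), and Grin1 and Grin2b overlap antisense genes. Over the 3 NMDA receptor genes tested of 4, the medians were −6.69 and −4.49, with 3 of 3 below 0 in each comparison. The adjusted camera p was 0.0111 and 0.0399, and the adjusted p was 0.278 and 0.373 with an estimated correlation. That call was lost in the Kv1.2 group without Kv1.2 replicate 2 (median −5.75), and in the Kir2.1 group without control replicate 1 (−4.80), Kir2.1 replicate 1 (−5.07) or Kir2.1 replicate 2 (−4.98), or with the replicate number as a block (−4.25). Without control replicate 2, fewer than 2 of the 3 genes reached the count minimum and the list was not tested. Camk4, which encodes CaM kinase IV, did not reach the count minimum and was not tested. It had 0 and 8.14 CPM in the control, 0 and 0.0814 in the Kv1.2 and 0 and 0 in the Kir2.1 libraries, and control replicate 2 held all control counts. Camk4 was 91.6-fold lower (95% counting interval 15.9 to 3669) in the Kv1.2 and at least 27.2-fold lower in the Kir2.1 group, where intervals and floors cover counting error only. For the 5 tested genes Cacna1c, Cacna1d, Grin1, Grin2a and Grin2b, the adjusted p from edgeR's quasi-likelihood test was 0.394 or higher in the Kv1.2 and 0.553 or higher in the Kir2.1 comparison. Thus 0 of the 3 NMDA receptor genes passed it in each comparison, and 0 when adjusted over the list alone, which is not independent evidence for a panel reported from these libraries. DESeq2 called 3 and 0, the likelihood ratio test 1 and 0, and 2 and 0 had an unadjusted p under 0.05. Of all counts, markers of neurons in general took 0.0991% and 0.244% in the control, 0.00263% and 0.00444% in the Kv1.2 and 0.0171% and 0.00807% in the Kir2.1 libraries.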

Transcripts, encoding the L-type Ca^2+^ channels, NMDA receptors, and CaMKIV, were also downregulated in the Kv1.2 and Kir2.1 groups (Fig. 7B, I and Supplementary Fig. S12A). Moreover, additional molecules, required to fully activate the transcription complex of pCREB, like the CREB-regulated transcription coactivator 1 (CRTC1) and calcineurin (CaN), which dephosphorylates CRTC1 to allow its translocation into the nucleus and binding to the transcription unit, were also downregulated (Fig. 7I). 

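Crtc1 was nearly restricted to control replicate 2, and the calcineurin subunit genes went in both directions in the libraries labelled Kir2.1. Crtc1 had 0.199 and 28.3 CPM in the control, 0 and 0.244 in the Kv1.2 and 0.634 and 0 in the Kir2.1 libraries and was not tested, since it reached the count minimum in a single library. It was 107-fold lower (95% counting interval 36.1 to 522) in the Kv1.2 group. Ppp3ca and Ppp3cb encode the catalytic subunits of calcineurin that prevail in brain, and Ppp3r1 its regulatory subunit. Log2 fold changes in the Kv1.2 group were −1.26 (standard error 0.783) for Ppp3ca, −0.44 (standard error 0.852) for Ppp3cb and −1.14 (standard error 1.14) for Ppp3r1. In the Kir2.1 group they were −0.10 (standard error 0.772), 0.84 (standard error 0.856) and 0.47 (standard error 1.13) in the same order. Ppp3cc, another catalytic subunit gene, was 38.4-fold lower (95% counting interval 10.1 to 324) in the Kv1.2 group, with all control counts in control replicate 2, and had a log2 fold change of −0.0046 in the Kir2.1 group. Ppp3r1 and Ppp3cc each overlap another gene. The list of Crtc1 and these 4 genes, of which 4 were tested, had a median of −1.20 (camera, adjusted p = 0.454) in the Kv1.2 and 0.23 (camera, adjusted p = 0.708) in the Kir2.1 group. With 1 library left out, these medians ranged from −1.76 to −0.56 in the Kv1.2 and from −0.37 to 0.74 in the Kir2.1 group. The adjusted p of single members from edgeR's quasi-likelihood test was 0.555 or higher and 0.812 or higher, and 0 had an unadjusted p under 0.05.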

Next, we investigated further molecules, which act as coactivators or repressors within the transcription unit of pCREB, e.g., LIM domain only 4 (LMO4), DRE-Antagonist Modulator (DREAM), Calcium-Responsive Transactivator (CREST) [66, 67]. 

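Among the 7 factors that act with CREB, 1 had an unadjusted p under 0.05, and several went in different directions in the libraries labelled Kv1.2 and Kir2.1. Lmo4, which encodes the LIM domain protein LMO4, was below the control in both, with log2 fold changes of −1.65 (standard error 1.34) in the Kv1.2 and −1.04 (standard error 1.32) in the Kir2.1 group. Kcnip3, which encodes the Ca2+-binding repressor DREAM, had 103 and 12.5 CPM in the control, 15.5 and 48.9 in the Kv1.2 and 0.181 and 0.0906 in the Kir2.1 libraries. Its log2 fold change was −0.84 (standard error 1.51) in the Kv1.2 group, and it was 454-fold lower (95% counting interval 155 to 2204) in the Kir2.1 group. Ss18l1, which encodes the activator CREST, was 65.5-fold lower (95% counting interval 22.0 to 321) in the Kv1.2 group and had a log2 fold change of 0.56 (standard error 2.66) in the Kir2.1 group. Crtc2 and Crtc3 encode the coactivators CRTC2 and CRTC3. Crtc2 was 26.2-fold higher (95% counting interval 8.74 to 129) in the Kv1.2 and 89.1-fold higher (95% counting interval 30.2 to 435) in the Kir2.1 group, each resting on a single library (8.38 CPM in Kv1.2 replicate 2 and 28.8 in Kir2.1 replicate 1, and under 1 CPM in the other 4 libraries), and the log2 fold changes of Crtc3 were 0.21 (standard error 3.17) and 0.61 (standard error 3.18). Those of Smarca4, which encodes the chromatin remodeler BRG1, were −1.55 (standard error 2.47) and −0.91 (standard error 2.44), and those of the histone deacetylase gene Hdac1 were −1.83 (standard error 1.73) and 0.29 (standard error 1.67). Single libraries set the direction of several of these: in the Kv1.2 group the log2 fold change was 0.18 for Ss18l1 and 0.97 for Smarca4 without control replicate 2, 1.28 for Kcnip3 without control replicate 1, and 6.23 without control replicate 2, −0.87 without control replicate 1 and −6.38 without Kv1.2 replicate 2 for Crtc3. For the Kir2.1 group it was 1.65 for Smarca4 and −0.40 for Hdac1 without control replicate 2, −0.51 without control replicate 1 and −3.28 without Kir2.1 replicate 2 for Ss18l1, and −0.48 without control replicate 1 and −6.25 without Kir2.1 replicate 1 for Crtc3. The median of the 7 was −1.55 (camera, adjusted p = 0.678) in the Kv1.2 and 0.29 (camera, adjusted p = 0.795) in the Kir2.1 group. Without control replicate 2 these medians were 0.18 and 1.65. At an adjusted p under 0.05, edgeR's quasi-likelihood test called 0 of the 7 over all genes, and Kcnip3 in the Kir2.1 group when adjusted over the list alone, which is not independent evidence for a list of the paper. DESeq2 and the likelihood ratio test called 0 and 0 in the Kv1.2 and 1 and 1 in the Kir2.1 group.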

The expression profile of these molecules was consistent with the decreased transcriptional activity of pCREB (Supplementary Table S2). Notably, the other major pathway leading to the phosphorylation of CREB, namely the MAPK/ERK pathway, remained unchanged (Supplementary Fig. S12B).

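Transcripts of the MAPK/ERK panel lay on both sides of the control level in the libraries labelled Kv1.2 and Kir2.1. Of the 15 tested, 9 were above and 6 below it in the Kv1.2 group, and 6 above and 9 below in the Kir2.1 group. Mapk9, which encodes the stress kinase JNK2, had log2 fold changes of 3.12 (standard error 1.60) and 2.85 (standard error 1.58). Mapk10, which encodes the neuronal kinase JNK3, was at least 247-fold lower in the Kv1.2 group and had a log2 fold change of −4.41 (standard error 3.46) in the Kir2.1 group, where Kir2.1 replicate 1 (3.08 CPM) lay above control replicate 1 (0.299). Lamtor2 and Lamtor5 encode parts of the Ragulator scaffold of lysosomes, and in the Kir2.1 group they had log2 fold changes of −1.77 (standard error 0.634) and −1.53 (standard error 0.581). The median was 0.52 (camera, adjusted p = 0.929) in the Kv1.2 and −0.43 (camera, adjusted p = 0.423) in the Kir2.1 group, and −0.46 in the Kv1.2 group without Kv1.2 replicate 2. edgeR's quasi-likelihood test called 0 of 15 in each comparison at an adjusted p under 0.05, and the adjusted p of the genes named was 0.414 or higher and 0.521 or higher. DESeq2 called 1 and 0, the likelihood ratio test 0 and 0, and 1 and 2 had an unadjusted p under 0.05. A list of the core ERK cascade, written without the libraries in view, had 18 genes tested and shares 2 listed genes with the paper's panel. Its medians were −1.39 (camera, adjusted p = 0.153) and −0.36 (camera, adjusted p = 0.893). Within it, Rps6ka3, which encodes the ERK substrate RSK2, was 269-fold lower (95% counting interval 74.1 to 2231) in the Kv1.2 group. Without control replicate 2 the list passed in the Kv1.2 group, with a median of −0.76 and an adjusted camera p of 0.0368. A test that does not pass leaves open changes of the size that this spread hides.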

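Transcripts of neuronal migration, differentiation and dendrite formation were lower in the libraries labelled Kv1.2 and Kir2.1 than in the control. All 22 transcripts of neuronal migration lay below the control in both comparisons, as did all 25 of dendritic morphogenesis. Of the 63 transcripts of neuronal differentiation, 62 lay below it in the Kv1.2 and 63 in the Kir2.1 group. The paper drew these 3 panels from its own differentially expressed genes of the same libraries. Their members were thus picked for a change, and these counts were largely set by that choice. Mdk and Ptn encode the growth factors midkine and pleiotrophin. Mdk had a log2 fold change of −4.94 (standard error 1.25) in the Kv1.2 group and was at least 1685-fold lower in the Kir2.1 group, while Ptn had −11.67 (standard error 2.20) and −6.74 (standard error 1.78). Map2, which encodes a microtubule protein of dendrites, had −9.47 (standard error 1.56) and −3.81 (standard error 1.20). Ntrk2, which encodes the BDNF receptor TrkB, had −6.83 (standard error 1.86) and −7.49 (standard error 1.92), and Epha5, an axon guidance receptor gene, −8.16 (standard error 2.16) and −5.57 (standard error 1.92). Cck, which encodes the neuropeptide cholecystokinin, was at least 562-fold lower and 1503-fold lower (95% counting interval 269 to 59408). The immediate early genes Egr1 and Negr1 had 1.99 and 27.1 CPM in the control, 0 and 0.0814 in the Kv1.2 and 0.362 and 18.4 in the Kir2.1 libraries, and 0.0996 and 60.0 CPM in the control, 0.160 and 16.0 in the Kv1.2 and 0.544 and 0.0906 in the Kir2.1 libraries, respectively. Egr1 was 331-fold lower (95% counting interval 58.9 to 13134) in the Kv1.2 group and had a log2 fold change of −0.63 (standard error 2.56) in the Kir2.1 group, or 2.14 without control replicate 2, and the log2 fold changes of Negr1 were −1.89 (standard error 2.91) and −6.52 (standard error 3.59), which rest on control replicate 2. Vgf and Vegfa, which encode secreted growth factors, were at 0 in all 4 channel libraries, so that Vgf was at least 61.0-fold lower and at least 54.4-fold lower and Vegfa at least 61.0-fold lower and at least 54.4-fold lower. Fosl2, which encodes the AP-1 subunit Fra-2, was at least 245-fold lower in the Kv1.2 group. In the Kir2.1 group it also lay below the control, but unlike Vgf and Vegfa it reached at least 1 CPM in Kir2.1 replicate 1. Over these 11 genes the smallest adjusted p from edgeR's quasi-likelihood test was 0.280 in the Kv1.2 and 0.359 in the Kir2.1 comparison, and Map2 overlaps an antisense gene.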

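As lists, neuronal migration had a median log2 fold change of −7.40 in the Kv1.2 and −6.50 in the Kir2.1 group, neuronal differentiation −7.39 in the Kv1.2 and −6.15 in the Kir2.1 group and dendritic morphogenesis −7.28 in the Kv1.2 and −6.04 in the Kir2.1 group. With genes of a group at 0 set to their bound, neuronal migration had −6.45 in the Kir2.1 and neuronal differentiation −7.28 in the Kv1.2 group. The adjusted camera p was 2.05e-13 and 2.26e-14 for migration, 2.04e-25 and 4.44e-28 for differentiation and 1.03e-12 and 2.02e-14 for dendrites. With an estimated correlation the adjusted p was 0.219 and 0.204, 0.190 and 0.190, and 0.219 and 0.190. The immediate early genes, 5 tested, of which Vgf and Vegfa stand for 1 entry of the paper, had medians of −9.26 and −6.52, or −5.93 and −5.77 at the bound, with all 5 below 0. Their adjusted camera p was 0.00287 and 0.0111, and the adjusted p was 0.219 and 0.232 with an estimated correlation. edgeR's quasi-likelihood test called 0 members of these 4 lists over all genes at an adjusted p under 0.05. Adjusted over the list alone it called 20 and 8 of 22 in migration, 27 and 1 of 63 in differentiation, 2 and 0 of 25 in dendrites and 3 and 0 of 5 immediate early genes. These lists are panels that the paper reports from the same libraries, so this is not independent evidence. The panels of migration, differentiation and dendrites were drawn from the paper's own differentially expressed genes. Their small camera p was therefore largely set by that choice and is no test of a change. At an unadjusted p under 0.05 there were 20 and 12, 45 and 32, 16 and 11, and 3 and 2. DESeq2 called 20 and 14, 47 and 39, 18 and 16, and 2 and 0. The likelihood ratio test called 11 and 8, 30 and 13, 8 and 5, and 3 and 0. Some lists were written without these libraries in view but share genes with the paper's panels. Neuroblast migration shares 3 each with its migration, differentiation and dendrite panels, and dendrite and synapse formation shares 1, 6 and 2 in that order. Neuroblast migration (15 genes tested) had medians of −5.65 in the Kv1.2 and −3.52 in the Kir2.1 group, and dendrite and synapse formation (22 tested) −5.44 in the Kv1.2 and −3.01 in the Kir2.1 group. Their adjusted camera p was 3.62e-05 and 0.00287, and 5.45e-05 and 3.55e-04. With an estimated correlation the adjusted p was 0.190 and 0.219, and 0.232 and 0.232. Activity-dependent immediate early genes (9 of 24 tested), a list that shares 3 genes with the paper's immediate early genes, had medians of −5.42 (camera, adjusted p = 0.0887) and −1.78 (camera, adjusted p = 0.354). Markers of astrocytes had medians of −8.35 in the Kv1.2 and −7.08 in the Kir2.1 group (camera, adjusted p = 2.76e-11 and 1.36e-10, or 0.190 and 0.190 with an estimated correlation). Without control replicate 2 the median in the Kir2.1 group was −3.76 for neuronal migration, −1.90 for neuroblast migration and −0.94 for dendrite and synapse formation, the last was −1.24 in the Kv1.2 group, and the astrocyte markers had −3.68 and −3.06. In that setting genes under 1 CPM in all channel libraries fell under the count minimum. These medians therefore cover only the members left and do not show how the full lists depend on control replicate 2. Dendrite and synapse formation had −5.19 in the Kir2.1 group without Kir2.1 replicate 1. The camera call of the paper's immediate early genes in the Kir2.1 group was lost without control replicate 1 (median −2.06) or control replicate 2 (−0.28) and with DESeq2 (−6.60), while that of the activity-dependent list in the Kv1.2 group was gained with DESeq2, the likelihood ratio test, without the count minimum and without control replicate 2 (−4.97).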

In accordance with the above findings, we observed a decreased expression of pCREB-driven immediate early genes (e.g., early growth response 1 (*Egr1*), neuronal growth regulator 1 (*Negr1*), etc.; Fig. 7C, I) and downregulation of pathways responsible for neuronal migration (GO:0001764), differentiation (GO:0045664) as well as dendritic morphogenesis (GO:0048813) in the Kv1.2 and Kir2.1 groups (Fig. 7D–F, I; Supplementary Fig. S10, Table S1, S5). These results are consistent with the in vivo functional properties of abJGCs overexpressing Kv1.2 or Kir2.1 channels. In line with the reduced survival of abJGCs in the Kv1.2 and Kir2.1 groups (Fig. 3), the transcripts involved in the apoptotic process (GO:0006915) were upregulated, while the anti-apoptotic genes, like the apoptosis regulator *Bcl2*, were downregulated (Fig. 7G, I; Supplementary Fig. S10, Table S1). Together, these data identify a defined signaling pathway, connecting the specific pattern of endogenous neuronal activity to downstream signaling cascades regulating migration, differentiation, morphogenesis, and survival of adult-born neurons.

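The transcripts of the apoptotic process panel were higher as a list in the libraries labelled Kv1.2 and Kir2.1, and Bcl2 was near the limit of detection in 5 of 6 libraries. Bcl2, whose product protects mitochondria from permeabilization, had 0.597 and 7.54 CPM in the control, 0.160 and 0.407 in the Kv1.2 and 0.362 and 0.181 in the Kir2.1 libraries and was not tested, since it reached the count minimum in a single library. Bcl2 overlaps another gene on the opposite strand. Bcl2a1a, which encodes an anti-apoptotic BCL2 relative of myeloid cells, had the smallest p of the panel. Its log2 fold change was 5.77 (standard error 1.06) in the Kv1.2 and 4.74 (standard error 1.01) in the Kir2.1 group, from 4.88 and 1.80 CPM in the control, 159.7 and 208 in the Kv1.2 and 127 and 52.5 in the Kir2.1 libraries, and reads of its near-identical paralogs may be shared with it. Its adjusted p from edgeR's quasi-likelihood test was 0.287 and 0.427. Among caspase genes, log2 fold changes in the Kv1.2 and Kir2.1 groups were 0.61 (standard error 0.944) and 1.40 (standard error 0.959) for the initiator caspase gene Casp8, and 1.53 (standard error 1.11) and 0.85 (standard error 1.09) for the inflammatory caspase gene Casp1. The 13 transcripts had a median of 1.52 in the Kv1.2 and 1.40 in the Kir2.1 group, with 10 and 12 of 13 above 0. The adjusted camera p was 0.00701 and 0.00287, and the adjusted p was 0.219 and 0.219 with an estimated correlation. Over all genes, edgeR's quasi-likelihood test called 0 of 13 at an adjusted p under 0.05, and 1 in each comparison, Bcl2a1a, when adjusted over the list alone, which is not independent evidence for a panel reported from these libraries. DESeq2 and the likelihood ratio test called 1 and 1 in each comparison, and 1 had an unadjusted p under 0.05. Markers of microglia had median log2 fold changes of 1.36 and 1.14, with 20 and 21 of 22 above 0 (camera, adjusted p = 4.09e-07 and 4.69e-06, or 0.458 and 0.483 with an estimated correlation). Without control replicate 2 they had 0.45 and 0.32, without control replicate 1 3.15 and 3.26, and in the Kir2.1 group 0.58 without Kir2.1 replicate 2, and the camera call was lost in both comparisons without control replicate 2. The call of the apoptotic panel in the Kv1.2 group was lost without control replicate 2 (median 0.55) or Kv1.2 replicate 2 (1.14), and the median was 2.46 without control replicate 1 and 0.86 without Kv1.2 replicate 1. In the Kir2.1 group it was 2.32 without control replicate 1.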

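With the 4 channel libraries set against the 2 control libraries, 3 genes passed the test, and all 3 were lower. S100a16 encodes a Ca2+-binding protein, Ntsr2 a neurotensin receptor that astrocytes express, and Sparcl1 the secreted synapse-organizing protein hevin. Ntsr2 is on the astrocyte marker list used here. That list had a mean log2 CPM of 5.45 and 6.74 in the control libraries. It had −0.66 and 0.04 in the Kv1.2 and −0.03 and 0.43 in the Kir2.1 libraries. Counts of sorted pools do not say which cells the transcripts of these genes came from. S100a16 had 219 and 641 CPM in the control, 0.0801 and 0.0814 in the Kv1.2 and 0.181 and 0.181 in the Kir2.1 libraries, and Ntsr2 had 204 and 258 CPM in the control, 0.160 and 0.0814 in the Kv1.2 and 0.0906 and 0.181 in the Kir2.1 libraries. Sparcl1 had 317 and 589 CPM in the control, 0 and 0.163 in the Kv1.2 and 0.0906 and 0.181 in the Kir2.1 libraries. Over both channel groups their log2 fold changes were −11.66 (standard error 0.850), −10.69 (standard error 0.898) and −11.92 (standard error 1.05), in that order. The adjusted p from edgeR's quasi-likelihood test was 0.0276 for S100a16, 0.0330 for Ntsr2 and 0.0330 for Sparcl1, and in each of the 3 genes all 4 channel libraries lay below both control libraries. These 3 are the genes past the threshold and were named after their values were seen. At an unadjusted p under 0.05, 350 genes were higher and 1292 lower. DESeq2 called 1228 genes, and the likelihood ratio test called 1097. S100a16, Ntsr2 and Sparcl1 lay under 1 CPM in all 4 channel libraries. Without either control library they fell under the count minimum, so that setting cannot test them. With any 1 channel library left out, their calls with the quasi-likelihood test were lost. An exact permutation test of 2 libraries against 4 cannot give a p under 0.0667. Between the channel groups themselves, 0 genes passed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with 746 at an unadjusted p under 0.05, 644 called by DESeq2 and 68 by the likelihood ratio test. Mitochondrial transcripts, whose share is a common measure of cell quality, made up 10.9% and 22.9% in the control, 1.48% and 1.60% in the Kv1.2 and 1.89% and 1.48% in the Kir2.1 libraries, as a share of all counts. The paper reasons from the lower Ca2+/CaMKII, L-type channel, NMDA receptor and CaM kinase IV transcripts to a Ca2+-dependent route to CREB. From the lower CREB target transcripts, the lower transcripts of migration, differentiation and dendrite formation and the higher apoptotic transcripts, it concludes that this pathway joins the endogenous activity of adult-born neurons to their development and survival. For this the paper also draws on its Ca2+ imaging, its staining of pCREB and its PCR on sorted cells. Its in vivo imaging of migration, dendrites and survival is a further part of that evidence.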

## Discussion

This study focused on the pre-integration phase [36], to examine the role of endogenous as well as sensory-driven activity in the key aspects of abJGCs’ development including migration, differentiation, morphogenesis, and survival, and to identify the possible molecular mechanisms involved. Against the widespread belief in the field (see Introduction), sensory-driven activity had little impact on the lateral migration and morphogenesis of abJGCs, despite their vivid odor responsiveness already at dpi 9 [19]. Instead, reducing the abJGCs’ endogenous activity (via cell-specific overexpression of Kv1.2/Kir2.1 K^+^ channels) dampened the cytosolic fluctuations in [Ca^2+^]_i_, expression (and likely also activation) of the voltage-gated and NMDA receptor channels as well as phosphorylation of CREB (Fig. 7, Supplementary Fig. S12) and dramatically retarded the migration, differentiation, morphogenesis, and survival of abJGCs. 

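Transcripts of many ion channels and receptors, some of them in the paper's panels, were lower in the libraries labelled Kv1.2 and Kir2.1. Of 17 glutamate and GABA receptor genes tested, 17 were below the control in the Kv1.2 and 16 in the Kir2.1 group, and of 13 K+ channel genes 13 and 13. Gria1, which encodes an AMPA receptor subunit, was 1517-fold lower (95% counting interval 272 to 59985) in the Kv1.2 group and had a log2 fold change of −7.58 (standard error 2.16) in the Kir2.1 group. Kcnd2, which encodes the A-type channel Kv4.2, was 1756-fold lower (95% counting interval 315 to 69397) in the Kv1.2 group and had −8.21 (standard error 2.20) in the Kir2.1 group. Cacna1b, which encodes the N-type Ca2+ channel, had log2 fold changes of −7.07 (standard error 2.42) and −6.52 (standard error 2.36). These lists were written without the libraries in view, and their medians were −8.13 and −5.80 for the receptors, −7.48 and −4.86 for the K+ channels and −5.46 and −3.67 for the 9 voltage-gated Na+ and Ca2+ channel genes. The receptor list shares 4 genes with the paper's NMDA receptor panel and 1 each with its differentiation and dendrite panels, and the Na+ and Ca2+ channel list shares 2 with its Ca2+/CaMKII panel. With genes of a group at 0 set to their bound, the receptors had −7.96 and the K+ channels −7.22 in the Kv1.2 group. The adjusted camera p was 1.37e-10 and 4.50e-09, 1.10e-06 and 2.56e-06, and 0.0137 and 0.0683, in that order. With an estimated correlation the adjusted p was 0.190 and 0.190, 0.219 and 0.190, and 0.350 in the Kv1.2 group for the last list. With edgeR's quasi-likelihood test 0 of these genes passed at an adjusted p under 0.05 over all genes (the smallest was 0.394 and 0.521 among the 3 named), and 10 and 0 receptor, 1 and 0 K+ channel and 0 and 0 Na+ and Ca2+ channel genes passed when adjusted over the list alone. DESeq2 called 13 and 9, 9 and 6, and 2 and 1. The likelihood ratio test called 10 and 3, 4 and 1, and 1 and 0, and 12 and 9, 7 and 5, and 1 and 1 had an unadjusted p under 0.05. Markers of neurons in general had medians of −7.22 in the Kv1.2 and −5.22 in the Kir2.1 group, or −6.61 and −5.22 at the bound (camera, adjusted p = 4.31e-11 and 1.36e-09, or 0.224 and 0.232 with an estimated correlation). Without control replicate 2 the receptors had −4.63 and −3.30, the neuronal markers −2.79 in the Kir2.1 group, and the Na+ and Ca2+ channel genes −2.96 and 0.08, with the camera call of the last list lost in the Kv1.2 group. Without Kir2.1 replicate 1 the K+ channels had −8.18 and the neuronal markers −8.31 in the Kir2.1 group, and without Kv1.2 replicate 1 the call of the Na+ and Ca2+ channel genes was lost in the Kv1.2 group (−5.26).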

Our transcriptomic data identified the candidate genes, which might relay this Ca^2+^/pCREB signal further to govern the integration of abJGCs into existing neural circuitry.

Several lines of evidence suggest that the effects observed are caused by downregulation of the endogenous activity, intracellular Ca^2+^ signaling (visualized by decreased fluctuations in [Ca^2+^]_i_) and Ca^2+^/pCREB-regulated pathway (Fig. 7I) rather than nonspecific toxic effects of overexpressed proteins: (i) under our experimental conditions the protein overexpression was rather mild (Supplementary Fig. S1); (ii) basal Ca^2+^ levels in control, Kv1.2 and Kir2.1 groups were similar and low (Fig. S9A); (iii) electrophysiological properties of Kv1.2 cells did not show any overt abnormalities (Supplementary Fig. S2); (iv) the disappearance of immature cell marker doublecortin and the appearance of the marker of mature neurons NeuN happened simultaneously in control, Kv1.2 and Kir2.1 groups (Supplementary Fig. S3); (iv) out of 11,611 genes detected by RNAseq, only 7.62% showed reliable twofold changes between the control and Kv/Kir groups. The remaining 92.38% of all detected genes showed similar expression levels in all three groups. 

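Of 12275 genes tested, 86.6% did not differ by more than 2-fold at an unadjusted p under 0.05 between the control and the 4 libraries labelled Kv1.2 or Kir2.1, and 13.4% did. Kcnj2, which encodes Kir2.1 and was not among those genes, ranged over single libraries from a CPM of 0.0814 to 28.3. Without regard to p, 7667 genes in the Kv1.2 and 7729 in the Kir2.1 group lay more than 2-fold from the control. The median absolute log2 fold change over all genes tested was 1.45 and 1.45. Cytosolic ribosomal protein genes, an abundant group that all cells express, had a median log2 fold change of 0.05 (camera, adjusted p = 0.473) in the Kv1.2 group. In the Kir2.1 group it was −0.60 over 72 genes (camera, adjusted p = 0.00387, and adjusted p = 0.490 with an estimated correlation), or −0.91 without control replicate 1 and −0.38 without control replicate 2. The test here is edgeR's quasi-likelihood test, and a gene that does not pass it is not shown to have equal levels: the biological coefficient of variation between replicates was 1.31.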

Finally (v) while the CaMKIV/pCREB pathway was strongly downregulated (Fig. 7I) the other major pathway leading to phosphorylation of CREB, namely the MAPK/ERK pathway, remained unchanged (Supplementary Fig. S12B).

Regarding morphogenesis, our data are consistent with that of A. Mizrahi [32] but fit less well with his later data, showing almost doubling of the TDBL in cells, exposed to an odor-enriched environment [21]. Besides, our data align with that obtained in adult-born GCs, whose migration and morphology were normal in anosmic mice lacking any electrical activity in the olfactory epithelium [30], as was the adult-born GCs morphology in young adult mice after 5 weeks of naris occlusion [68]. On the other hand, 30–40 days of naris occlusion starting at postnatal days 4–5 caused a significant reduction of TDBL of GCs [69]. Moreover, naris occlusion also impeded the migration of neuroblasts along the RMS and the tenascin-R-dependent radial migration of neuroblasts from the RMS to the olfactory bulb [16, 17]. Longitudinal monitoring of cells’ basal and manipulation-induced activity (e.g., by means of Ca^2+^ imaging [37]), as well as a clear separation between early postnatal and adult neurogenesis, might help to shed more light on the above discrepancies. The literature data are, however, consistent regarding the negative impact of naris occlusion on the survival and synapse/spine density of adult-born OB interneurons [27–30, 68, 70].

Here, we show that the lateral migration, differentiation, morphogenesis, and survival of abJGCs are significantly impaired in cells with reduced endogenous activity, which we directly visualized in vivo by means of Ca^2+^ imaging (Fig. 5A). The endogenous activity is present during all stages of the adult OB neurogenesis, i.e., in neural progenitor cells in the SVZ [71], in neuroblasts in the RMS [12, 72] and adult-born cells in the subependymal [73] as well as glomerular [38] layers of the OB. Still, its reduction by means similar to the ones used in our study had little impact on tangential and radial migration of adult- and postnatally-born GCs as well as positioning and survival of postnatally-born JGCs [34, 35]. Together, these findings further emphasize the differences in the maturation programs of GCs and JGCs as well as the adult- and postnatally-born OB interneurons and show that data described in this study cannot be envisaged from the literature.

The importance of ongoing fluctuations in [Ca^2+^]_i_ for the abJGC maturation process can be explained by the interplay of the CaMKII- and the CRTC1-dependent pathways. Both pathways are triggered by the activation of L-type voltage-gated Ca^2+^ channels (and NMDA receptors) and require the Ca^2+^/calmodulin (CaM) complex [66, 74, 75]. While the CaMKII-dependent pathway leads to the γCaMKII-mediated shuttling of Ca^2+^/CaM to the nucleus and the subsequent phosphorylation of CREB [66, 74, 76], the calcineurin (CaN)-mediated dephosphorylation of CRTC1 supports CRTC1 translocation to the nucleus, where it is required for the pCREB-driven gene expression [77, 78]. One such pCREB/CRTC1-dependent target gene is salt-inducible kinase 1 (SIK1), which phosphorylates CRTC1, triggering its export from the nucleus and thus arresting pCREB/CRTC1-mediated transcription [77]. Via this mechanism long-lasting steady-state elevations of [Ca^2+^]_i_ weaken rather than potentiate the pCREB-mediated gene expression. In the Kv1.2 and Kir2.1 groups analyzed in our study, we also observed the downregulation of transcripts involved in these important pathways (Fig. 7), thus further impairing the signal transduction from the cell membrane to the nucleus. 

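Over a wider set of genes between Ca2+ entry and CREB, transcripts in the libraries labelled Kv1.2 and Kir2.1 went in both directions. Of 27 genes tested, 20 were below and 7 above the control in the Kv1.2 group, and 15 below and 12 above it in the Kir2.1 group. Cacna2d1, which encodes the α2δ-1 subunit of voltage-gated Ca2+ channels, was 1082-fold lower (95% counting interval 194 to 42808) in the Kv1.2 group and had a log2 fold change of −7.14 (standard error 2.54) in the Kir2.1 group. Camk1, which encodes CaM kinase I, went the other way, with log2 fold changes of 1.90 (standard error 0.679) and 1.48 (standard error 0.670). Creb1 itself had −0.99 (standard error 1.64) and −0.36 (standard error 1.63), and Crebbp, which encodes the coactivator CBP, −0.04 (standard error 1.97) and 0.20 (standard error 1.97). Camk1 overlaps another gene on the opposite strand. This list, written without the libraries in view but sharing 6 genes with the paper's Ca2+/CaMKII panel, had a median of −1.26 (camera, adjusted p = 0.0601) in the Kv1.2 and −0.10 (camera, adjusted p = 0.150) in the Kir2.1 group. Without control replicate 1 it passed in both comparisons, with medians of −1.73 and −0.57, and without Kir2.1 replicate 1 it passed in the Kir2.1 group with −2.95. It passed in the Kv1.2 group without Kv1.2 replicate 2 (−2.28), and in the Kir2.1 group the median was 0.11 without control replicate 2. None of its genes passed at an adjusted p under 0.05 over all genes with edgeR's quasi-likelihood test (0 genes, with 0.394 and 0.521 as the smallest adjusted p of those named), and 0 and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 5 genes were lower and 1 higher in the Kv1.2 group, and 3 lower and 0 higher in the Kir2.1 group. DESeq2 called 3 and 4 lower and 0 and 0 higher, and the likelihood ratio test 1 and 0 lower and 0 and 0 higher.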

Interestingly, the molecular pathways described above are similar to the ones (i) operating during neonatal neurogenesis [34, 35, 57, 77, 79–82] or (ii) governing activity-dependent synaptic plasticity and memory acquisition/retrieval in the adult brain [66, 83, 84].

The decreased expression of anti-apoptotic (Bcl2) and the increased expression of pro-apoptotic (Bid, Bax, Bad, caspases) genes, revealed by our study, is consistent with our longitudinal imaging data, documenting decreased survival of adult-born cells. 

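Most of the pro-apoptotic genes named had log2 fold changes near or above 0 in the libraries labelled Kv1.2 and Kir2.1, and none passed the test alone. Bax, which encodes a pore-forming protein of mitochondria, had 0.54 (standard error 1.32) and 0.50 (standard error 1.32), and Bad, which encodes a BH3-only protein, had −0.28 (standard error 1.95) and 0.19 (standard error 1.95). Bid had 0.199 and 10.3 CPM in the control, 12.3 and 19.2 in the Kv1.2 and 33.1 and 62.0 in the Kir2.1 libraries. Bax, Bad and Bid each overlap another gene. Of further caspase genes, the executioner caspase gene Casp6 had −0.20 (standard error 0.938) and 1.57 (standard error 0.960), Casp2 3.04 (standard error 2.53) and 4.90 (standard error 2.75), Casp4 1.52 (standard error 1.78) and −0.30 (standard error 1.74), and Casp12 3.89 (standard error 2.78) and 2.15 (standard error 2.59). Casp2 had −2.33 in the Kv1.2 group without Kv1.2 replicate 2, and Casp12 −8.49 in the Kir2.1 group without Kir2.1 replicate 1. Trp53, which encodes p53, had 4.96 (standard error 1.69) and 4.94 (standard error 1.69). A list of pro-apoptotic genes was written without the libraries in view, but it shares 7 genes with the paper's apoptosis panel. That list (16 tested) had medians of 0.58 (camera, adjusted p = 0.213) and 1.11 (camera, adjusted p = 0.107), or −0.06 in the Kv1.2 group without control replicate 2 and −0.15 without Kv1.2 replicate 1, and in the Kir2.1 group 2.22 without control replicate 1 and 0.58 without control replicate 2. One of anti-apoptotic genes (8 tested, Bcl2 not among them) had 0.03 (camera, adjusted p = 0.611) and 0.78 (camera, adjusted p = 0.361), and the first was −0.06 with DESeq2's scaling and −0.87 without Kv1.2 replicate 1, while the second was 1.54 without control replicate 1, 0.35 without control replicate 2, 0.49 without Kir2.1 replicate 1 and 0.35 without Kir2.1 replicate 2. Mcl1, another anti-apoptotic gene, had 1.87 (standard error 1.16) and 2.19 (standard error 1.17). Target genes of p53 (10 tested) had 0.54 (camera, adjusted p = 0.811) and 0.46 (camera, adjusted p = 0.732). With 1 library left out, these medians ranged from −0.63 to 0.83 in the Kv1.2 and from −2.72 to 1.27 in the Kir2.1 group. edgeR's quasi-likelihood test gave the 9 genes Bax, Bad, Bid, Trp53, Casp2, Casp4, Casp6, Casp12 and Mcl1 an adjusted p of 0.394 or higher in the Kv1.2 and 0.521 or higher in the Kir2.1 comparison.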

The apoptosis can be either fostered by reduced neuronal activity/ fluctuations in [Ca^2+^]_i_ [85, 86] or directly triggered by the enhanced transmembrane K^+^ efflux (reviewed in ref. [87]).

Taken together, our data show that despite developing in a rich sensory environment and being able to respond to sensory stimuli from early on [19, 20, 88], adult-born neurons strongly rely on cell-intrinsic activity for their morphogenesis and positioning within the glomerular layer. By providing several missing links, our data revealed signaling pathways connecting the intermittent neuronal activity/ongoing fluctuations in [Ca^2+^]_i_ on one side and the increased transmembrane K^+^ efflux on the other side to neuronal migration, maturation, and survival.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

The authors declare that all data supporting the findings of this study are available within the paper. The RNA sequencing data are uploaded to *Gene Expression Omnibus* (*GEO number: GSE168349*) database repository before publication. All data, code and materials in this study are also available upon reasonable request from corresponding author Olga Garaschuk at .

# Supplementary material for: Endogenous but not sensory-driven activity controls migration, morphogenesis and survival of adult-born juxtaglomerular neurons in the mouse olfactory bulb
**Source:** Cell Mol Life Sci. 2023 Mar 18;80(4):98. doi: 10.1007/s00018-023-04753-4

Supplementary Materials

for

Endogenous but not sensory-driven activity controls migration, morphogenesis and survival of adult-born neurons in the mouse olfactory bulb

Kaizhen Li^{1,7}, Katherine Figarella^{1,8}, Xin Su^{1,8}, Yury Kovalchuk¹, Jessika Gorzolka¹, Jonas J. Neher^{2,3}, Nima Mojtahedi¹, Nicolas Casadei^{4,5}, Ulrike B. S. Hedrich⁶, Olga Garaschuk^{1,9}

This PDF file includes:

Supplementary Figure Legends

Supplementary Figures S1 to S12

Supplementary Tables S1 to S4

Supplementary Figure S1. Bicistronic lentiviral vectors induced simultaneous expression of Kv1.2/Kir2.1 and Twitch-2B. (A) Sample images showing the transient expression of the lentiviral vectors in HEK-293T cells. (B) Sample MIP immunofluorescence images (20 μm depth) showing the expression of Kv1.2 in abJGCs at 10 dpi in control (upper panel) and Kv1.2 (lower panel) groups. Arrowheads highlight the location of abJGCs. (C) Cumulative distributions of the relative Kv1.2 expression levels in control and Kv1.2-expressing abJGCs. (D) Box plot showing the median fractions (per mouse) of abJGCs with a ring-shape Kv1.2 expression pattern, likely reflecting enhanced somatic targeting of the protein. (C, D) $n=96/6$ and $155/6$ cells/mice for control and Kv1.2 groups, respectively. (E, F) Bar graphs showing the mean relative expression levels of mRNA encoding for the potassium voltage-gated channel subfamily A member 2 (*Kcna2*, encoding Kv1.2. (E)) and the potassium inwardly rectifying channel subfamily J member 2 (*Kcnj2*, encoding Kir2.1. (F)) as determined by qPCR analyses of FACS-sorted adult-born cells (see SI Materials and Methods). Data are shown as median $\pm$ IQR. * $P<0.05$, *** $P<0.001$, ns=not significant.

Supplementary Figure S2. Electrical properties of Kv1.2/Kir2.1-overexpressing abJGCs. (A) Trains of action potentials, evoked by step-like depolarizing injection currents of +20 pA (schematically depicted below the traces) in control (upper panel), Kv1.2- (middle panel) and Kir2.1-overexpressing abJGCs (dpi 20). The double arrow in the middle panel marks the so called distance to baseline, analyzed in F; the boxed area is expanded in the inset to better visualize the afterhyperpolarization, analyzed in G. (B-G) Box plots comparing the input resistance measured in voltage-clamp mode (B; control: $0.9 \pm 1.6 \text{ G}\Omega$, $n=20$ cells; Kv1.2-overexpression: $1.5 \pm 2.5 \text{ G}\Omega$, $n=15$ cells); the AP firing threshold (C; control: $-34.2 \pm 6.0 \text{ mV}$, $n = 9$ cells; Kv1.2-overexpression: $-41.8 \pm 18.4 \text{ mV}$, $n = 7$ cells); the AP amplitude (D; control: $95.5 \pm 45.3 \text{ mV}$, $n = 9$ cells;

Kv1.2-overexpression: 89.5 ± 42.8 mV, $n = 7$ cells); the width of APs measured at half maximum (FWHM) (E; control: 0.49 ± 0.32 ms, $n = 9$ cells; Kv1.2-overexpression: 0.46 ± 0.27 ms, $n = 7$ cells); the median (per cell) distance from a minimum voltage value measured after individual APs (in bursts of 6 APs induced by 100 ms depolarizing pulses) to the baseline voltage (F; control: 15 ± 1.4 mV, $n = 6$ APs in 5 cells; Kv1.2-overexpression: 8.7 ± 1.5 mV, $n = 6$ APs in 5 cells); and the burst afterhyperpolarization, measured as a most negative voltage reached after the burst end relative to the baseline voltage 50-100 ms after the end of current injection (G; control: $+2.3 \pm 3.4$ mV, Kv1.2-overexpression: -2.6 ± 4.1 mV; the same traces as in (F)). $*P < 0.05$, $***P < 0.001$, ns=not significant.

Supplementary Figure S3. Expression of NeuN and DCX in adult-born JGCs. (A) Sample MIP immunofluorescence images (20 μ m depth) showing the adult-born JGCs (Twitch-2B) and NeuN positive cells at 28 dpi. (B) Sample MIP immunofluorescence images (20 μ m depth) showing the adult-born JGCs (Twitch-2B) and DCX positive cells at 28 dpi. (C) Box plot showing the fractions (per mouse) of adult-born JGCs, expressing NeuN. $n=165/5$, $155/5$, and $159/5$ cells/mice for control, Kv1.2 and Kir2.1 respectively. (D) Box plot showing the fractions (per mouse) of adult-born JGCs, expressing DCX. $n=170/5$, $171/5$, and $180/5$ cells/mice for control, Kv1.2 and Kir2.1 respectively. Data are shown as median $\pm$ IQR. ns=not significant.

Supplementary Figure S4. Kv1.2 or Kir2.1 overexpression did not influence the arrival of adult-born JGCs in the glomerular layer. Box plots showing the median (per 3D stack volume) density of abJGCs in the OB glomerular layer (i.e., number of abJGCs divided by the respective 3D stack volume) at 8 dpi (A) and 14 dpi (B) in control, Kv1.2 and Kir2.1 groups. (A) $n = 57/5$, $131/9$, and $65/6$ cells/mice for control,

Kv1.2, and Kir2.1 groups, respectively. (B) $n = 71/5$, $89/7$, and $60/4$ mice/mice for control, Kv1.2, and Kir2.1 groups, respectively. Data are shown as median $\pm$ IQR. ns=not significant.

Supplementary Figure S5. Kv1.2 or Kir2.1 overexpression impaired the migration of adult-born JGCs at 14 dpi. (A) Box plot showing the median (per mouse) fractions of abJGCs migrating during 4-hour-long recordings in control, Kv1.2, and Kir2.1 groups. Here and below $n=30/10$, $5/7$, and $0/4$ migrating cells/mice for control, Kv1.2 and Kir2.1 groups, respectively. In total, we analyzed $216/10$, $86/7$, and $60/4$ cells/mice for control, Kv1.2, and Kir2.1 groups, respectively. (B-D) Box plots showing (per cell) the median migration speed (B), maximum migration speed (C), and the translocation distance in 4 hours (D) of abJGCs in control and Kv1.2 groups. Data are shown as median $\pm$ IQR. $*P<0.05$, ns=not significant.

Supplementary Figure S6. Nostril occlusion blocked odor-evoked responsiveness of adult-born JGCs. (A) Sample odor-evoked Ca^{2+} transients of abJGCs residing in the contralateral control and ipsilateral odor-deprived hemibulbs. (B-D) Box plots illustrating the fractions of odor responding cells per mouse (B) and (per cell) the amplitude (C) and AUC (D) of odor-evoked Ca^{2+} transients. $n=13/4$ and $29/4$ cells/mice for contralateral control and ipsilateral odor-deprived hemibulbs. Data are shown as median $\pm$ IQR. $**P<0.01$.

Supplementary Figure S7. Immunohistochemical analyses confirming the retarded morphology of Kv1.2- and Kir2.1-expressing adult-born JGCs. (A) Sample images of abJGCs (20 dpi) belonging to control, Kv1.2 and Kir2.1 groups, reconstructed from *in vitro* images taken in 50 μm thick fixed slices,

immunofluorescently labeled against Twitch-2B. (B) Box plots showing (per cell) the TDBL of abJGCs. (C) Box plots showing (per cell) the number of dendritic branches of abJGCs. (B) and (C): n=26/5, 25/5, and 25/5 cells/mice for control, Kv1.2, and Kir2.1, respectively. (D) Sholl analysis illustrating the complexity of adult-born JGC's dendritic morphology in fixed brain slices at 20 dpi. n=25/5 cells/mice per group. (B) and (C): Data are shown as median $\pm$ IQR. (D) Data are shown as mean $\pm$ SEM. * P <0.05, ** P <0.01, *** P <0.001, ns=not significant.

Supplementary Figure S8. Expression of Kir2.1 channel with a dominant-negative loss-of-function mutation (Kir2.1mut) did not impair the morphogenesis of adult-born JGCs. (A) Sample reconstructions of *in vivo* abJGCs (20 dpi) expressing Kir2.1mut. (B) Box plots showing (per cell) the TDBL of abJGCs imaged *in vivo* at 20 dpi in control, Kir2.1, and Kir2.1mut groups. (C) Box plots showing (per cell) the number of dendritic branches of abJGCs imaged *in vivo* at 20 dpi in control, Kir2.1, and Kir2.1mut groups. Control and Kir2.1 datasets are the same as in Figure 2. (D) Sholl analysis of Kir2.1- and Kir2.1mut-expressing abJGCs. (E) Sholl analysis of control and Kir2.1mut-expressing abJGCs. (D) and (E): n=33/7, 46/6, and 35/3 cells/mice for control, Kir2.1, and Kir2.1mut groups. (B) and (C): Data are shown as median $\pm$ IQR. (D) and (E): Data are shown as mean $\pm$ SEM. *** P <0.001, ns=not significant. Note that Kir2.1mut was overexpressed using a retrovirus. The lack of functional difference between the retro- and lentivirus-infected neuronal progenitors is documented by the high similarity of their migration properties (compare Fig. 1 of the present study with Fig. 4 in ref. (2)).

Supplementary Figure S9. Neither Kv1.2 or Kir2.1 overexpression nor odor deprivation affected basal and maximum Twitch-2B ratios and AUCs of adult-

born JGCs. Box plots showing the median (per cell) basal and maximum Twitch-2B ratios and AUCs of spontaneous Ca^{2+} transients in abJGCs in control, Kv1.2, and Kir2.1 groups (A-C) as well as contralateral control and ipsilateral odor-deprived groups (D-F). n=60/8, 68/7, 66/5, 34/4, and 47/4 cells/mice for control, Kv1.2, Kir2.1, contralateral control, and ipsilateral odor-deprived groups, respectively. Data are shown as median $\pm$ IQR. ns=not significant.

Supplementary Figure S10. Relative expression levels of transcripts involved in pathways related to neuronal development, differentiation, and cell death. Bar graphs showing mean relative expression levels of mRNA encoding for the calcium/calmodulin-dependent protein kinase II gamma (*Camk2g*; A), doublecortin (*Dcx*; B), microtubule-associated protein tau (*Mapt*; C), neural cell adhesion molecule 1 (*Ncam1*; D), synaptophysin (*Syp*; E), BH3 interacting domain death agonist (*Bid*; F) and ribosomal protein L5 (*Rpl5*; G), as determined by qPCR analyses of FACS-sorted adult-born cells (see SI Materials and Methods). Data are shown as mean $\pm$ SEM. n = 3 biological replicates. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, ns=not significant.

Supplementary Figure S11. Morphology and relative pCREB levels of adult-born granule cells from control, Kv1.2, and Kir2.1 groups. (A) Sample images of adult-born GCs (20 dpi) belonging to control, Kv1.2 and Kir2.1 groups, reconstructed from *in vitro* images taken in 50 μm thick fixed slices, immunofluorescently labeled against Twitch-2B. (B) Box plots showing (per cell) the TDBL (B) and the number of dendritic branches (C) of adult-born GCs. (D) Sholl analysis illustrating the complexity of adult-born GCs' dendritic morphology in fixed brain slices at 20 dpi. (E) Sample MIP images (15 μm depth) showing pCREB-, Twitch-2B- and NeuN-positive cells in the granule cell layer of the OB slices from control, Kv1.2 and Kir2.1 groups at 10 dpi. Twitch-2B labels

the adult-born GCs whereas NeuN labels the mature neurons. Arrowheads highlight the location of abJGCs. (F) Box plots illustrating the median (per mouse) relative pCREB levels of adult-born GCs in control, Kv1.2, and Kir2.1 groups at 10 dpi. n=119/5, 207/4, and 222/5 cells/mice for control, Kv1.2 and Kir2.1, respectively. (B-D): n=177/7, 149/5, and 133/6 cells/mice for control, Kv1.2 and Kir2.1 respectively. (B) (C) and (F): Data are shown as median $\pm$ IQR. (D): Data are shown as mean $\pm$ SEM. * P <0.05, *** P <0.001, ns=not significant.

Supplementary Figure S12. Relative expression levels of transcripts encoding for N-methyl-D-aspartate (NMDA) receptors and members of mitogen-activated protein kinase (MAPK) signaling cascade. Box plots showing mean values of z-scores for four isoforms of the NMDA receptor (A) and 18 members of the MAPK/ERK signaling cascade (B). All transcripts included in the box plots are listed in Table S1. n = 2 biological replicates (12 mice in total, 2 mice per replicate per group). Data are shown as median $\pm$ IQR. ** P <0.01, *** P <0.001, ns=not significant.

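In both panels the plotted value of a transcript is its level relative to the spread of that transcript over the libraries, a z-score, so a box holds transcripts and not animals. As mean log2 CPM of the list, the NMDA receptor genes had 3.26 and 6.00 in the control, −0.17 and −1.96 in the Kv1.2 and 1.01 and 0.26 in the Kir2.1 libraries. The MAPK/ERK genes had 4.69 and 5.06 in the control, 4.27 and 4.94 in the Kv1.2 and 4.92 and 3.73 in the Kir2.1 libraries. For the NMDA receptor genes, Kir2.1 replicate 1 and Kv1.2 replicate 1 lay closer to control replicate 1 than their replicates did, and for the MAPK/ERK genes the channel libraries overlapped the control libraries. Each group had 2 libraries, so a box of transcripts does not show the spread between animals.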

Supplementary Table S1. Transcripts included in the box plots shown in Figures 7 and S11.

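The table names the transcripts that make up each box of the plots, which share members between panels. Neuronal differentiation and dendritic morphogenesis share 21 transcripts, neuronal migration and differentiation 12, and neuronal migration and dendritic morphogenesis 9. Camk2a and Camk2b of the Ca2+/CaMKII panel are also members of the panel on migration, and Grin1 belongs to the differentiation, the dendrite and the NMDA receptor panels. The panel of neuronal migration also holds 1 gene, and that of differentiation 2 genes, of the astrocyte marker list used here, among them Gja1, which encodes the gap junction protein connexin 43. For the apoptotic process, 7 of the 13 transcripts are also in the list of pro-apoptotic genes used here. The levels of a shared transcript enter each of its panels, so the panels are not separate measurements. Read as current gene symbols, Dcl1 is Dclk1, Eph5 is Epha5 and Ndr4 is Ndrg4, as the paper's list of enriched genes writes them. The entry Vgefa, which Fig. 7I writes as Vgf, was taken as both Vegfa and Vgf, and an entry of the MAPK/ERK panel that names no current gene was left out.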

Figure	Genes
7B	<i>Camk2g, Camk2b, Camk2a, Calm3, Cacna1c, Cacna1d</i>
7C	<i>Vgefa, Nr4a1, Egr1, Negr1, Fra2 (from cFos)</i>
7D	<i>Camk2a, Camk2b, Cck, Dcl1, Dcx, Nr2f1, Fyn, Fzd3, Gja1, Mdk, Mapt, Ntrk2, Ptprz1, Reln, Olfm1, Kirrel3, Fbxo31, Gpm6a, Mrtfb, Adgrl3, Cdkl5, Flrt2</i>
7E	<i>Bdnf, Camk2b, Cdh2, Cntn1, Dcx, Nr2f1, Fyn, Grin1, Id4, Itsn1, Mdk, Meis1, Map1b, Map2, Mapt, Ncoa1, Nedd4, Nefl, Nf1, Ntrk2, Pcp4, Ptn, Ptprs, Ptprz1, Reln, Snap25, Snap91, Plk2, Sox9, Syt1, Dpysl3, Vim, Ywhag, Magi2, Olfm1, Rapgef4, Syne1, Fuom, Grip1, Plppr5, Fbxo31, Kank1, Baiap2, Eif4g1, Gpr37l1, Cpeb3, Adgrb3, Cdkl3, Arhgap44, Acsl6, Arhgap33, Amigo1, Ndr4, Ntm, Fez1, Shank1, Nlgn3, Robo2, Nrcam, Il1rapl1, Cdkl5, Kalrn, Tnik, Acp4</i>
7F	<i>Camk2a, Camk2b, Dcl1, Dcx, Eph5, Fyn, Grin1, Nedd4, Ctnnd2, Ptn, Ptprz1, Reln, Syne1, Fbxo31, Baiap2, Adgrb3, Cdkl3, Arhgap44, Arhgap33, Shank1, Nlgn3, Il1rapl1, Cdkl5, Kalrn, Tnik</i>
7G	<i>Bcl10, Bcl7a, Bad, Casp8, Casp6, Casp1, Casp4, Casp12, Casp7, Casp2, Bcl2a1a, Bax, Bid</i>
7H	<i>Psmc5, Gapdh, Mkrn1, Tuba1b, Dars, Rpl27, Ldha, Rpl5, Actb</i>
S11A	<i>Nmda2b, Nmda2a, Nmda1, Nmda3a</i>
S11B	<i>Mapk1, Mapk2, Mapk3, Mapk6, Mapk7, Mapk8, Mapk9, Mapk10, Mapk14, Lamtor1, Lamtor2, Lamtor3, Lamtor4, Lamtor5, Mapkapk3, Mapkap1, Mapk1ip1, Jkamp</i>

Supplementary Table S2. Differential expression of factors interacting with CREB

Genes	Control vs Kv1.2		Control vs Kir2.1	
	logFC	P value	logFC	P value
<i>Crtc2</i>	4.59	0.1818	6.34	0.1002
<i>Crtc3</i>	0.21	0.9484	0.61	0.8533
<i>Lmo4</i>	-1.65	0.2554	-1.04	0.4539
<i>Dream (Kcnip3)</i>	-0.84	0.5959	-8.61	0.0046
<i>Crest (Ss18l1)</i>	-6.04	0.1098	0.56	0.8377
<i>Smarca4</i>	-1.55	0.5495	-0.91	0.7210
<i>Hdac1</i>	-1.84	0.3210	0.29	0.8663

Supplementary Table S3. Primers used for qPCR

Gene	Accession N°	Primers	Size (bp)
<i>Gapdh</i>	NM_001289726.1	F: TGCACCACCAACTGCTTAG<br>R: GGATGCAGGGATGATGTTC	177
<i>Rpl5</i>	NM_016980.2	F: TGGCAGACTACATGCGCTAC<br>R: ATACATCTCCTCCATCATGTCTG	109
<i>Kcna2</i>	NM_008417.5	F: TGGTACCCATCTGCAAGGGC<br>R: CCTTTGGAAGGAAGGAGGCAA	99
<i>Kcnj2</i>	NM_008425.4	F: GGCAAGCAGTGTCTTGGGAAT<br>R: AGAGAACTTGTCTGTTGCTGG	138
<i>Dcx</i>	NM_001110222.1	F: GAGTGGGGCTTTTCGAGTGAT<br>R: AAAGAAAGCCGTGTGCCTTG	78
<i>Camk2g</i>	NM_178597.5	F: AGTCAGATGGCGGTGTCAAG<br>R: GCTGGGCTTACGAGACTGTT	91
<i>Mapt</i>	NM_001038609.2	F: CGCCCCTAGTGGATGAGAGA<br>R: TCCTTCTGGGATCTCCGTGT	71
<i>Ncam1</i>	NM_001081445.1	F: CAAGTACAGAGCGCTCGCC<br>R: AGGGACTTGAGCATGACGTG	81
<i>Syp</i>	NM_009305.2	F: CTGCGTTAAAGGGGGCACTA<br>R: GGAAGTCCATCATTGGCCCT	175
<i>Bid</i>	NM_007544.4	F: GAGTGTGGCTCCGCAAACC<br>R: AGGGAATCACACGCAGACG	78

mRNA sequence accession numbers were obtained from the Mouse Genome Database accessed at www.ncbi.nlm.nih.gov/genome.

Supplementary Table S4. Exact results of all statistical tests

Figure	Statistical test	<i>Post hoc</i> comparisons
1C	Kruskal-Wallis test: $P=2\times 10^{-4}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=0.04$, control vs. Kir2.1: $P=2\times 10^{-4}$, Kv1.2 vs. Kir2.1: $P=0.22$.

1D	Kruskal-Wallis test: $P=6\times 10^{-5}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=2\times 10^{-4}$, control vs. Kir2.1: $P=1.6\times 10^{-3}$, Kv1.2 vs. Kir2.1: $P=0.36$.
1E	Kruskal-Wallis test: $P=2\times 10^{-4}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=3\times 10^{-4}$, control vs. Kir2.1: $P=6.3\times 10^{-3}$, Kv1.2 vs. Kir2.1: $P=0.67$.
1F	Kruskal-Wallis test: $P=3\times 10^{-4}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=8.9\times 10^{-3}$, control vs. Kir2.1: $P=3\times 10^{-3}$, Kv1.2 vs. Kir2.1: $P=0.55$.
1G	One-way ANOVA:<br>$F_{2,19}=7.982$, $P=3\times 10^{-3}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=0.01$, control vs. Kir2.1: $P=6.6\times 10^{-3}$, Kv1.2 vs. Kir2.1: $P=0.59$.
1I, M	Paired t test, $P>0.05$ for all comparisons	
1J-L	Two-sided unpaired t test, $P>0.05$ for all comparisons.	For the 4 paired olfactory bulbs: Paired t test, $P>0.05$ for all comparisons
2B	Kruskal-Wallis test: $P=2\times 10^{-9}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=3\times 10^{-9}$; control vs. Kir2.1: $P=8\times 10^{-6}$; Kv1.2 vs. Kir2.1: $P=0.21$
2C	Kruskal-Wallis test: $P=5\times 10^{-10}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=2\times 10^{-9}$; control vs. Kir2.1: $P=5\times 10^{-7}$; Kv1.2 vs. Kir2.1: $P=0.58$
2D	Generalized linear mixed model fit by maximum likelihood (Laplace Approximation)	control vs. Kv1.2: $P<0.001$, control vs. Kir2.1: $P<0.001$, Kv1.2 vs. Kir2.1: $P<0.001$
2F, G	Paired t test, $P>0.05$ for both comparisons	
2H	Generalized linear mixed model fit by maximum likelihood (Laplace Approximation)	$P=0.98$
3B	One-way ANOVA:<br>$F_{2,15}=6.747$, $P=8.1\times 10^{-3}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=0.02$; control vs. Kir2.1: $P=9.6\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.69$.
3D	One-way ANOVA:<br>$F_{2,11}=13.84$, $P=1\times 10^{-3}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=0.81$; control vs. Kir2.1: $P=1.2\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=3.3\times 10^{-3}$.
4A	One-way ANOVA:<br>$F_{2,16}=7.061$, $P=0.0063$	Tukey's multiple comparison test: control vs. Kv1.2: $P=0.54$; control vs. Kir2.1: $P=5.9\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.04$.

4C	Kruskal-Wallis test: $P=2\times 10^{-6}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=4\times 10^{-5}$; control vs. Kir2.1: $P=6\times 10^{-4}$; Kv1.2 vs. Kir2.1: $P>0.99$.
4D	Kruskal-Wallis test: $P=7\times 10^{-9}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=3\times 10^{-6}$; control vs. Kir2.1: $P=4\times 10^{-6}$; Kv1.2 vs. Kir2.1: $P=0.39$.
5B	Chi-square test, $P=3\times 10^{-6}$	
5C	One-way ANOVA:<br>$F_{2,15}=5.468$, $P=0.016$	Tukey's multiple comparison test: control vs. Kv1.2: $P=0.03$; control vs. Kir2.1: $P=6.2\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.57$.
5E	Chi-square test, $P=0.28$	
5F	Paired t test, $P=0.79$	
6B	One-way ANOVA:<br>$F_{2,14}=45.73$, $P=7\times 10^{-7}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=2\times 10^{-6}$; control vs. Kir2.1: $P=4\times 10^{-6}$; Kv1.2 vs. Kir2.1: $P=0.99$.
6C	Paired t -test, $P=0.57$	
7A	One-way ANOVA:<br>$F_{2,10}=14.12$, $P=2.4\times 10^{-3}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=2.9\times 10^{-3}$; control vs. Kir2.1: $P=2.2\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.99$.
7B	One-way ANOVA:<br>$F_{2,14}=18.02$, $P=1.3\times 10^{-4}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=4.3\times 10^{-3}$; control vs. Kir2.1: $P=1.1\times 10^{-4}$; Kv1.2 vs. Kir2.1: $P=0.15$.
7C	One-way ANOVA:<br>$F_{2,11}=9.768$, $P=3.6\times 10^{-3}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=1.5\times 10^{-2}$; control vs. Kir2.1: $P=4.6\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.89$.
7D	Friedman test, $P=1\times 10^{-15}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=1\times 10^{-15}$; control vs. Kir2.1: $P=1\times 10^{-15}$; Kv1.2 vs. Kir2.1: $P=0.75$.
7E	One-way ANOVA: $F_{2,48}=99.8$,<br>$P=1\times 10^{-15}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=1\times 10^{-15}$; control vs. Kir2.1: $P=2\times 10^{-15}$; Kv1.2 vs. Kir2.1: $P=0.84$.
7F	One-way ANOVA:<br>$F_{2,26}=22.02$, $P=2.5\times 10^{-6}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=1.3\times 10^{-5}$; control vs. Kir2.1: $P=1.4\times 10^{-5}$; Kv1.2 vs. Kir2.1: $P=0.99$.
7G	One-way ANOVA: $F_{2,16}=1.27$,<br>$P=0.31$	
S1C	Kolmogorov-Smirnov test,<br>$P=1\times 10^{-8}$, $D=0.399$.	
S1D	Unpaired t test with Welch's<br>correction, $t_5=17.13$, $P=1\times 10^{-5}$.	

S1E	One-way ANOVA: $F_{2,6}=696.8$, $P=7.9\times 10^{-8}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=2.4\times 10^{-7}$; control vs. Kir2.1: $P=0.98$; Kv1.2 vs. Kir2.1: $P=2.5\times 10^{-7}$.
S1F	One-way ANOVA: $F_{2,6}=8.16$, $P=0.02$	Tukey's multiple comparison test: control vs. Kv1.2: $P=0.97$; control vs. Kir2.1: $P=0.03$; Kv1.2 vs. Kir2.1: $P=0.03$.
S2B	Two-sided unpaired t test, $P=0.26$	
S2C	Two-sided unpaired t test, $P=0.26$	
S2D	Two-sided unpaired t test, $P=0.77$	
S2E	Two-sided unpaired t test, $P=0.78$	
S2F	Two-sided paired t test, $P<0.001$	
S2G	Two-sided unpaired t test, $P=0.04$	
S3C	One-way ANOVA: $F_{2,12}=0.943$, $P=0.416$	
S3D	One-way ANOVA: $F_{2,12}=0.95$, $P=0.415$	
S4A	One-way ANOVA: $F_{2,17}=0.05$, $P=0.95$	
S4B	One-way ANOVA: $F_{2,13}=2.18$, $P=0.15$	
S5A	One-way ANOVA: $F_{2,18}=4.01$, $P=0.04$	unpaired t test with Welch's correction for multiple comparisons: control vs. Kv1.2: $P=0.17$; control vs. Kir2.1: $P=1.9\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.04$.
S5B	Two-sided Mann-Whitney test, $P=0.68$	
S5C	Two-sided Mann-Whitney test, $P=0.82$	
S5D	Two-sided Mann-Whitney test, $P=0.02$	
S6B	Unpaired t test with Welch's correction, $t_3=6.31$, $P=8\times 10^{-3}$	
S7B	Kruskal-Wallis test: $P=5\times 10^{-9}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=5\times 10^{-9}$; control vs. Kir2.1: $P=4\times 10^{-6}$; Kv1.2 vs. Kir2.1: $P=0.72$

S7C	Kruskal-Wallis test: $P=6\times 10^{-10}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=1\times 10^{-9}$; control vs. Kir2.1: $P=2\times 10^{-5}$; Kv1.2 vs. Kir2.1: $P=0.27$
S7D	Generalized linear mixed model fit by maximum likelihood (Laplace Approximation)	control vs. Kv1.2: $P=0.004$, control vs. Kir2.1: $P=0.011$, Kv1.2 vs. Kir2.1: $P=0.016$
S8B	Kruskal-Wallis test: $P=1\times 10^{-9}$	Dunn's multiple comparison test: control vs. Kir2.1: $P=1\times 10^{-5}$; control vs. Kir2.1mut: $P=0.7$; Kir2.1 vs. Kir2.1mut: $P=6\times 10^{-9}$
S8C	Kruskal-Wallis test: $P=7\times 10^{-11}$	Dunn's multiple comparison test: control vs. Kir2.1: $P=3\times 10^{-7}$; control vs. Kir2.1mut: $P=0.99$; Kir2.1 vs. Kir2.1mut: $P=3\times 10^{-9}$
S8D	Generalized linear mixed model fit by maximum likelihood (Laplace Approximation)	$P<0.001$
S8E	Generalized linear mixed model fit by maximum likelihood (Laplace Approximation)	$P=0.28$
S9A-C	Kruskal-Wallis test, $P>0.05$ for all tests	
S9D-F	Mann-Whitney test, $P>0.05$ for all tests	
S10A	One-way ANOVA: $F_{2,6}=25.21$, $P=0.0012$	Fisher's multiple comparison test: control vs. Kv1.2: $P=8.2\times 10^{-4}$; control vs. Kir2.1: $P=8.8\times 10^{-4}$; Kv1.2 vs. Kir2.1: $P=0.94$.
S10B	One-way ANOVA: $F_{2,6}=10.77$, $P=0.01$	Fisher's multiple comparison test: control vs. Kv1.2: $P=8.3\times 10^{-3}$; control vs. Kir2.1: $P=6\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.78$.
S10C	One-way ANOVA: $F_{2,6}=27.17$, $P=9.8\times 10^{-4}$	Fisher's multiple comparison test: control vs. Kv1.2: $P=6.5\times 10^{-4}$; control vs. Kir2.1: $P=7.4\times 10^{-4}$; Kv1.2 vs. Kir2.1: $P=0.88$.
S10D	One-way ANOVA: $F_{2,6}=43.04$, $P=2.7\times 10^{-4}$	Fisher's multiple comparison test: control vs. Kv1.2: $P=1.9\times 10^{-4}$; control vs. Kir2.1: $P=2.1\times 10^{-4}$; Kv1.2 vs. Kir2.1: $P=0.91$.
S10E	One-way ANOVA: $F_{2,6}=46.98$, $P=2.2\times 10^{-4}$	Fisher's multiple comparison test: control vs. Kv1.2: $P=1.6\times 10^{-4}$; control vs. Kir2.1: $P=1.5\times 10^{-4}$; Kv1.2 vs. Kir2.1: $P=0.89$.

S10F	One-way ANOVA: $F_{2,6}=9.19$, $P=0.015$	Fisher's multiple comparison test: control vs. Kv1.2: $P=6\times 10^{-3}$; control vs. Kir2.1: $P=0.03$; Kv1.2 vs. Kir2.1: $P=0.24$.
S10G	One-way ANOVA: $F_{2,6}=0.15$, $P=0.86$	
S11B	Kruskal-Wallis test: $P=1\times 10^{-14}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=1\times 10^{-14}$; control vs. Kir2.1: $P=1\times 10^{-14}$; Kv1.2 vs. Kir2.1: $P=0.99$
S11C	Kruskal-Wallis test: $P=1\times 10^{-14}$	Dunn's multiple comparison test: control vs. Kv1.2: $P=1\times 10^{-14}$; control vs. Kir2.1: $P=1\times 10^{-14}$; Kv1.2 vs. Kir2.1: $P=0.99$
S11D	Generalized linear mixed model fit by maximum likelihood (Laplace Approximation)	control vs. Kv1.2: $P<0.001$, control vs. Kir2.1: $P<0.001$, Kv1.2 vs. Kir2.1: $P<0.001$
S11F	One-way ANOVA: $F_{2,11}=6.524$, $P=0.013$	Tukey's multiple comparison test: control vs. Kv1.2: $P=0.02$; control vs. Kir2.1: $P=0.049$; Kv1.2 vs. Kir2.1: $P=0.69$.
S12A	One-way ANOVA: $F_{2,6}=31.74$, $P=6\times 10^{-4}$	Tukey's multiple comparison test: control vs. Kv1.2: $P=8\times 10^{-4}$; control vs. Kir2.1: $P=1.6\times 10^{-3}$; Kv1.2 vs. Kir2.1: $P=0.67$.
S12B	One-way ANOVA: $F_{2,34}=0.18$, $P=0.83$	

Fig. S1

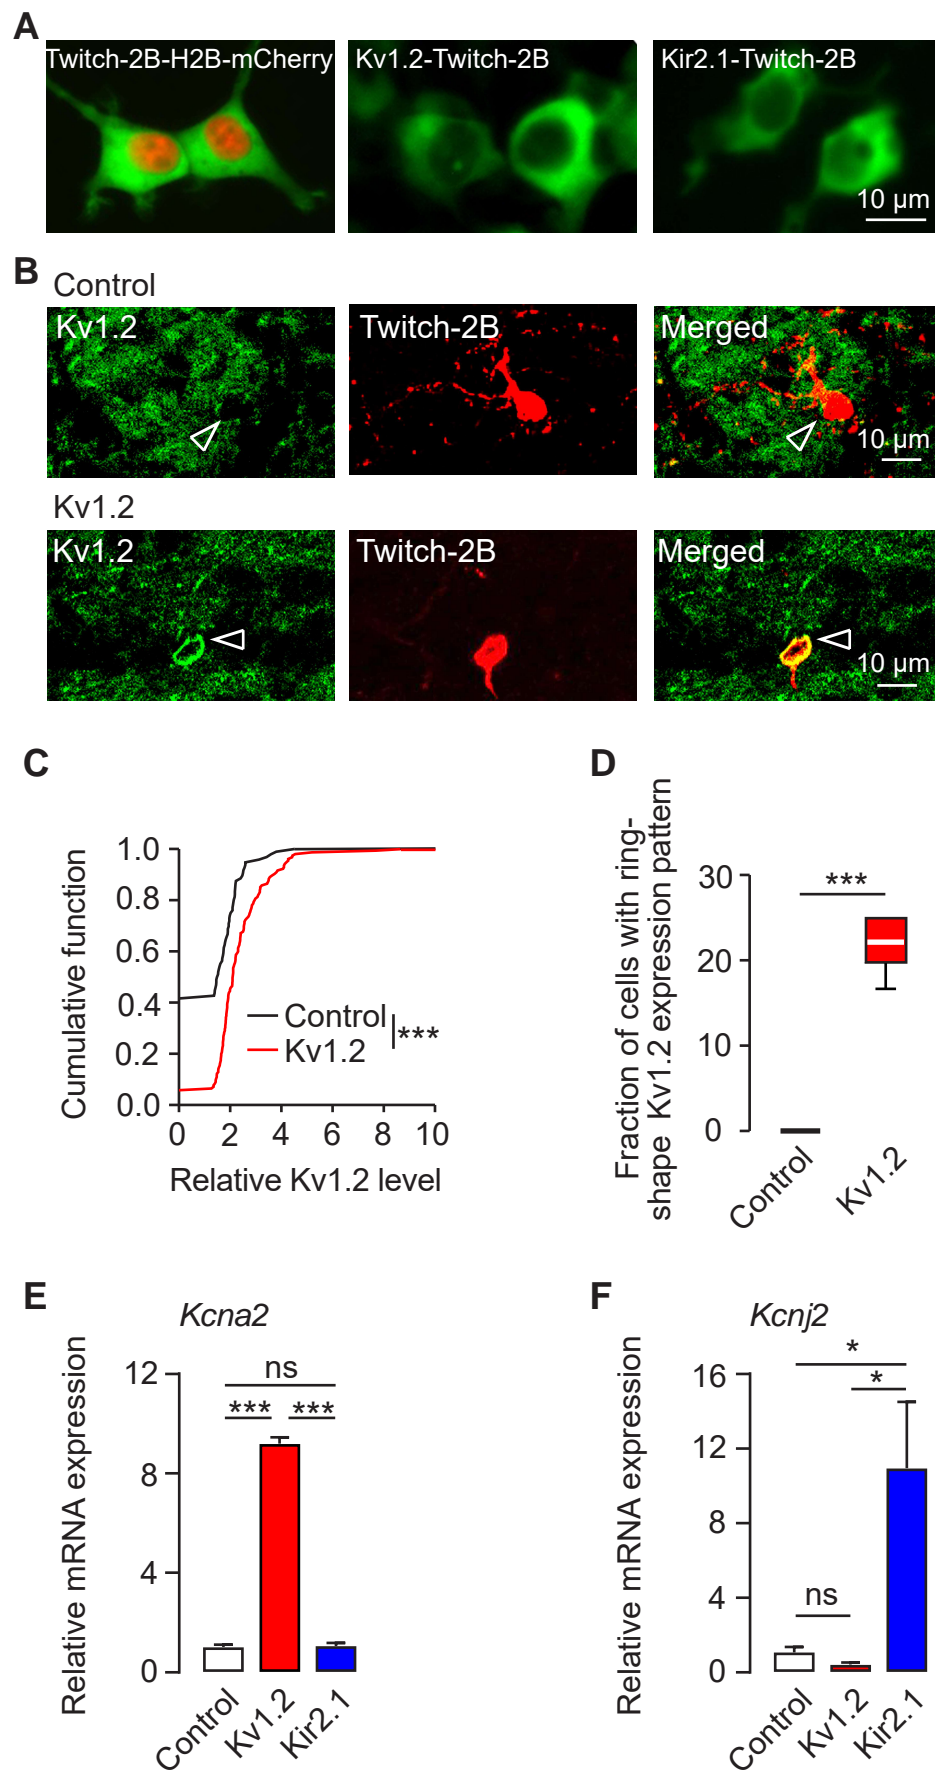

Fig. S2

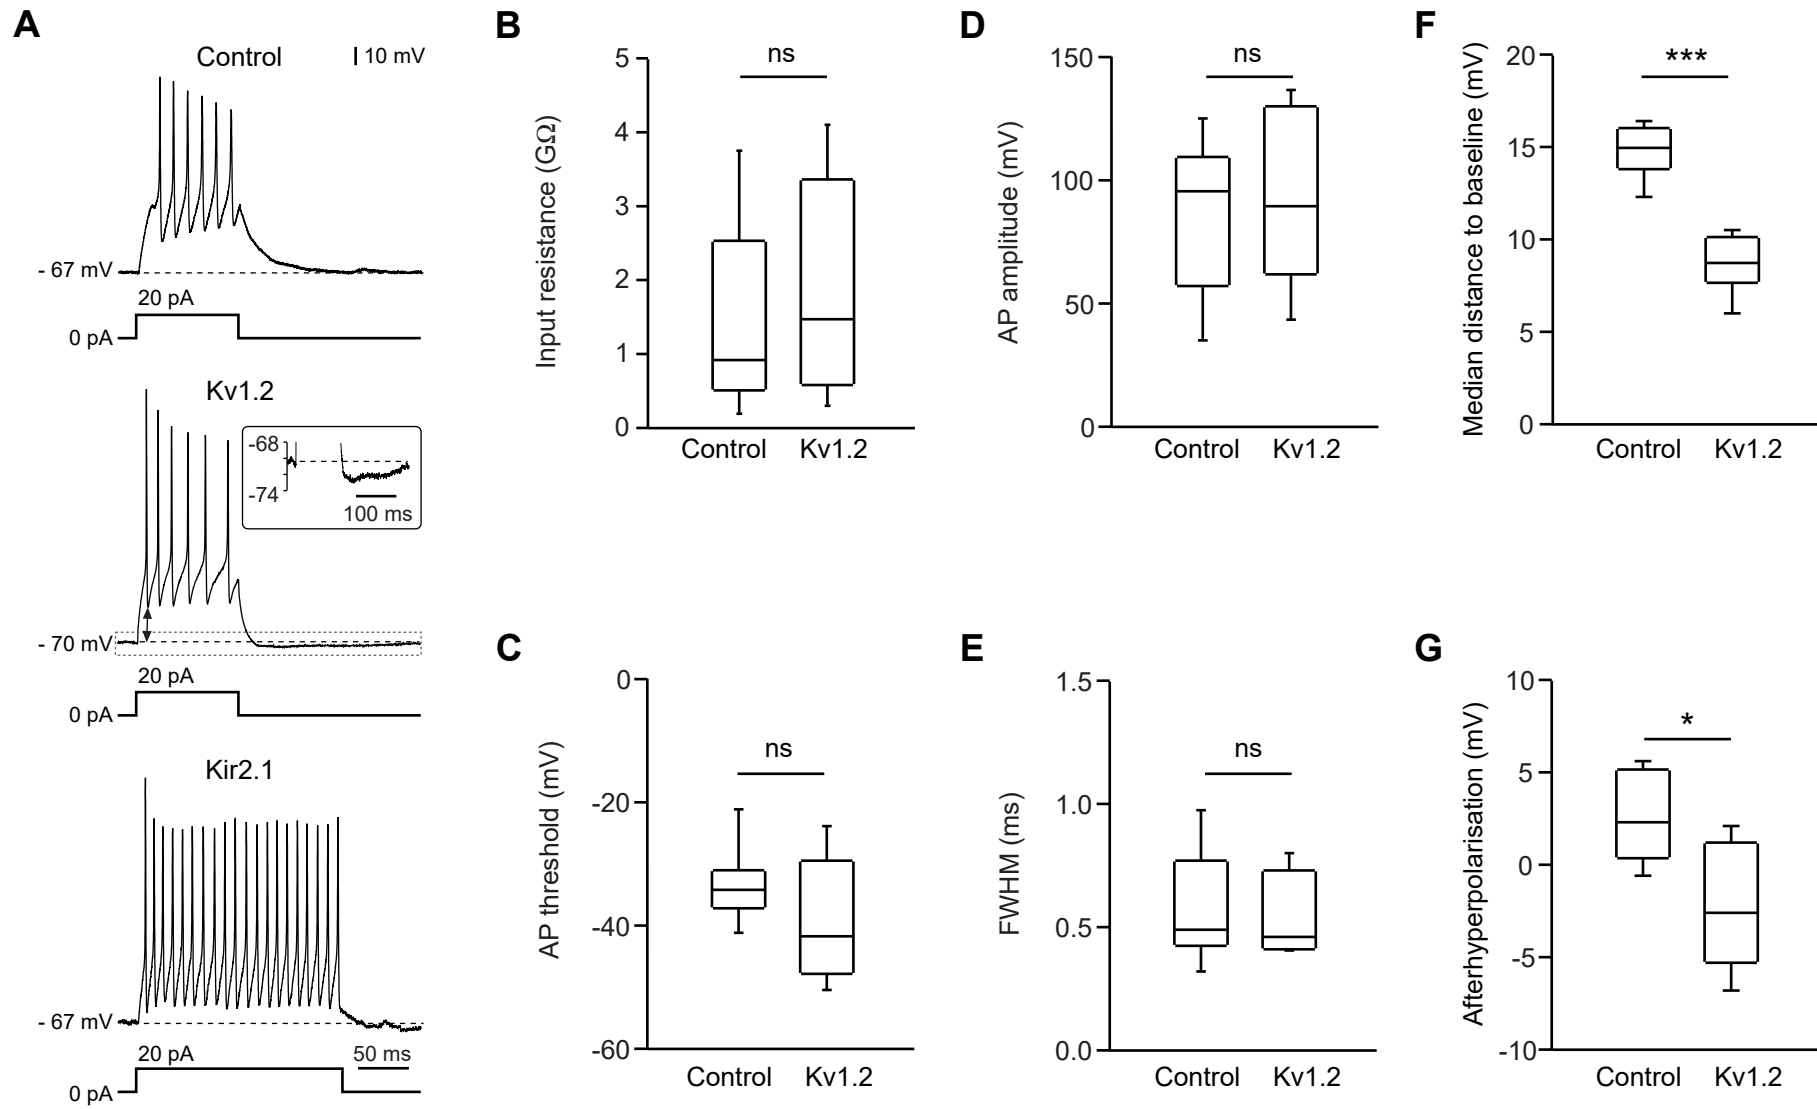

Fig. S3

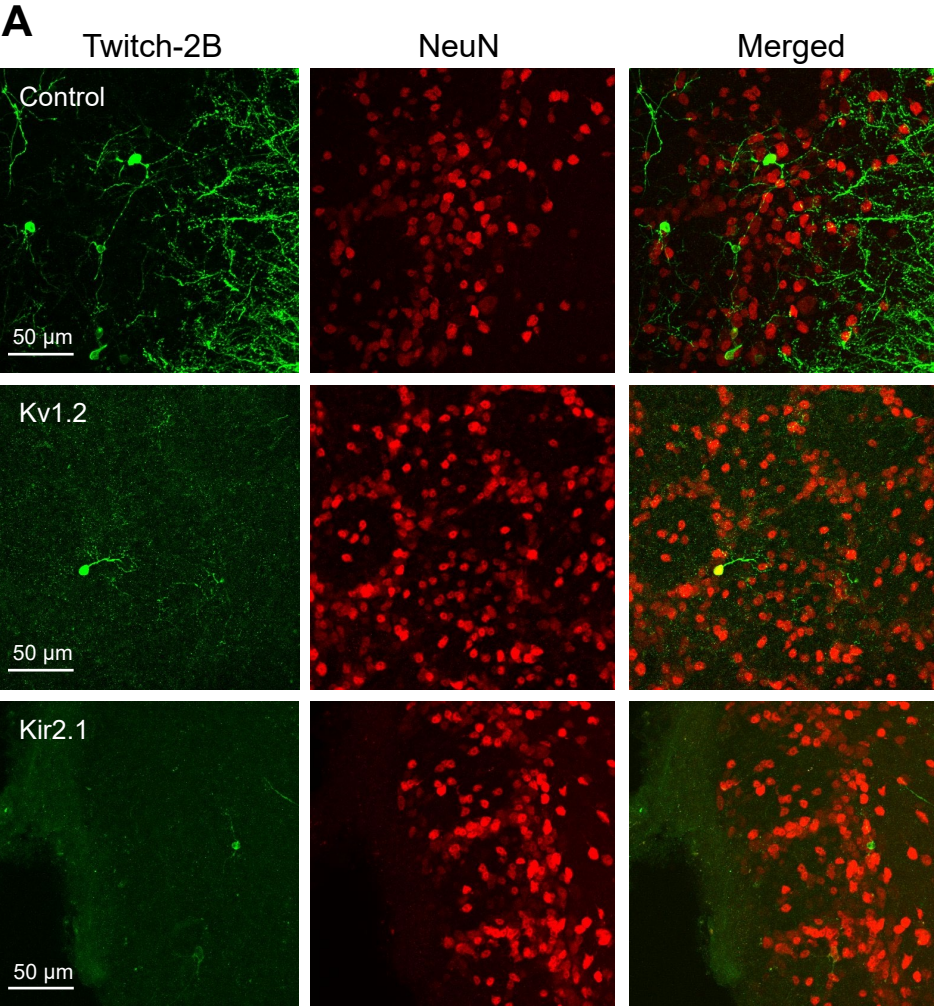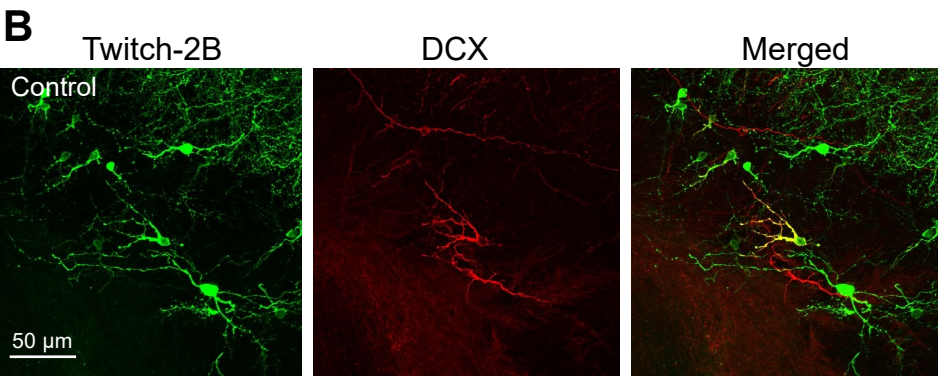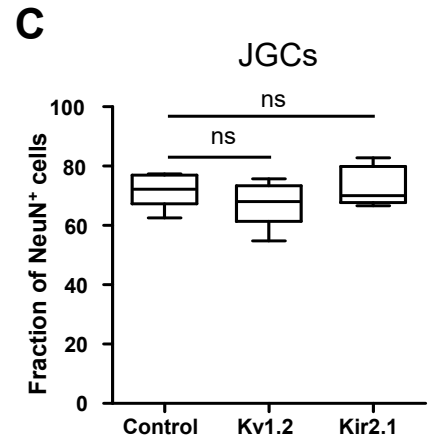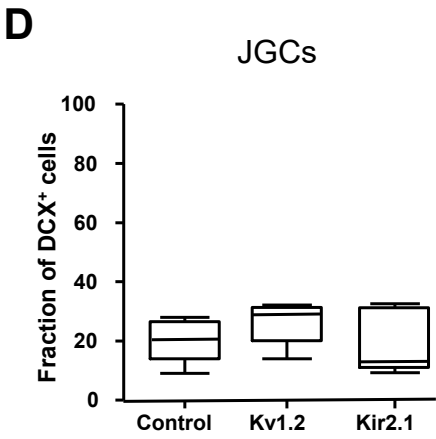

Fig. S4

A

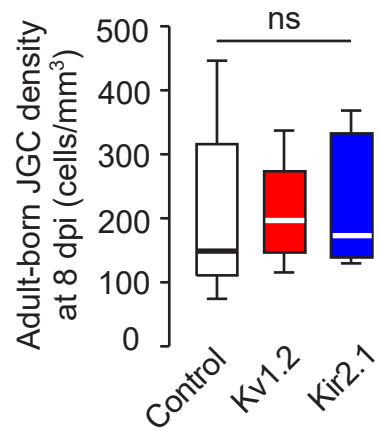

B

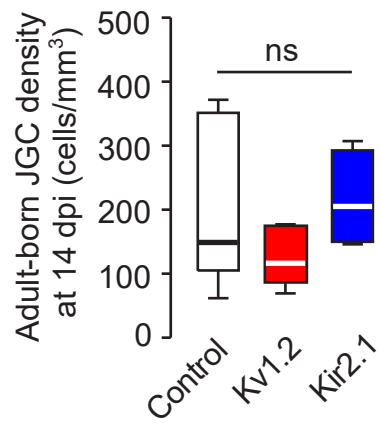

Fig. S5

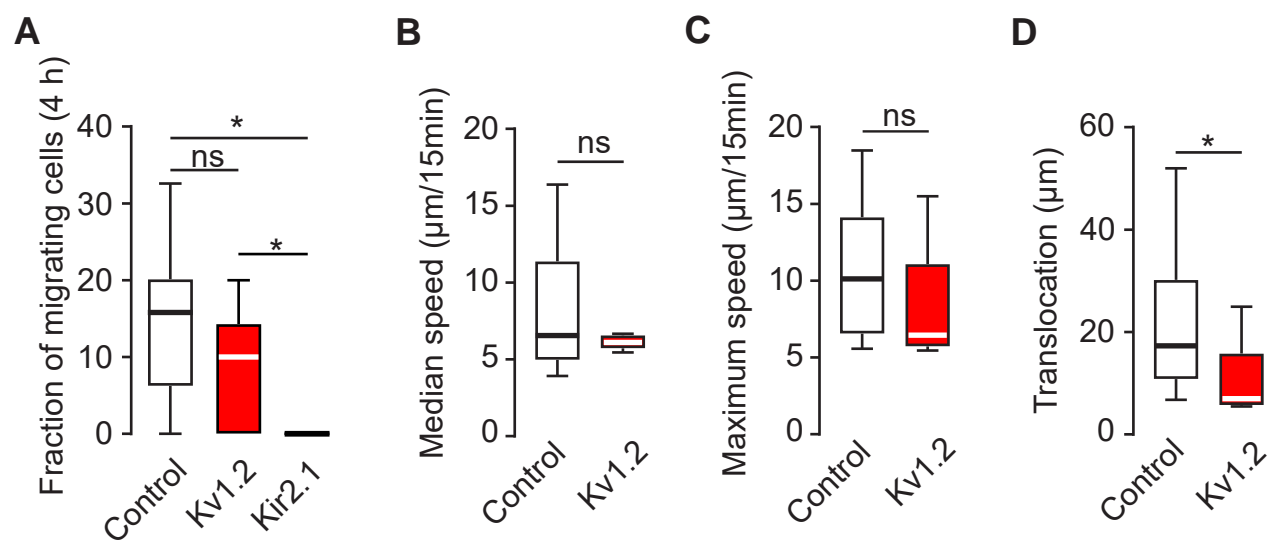

Fig. S6

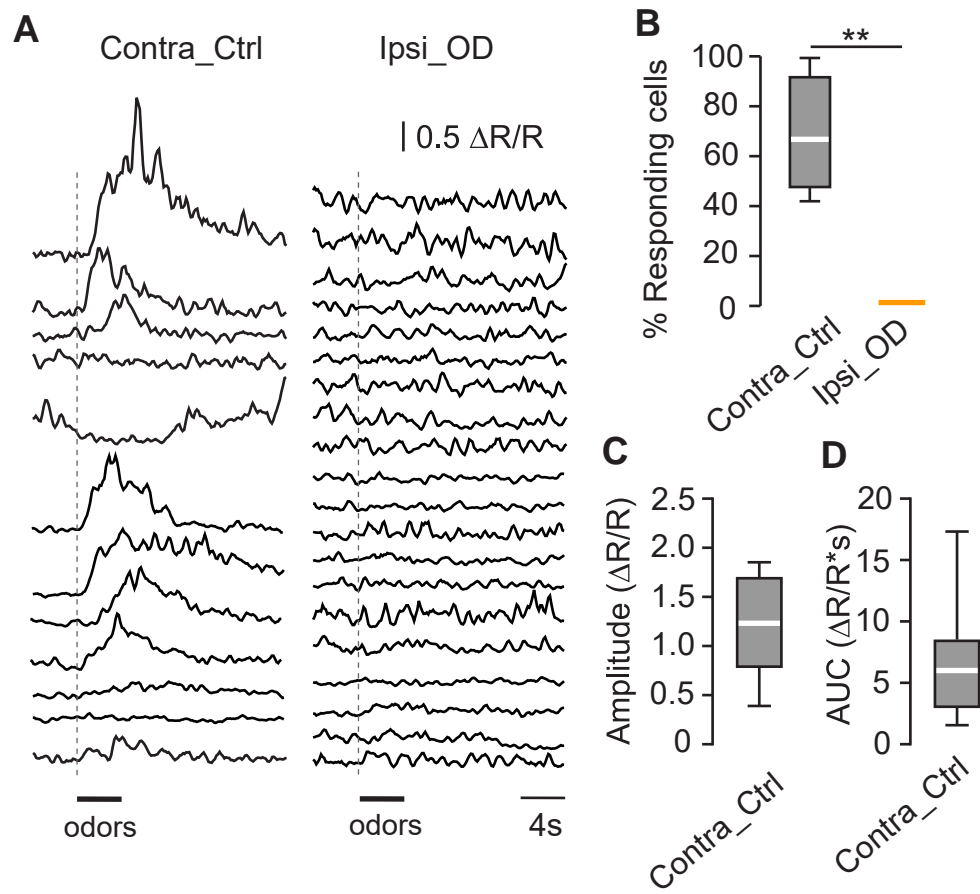

Fig. S7

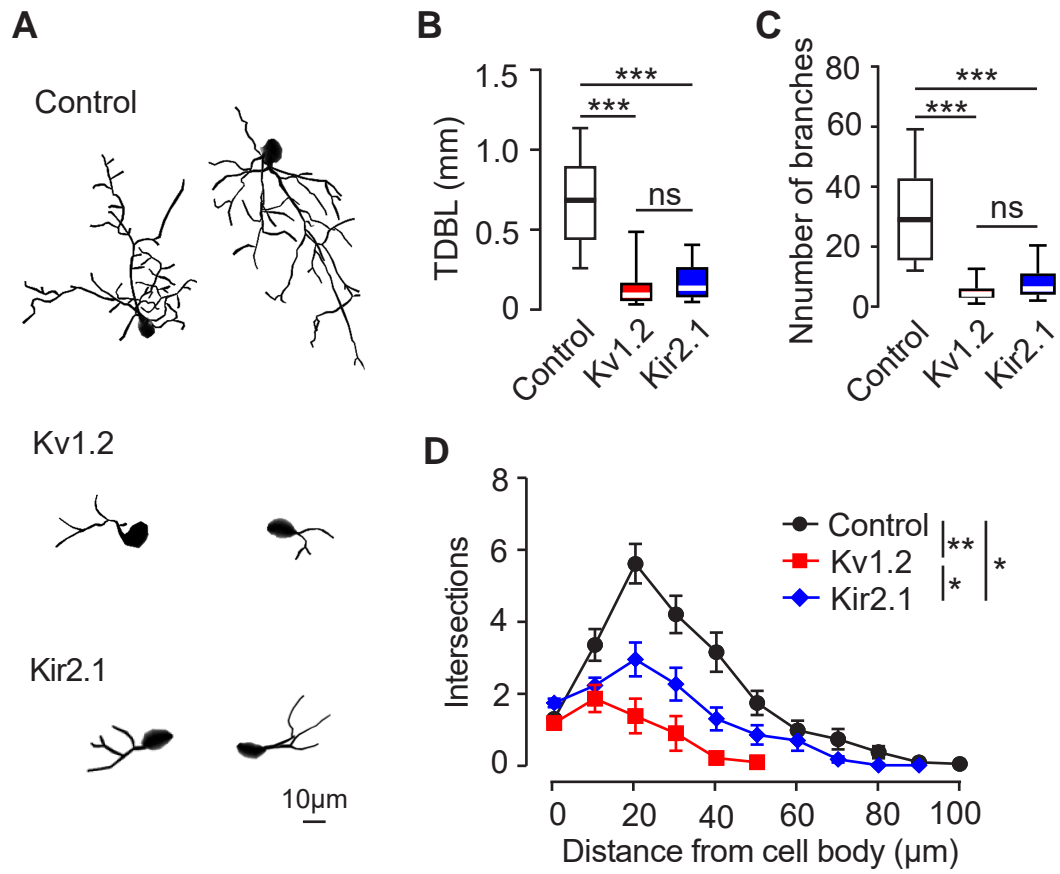

Fig. S8

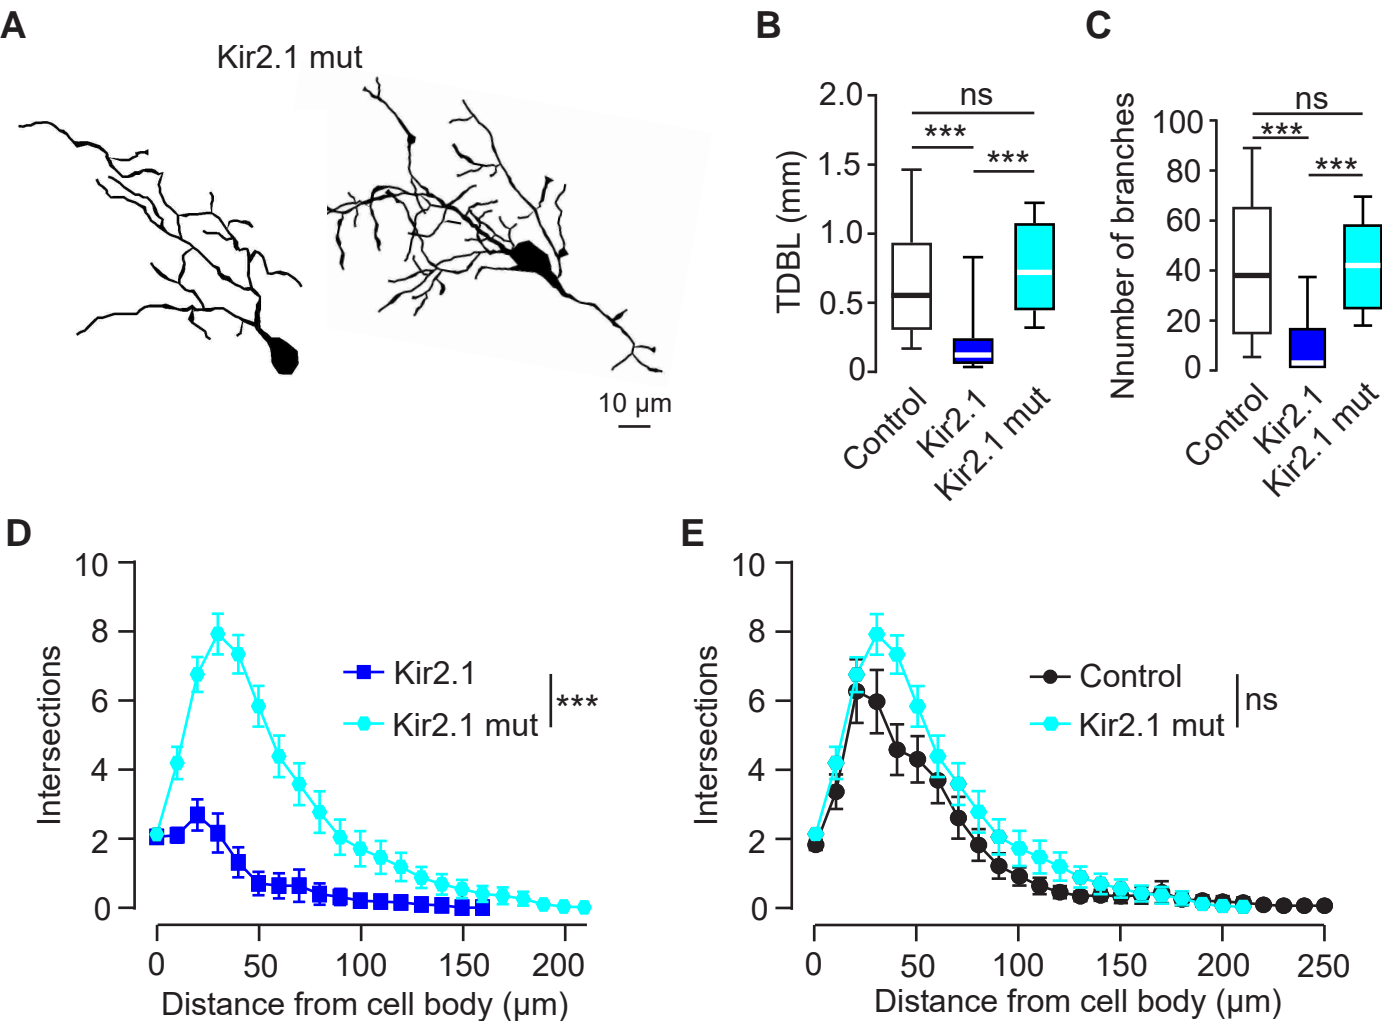

Fig. S9

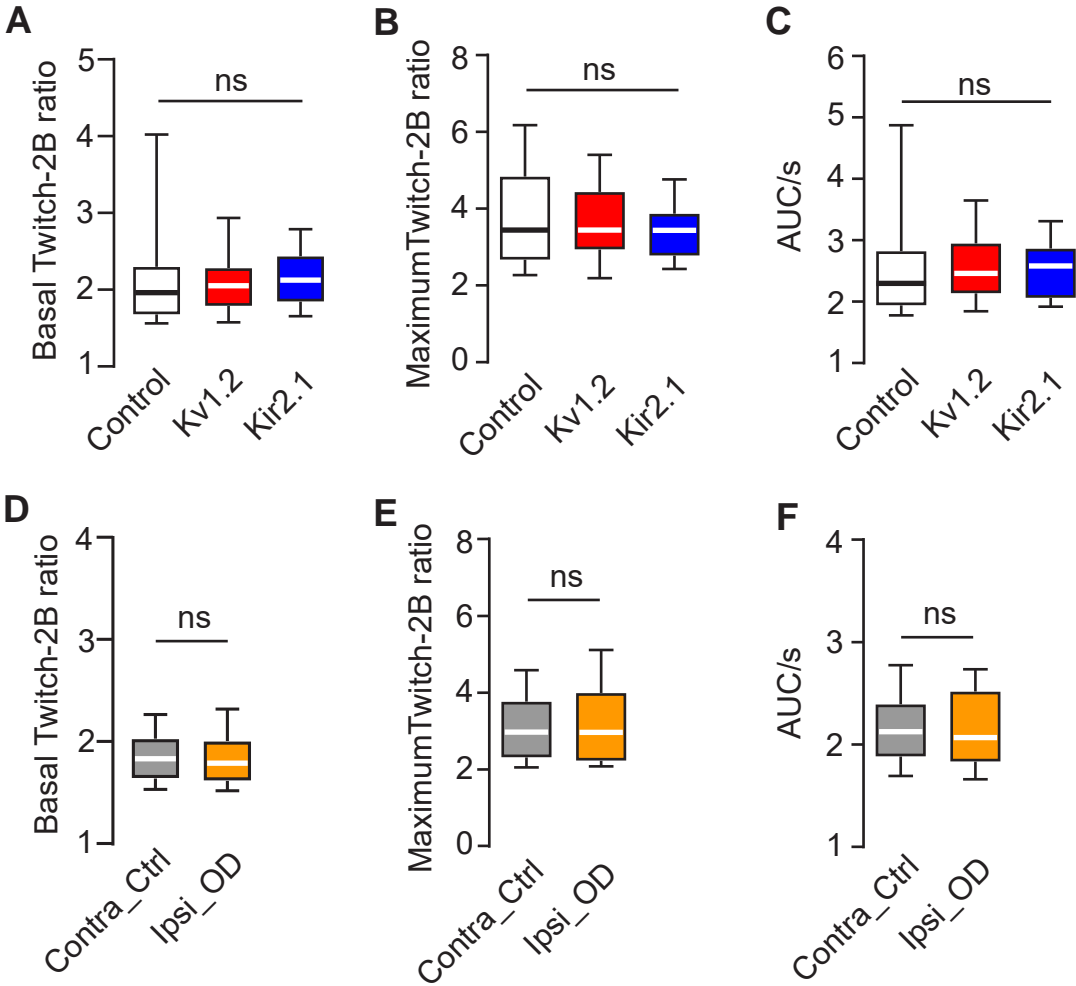

Fig. S10

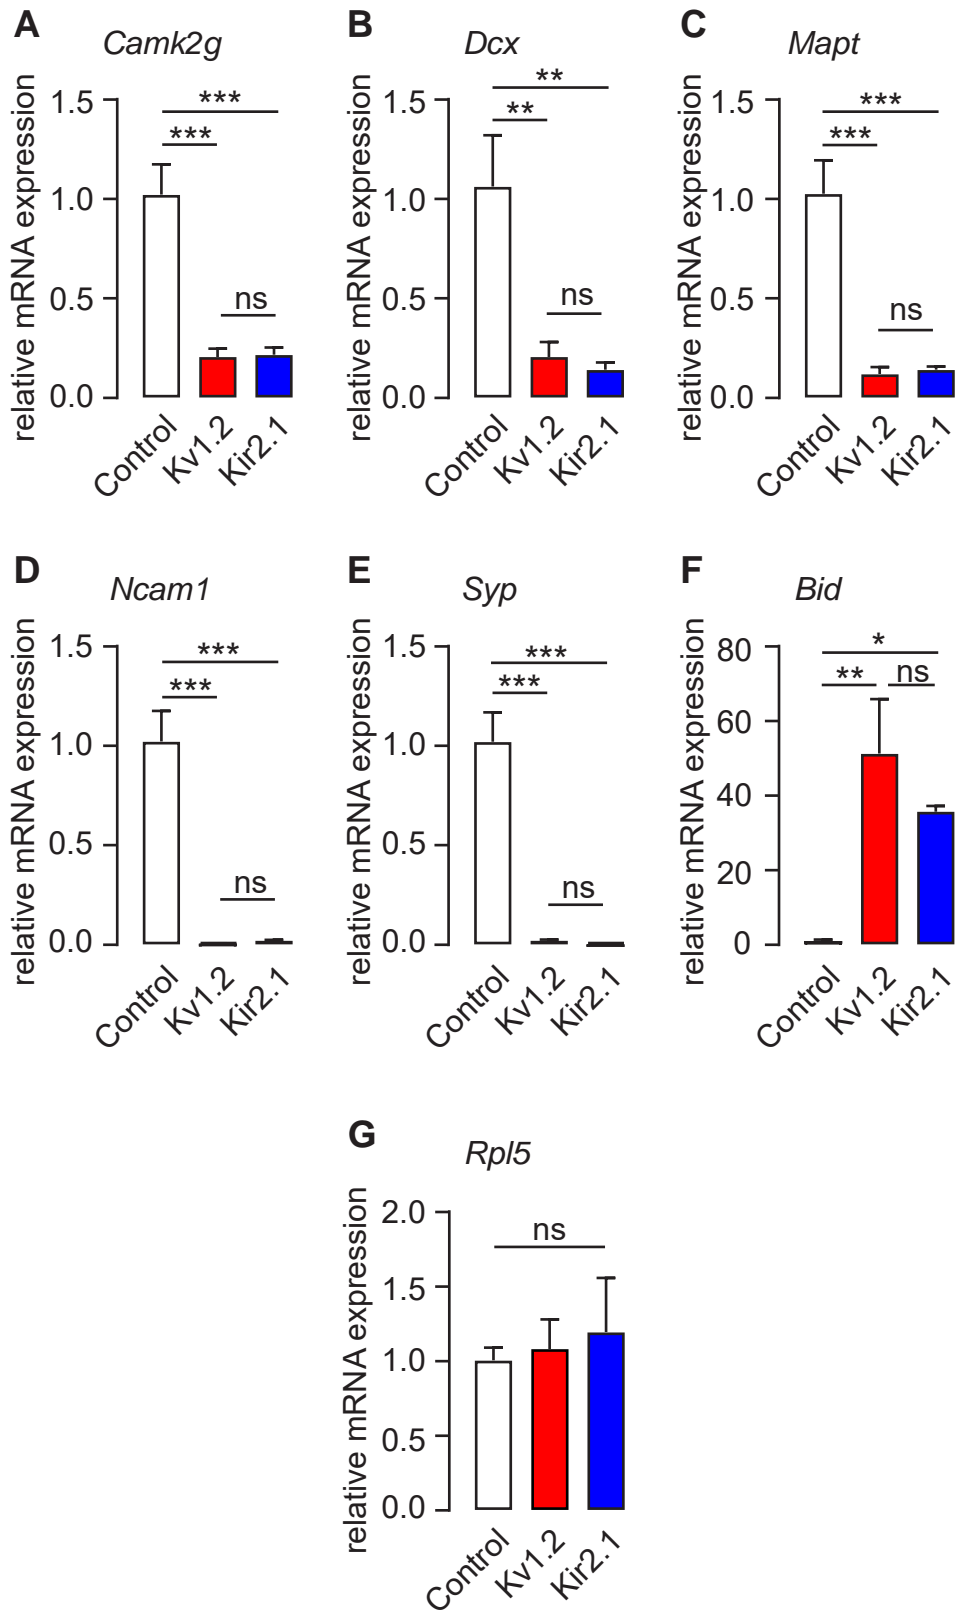

Fig. S11

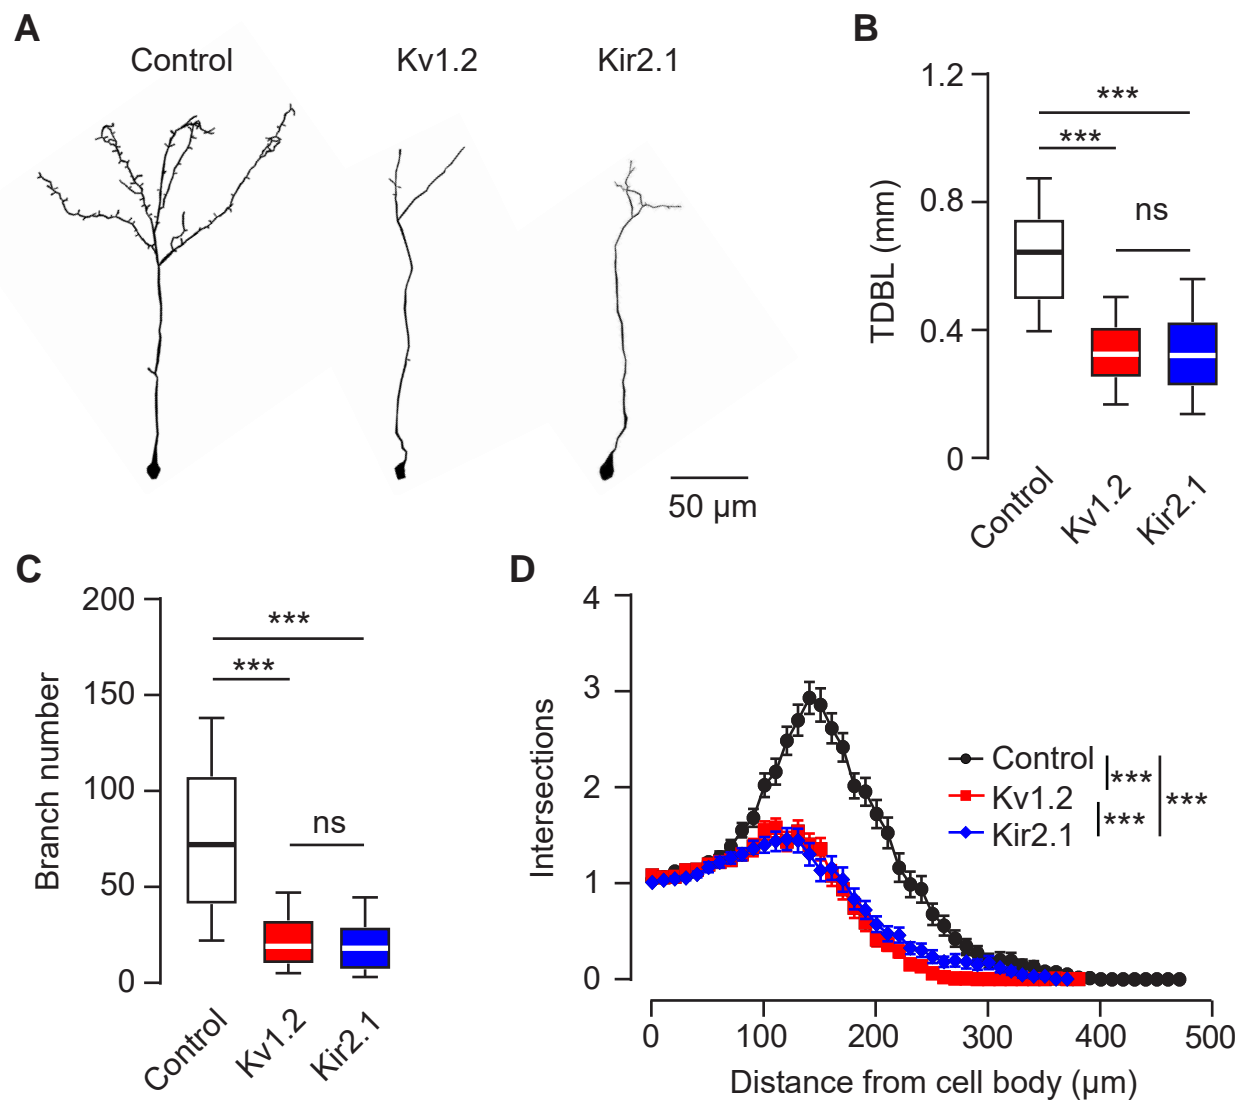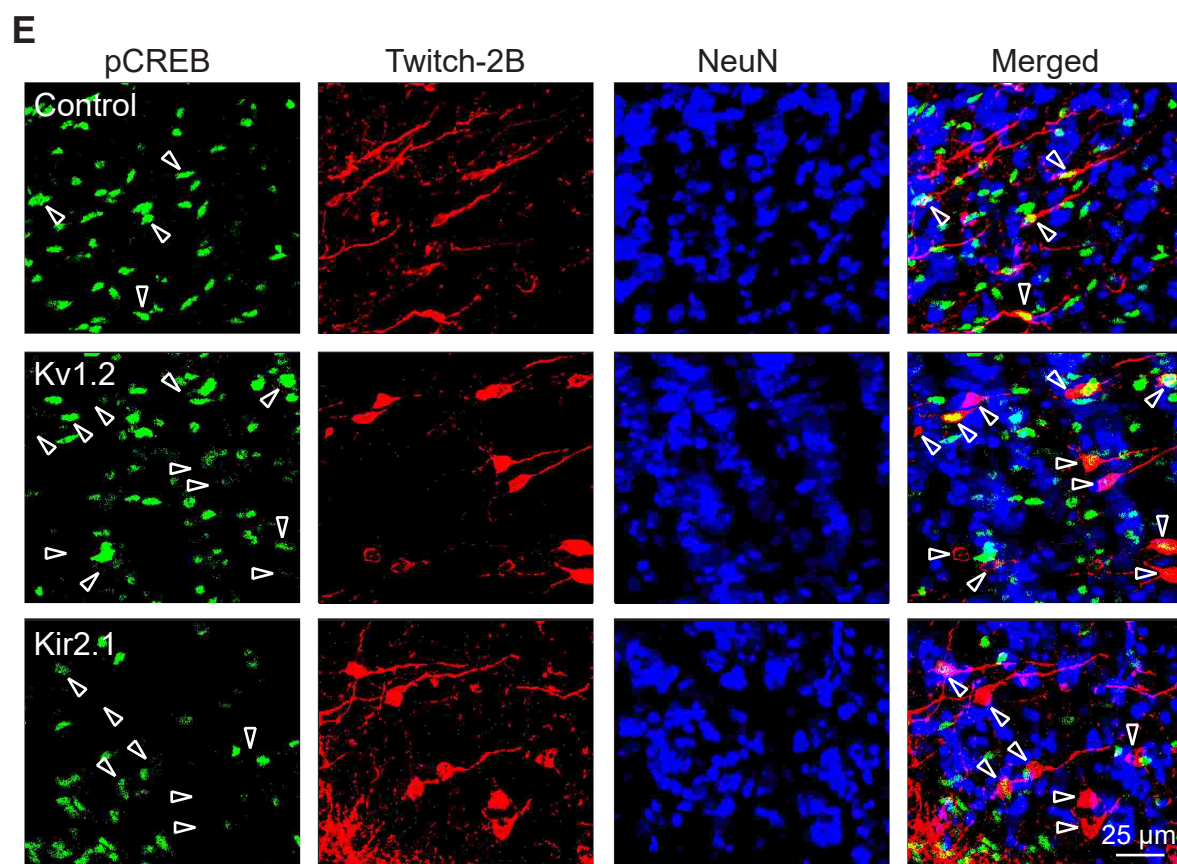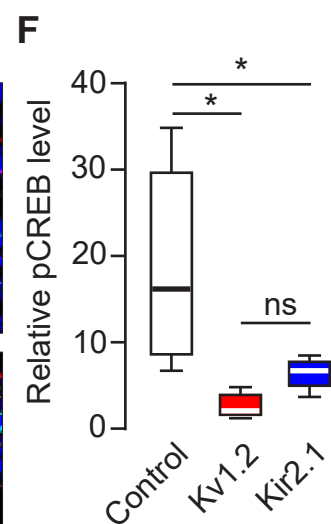

Fig. S12

A

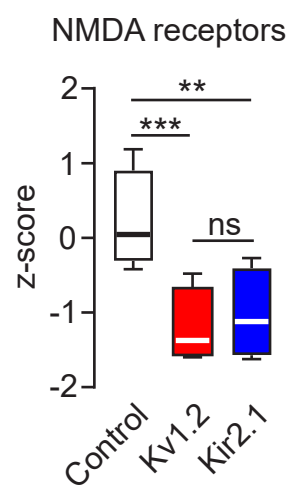

B

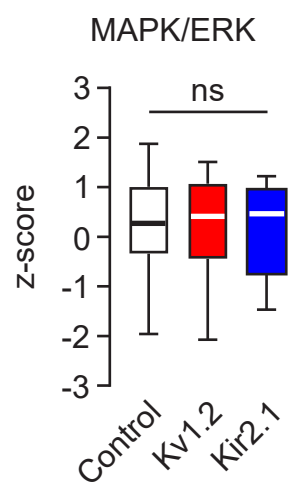

**Supplement:** Supplementary file 1 — Supplementary file1

How the deposited data were processed for this re-analysis (not part of the article)

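RNA-seq of Twitch-2B-positive adult-born cells sorted from the mouse olfactory bulb was analysed in 6 libraries, with 2 each for the control, Kv1.2 and Kir2.1 groups, all taken 9 days after the injection of the virus. Each library pooled cells of 2 mice, and samples were assigned to groups and replicates by their labels, which match the groups and numbers of the paper. According to the paper's methods and the submitters' processing notes, the authors trimmed reads, aligned them to Ensembl GRCm38 with STAR 2.7.0f, filtered alignments with SAMtools 1.9, counted reads per gene with Subread 1.6.4 and tested them with edgeR 3.24.3 in R 3.5.2. The authors deposited whole-number counts of reads per gene for 55573 genes, without normalization, and these counts were the input of all tests. Counting with strand is not given in the sources used here and the library protocol does not mark strand, so overlapping and antisense genes share reads, and so can genes with near-identical copies, such as Bcl2a1a and the hemoglobin genes. The authors also deposited tables of their 2 comparisons, each with a log2 fold change, a p-value and an FDR per gene, which were used only for the checks that name them. A further deposited table holds a signal per gene and library, the raw count scaled by the authors to the TMM effective library size, and it entered no test. Deposited FPKM and TPM tables were not used.

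All values were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 2 libraries were kept (12275 genes). The 6 libraries were fitted together by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with TMM scaling, and 4 contrasts were tested, namely Kv1.2 against control, Kir2.1 against control, the mean of both channel groups against control, and Kir2.1 against Kv1.2. A p was adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The standard error given with a gene's log2 fold change is the size of that change divided by the square root of the test's F statistic. It restates the test and does not give an interval for the change. With 2 libraries per group the 3 groups share one estimate of the spread. Levels of lists are means of log2 CPM with a prior count of 2, and single genes are given as CPM of the TMM-scaled library size. Lists of genes were tested with camera at a preset correlation of 0.01, with an estimated correlation as an alternative, and with fry, whose p asks whether a list moves one way on balance and does not compare it with other genes. Camera and fry p-values were adjusted over all lists and both comparisons with the control. Where a group held 0 counts of a gene, its fold is a lower bound against a floor of 3 counts over the group, and with 1 to 3 counts it is a ratio with a 95% interval of the counts. Both cover counting error only, since amplified reads are not independent molecules. Shares of counts and CPM rest on 8871595 to 13632970 counts per library.

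There were 47 lists, fixed before the data were examined together with the groups, the tests and all alternatives not named as later additions. Of these, 10 were the paper's, from its Tables S1 and S2, 19 were markers of cell types that the sort could hold, and the rest were pathways and signs of RNA quality. Lists of fibroblasts and of ependymal and choroid plexus cells had fewer than 2 members above the count minimum, which left 45 lists tested. The genes named in the text are those the paper names, genes past the threshold in either comparison with the control (there were 0), and up to 4 members of each list with the smallest p. The paper's tables, with their fold changes, had been seen when this rule was written. The 3 genes past the threshold over both channel groups, and C1qb, were named after their values were seen. Results of some genes that this rule names are not reported here. Symbols were matched to the Ensembl gene identifiers of the count table, and 676 of 676 genes looked up had coordinates in the GRCm38 annotation. As alternatives, the results were recomputed with DESeq2, RLE scaling, library size only, no count minimum, edgeR's filterByExpr, the likelihood ratio test, only the compared groups in the fit, the replicate number as a block, other readings of the 2-fold rule and each library left out in turn. The count minimum was applied again to the libraries kept. A gene under 1 CPM in every channel library thus dropped out when either control library was left out, and lists lost such members. A minimum of 1 CPM in 5 libraries and a count from the deposited tables were added after the data were seen.

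The steps were tested on simulated data drawn from the means, spread and sizes of these libraries. Over 12275 genes and 5 simulations, the quasi-likelihood test recovered 1.60% of 4-fold changes in the Kv1.2, 0% in the Kir2.1 and 0.800% in the pooled comparison at an adjusted p under 0.05. Of 64-fold changes it recovered 35.2% in the Kir2.1 and 42.0% in the pooled comparison. With a low spread of 0.1 it recovered 75.6% of 4-fold changes in the Kv1.2 comparison. Camera called a lowered list in 5 of 5 simulations of each comparison, and a random list in 0 of 5, 0 of 5 and 1 of 5 in the Kv1.2, Kir2.1 and pooled comparisons. Each gene was drawn independently of the others. These simulations therefore cannot show how camera at its preset correlation behaves on lists whose members vary together. Similarity of both comparisons was set against 20 simulations of unchanged groups that share simulated controls, again with each gene drawn independently. The replicates are pools of different mice, no pair of libraries held identical counts, and no batch is named in the labels or the paper.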

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

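Tests chosen only after the result was seen are the astrocyte markers minus the microglia markers, the number of genes detected by channel group, and the microglia and apoptosis lists set side by side in single comparisons. Some lists that the paper does not discuss were higher in a channel group than in the control, and some differed between the channel groups. Members of the microglia list had a median log2 fold change of 1.36 (camera, adjusted p = 4.09e-07, or 0.458 with an estimated correlation) in the Kv1.2 and 1.14 (camera, adjusted p = 4.69e-06, or 0.483 with an estimated correlation) in the Kir2.1 group, and without control replicate 2 the medians were 0.45 and 0.32 and both calls were lost, while they were 3.15 and 3.26 without control replicate 1 and the second was 0.58 without Kir2.1 replicate 2. Genes of microglial activation had 2.21 (camera, adjusted p = 6.51e-07, or 0.252 with an estimated correlation) in the Kv1.2 and 0.99 (camera, adjusted p = 0.00193, or 0.373 with an estimated correlation) in the Kir2.1 group, and in the latter 0.19 without control replicate 2, where the call was lost, while without control replicate 1 the medians were 7.11 and 3.88. The interferon-stimulated genes had 2.25 (camera, adjusted p = 5.04e-04, or 0.224 with an estimated correlation) in the Kv1.2 group, or 3.49 without Kv1.2 replicate 2. For lymphocyte markers the value in the Kv1.2 group was 10.63 (camera, adjusted p = 0.00263, or 0.252 with an estimated correlation), over 2 genes tested of 10, and 8.72 with genes of a group at 0 at their bound. Border-associated macrophage markers had 4.58 (camera, adjusted p = 0.0107, or 0.344 with an estimated correlation) in the Kir2.1 group, over 4 genes, with the call lost without control replicate 2 (median 5.33) or Kir2.1 replicate 1 (2.04) and a median of 8.83 without control replicate 1.

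In the direct test of Kir2.1 against Kv1.2, where every adjusted p was 0.660 with an estimated correlation, 6 lists passed camera. The median was 4.79 for border-associated macrophages (camera, adjusted p = 0.0247) and −0.53 for cytosolic ribosomal proteins (camera, adjusted p = 4.72e-05). It was −1.49 for the interferon-stimulated genes (camera, adjusted p = 0.00921) and −1.21 for microglial activation genes (camera, adjusted p = 0.00238). Lymphocytes had −9.55 (camera, adjusted p = 0.00203), and monocytes and neutrophils −9.29 (camera, adjusted p = 0.0200), over 2 and 3 genes tested.

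Neuronal transcripts were lower in all 4 channel libraries than in both control libraries, with a median log2 fold change of −6.63 for markers of neurons in general over both channel groups. What was set in advance for a lower share of neurons was met, since the 3 neuronal lists lay below 0 and camera called 1 list of another cell type higher (microglia). In the single comparisons all list calls were lost with an estimated correlation, and the microglia call also without control replicate 2. As the only change, a lower share of neurons would raise markers of all other types alike. The mean log2 CPM of the astrocyte markers minus that of the microglia markers was −7.95 (standard error 2.12) in the channel libraries minus the control. This difference of markers was −4.71 and −0.50 in the control libraries and −11.27 to −10.19 in the channel libraries. Camera called 4 lists lower, namely astrocytes (15 genes tested), olfactory ensheathing glia (2), oligodendrocytes (5) and their precursors (2). The tables also argue against gene length, since 0% of 10000 lists matched on length had a median as low (their central 95% ran from −1.53 to 0.71), and the planned test went against a lower complexity of the channel libraries as a whole, since 2 of them had at least as many genes at a common depth as the lower control library, but by group these were 2 Kir2.1 and 0 Kv1.2 libraries (24502 and 16976 in the Kir2.1, 14181 and 15138 in the Kv1.2 and 20853 and 16441 genes in the control libraries). Control replicate 1 and Kir2.1 replicate 1 held 8.46% and 8.22% of their counts in microglia markers, yet 0.0991% and 0.0171% in neuronal markers. An effect of the channels on neuronal transcripts as the only change would leave astrocyte markers at their control level. Their mean log2 CPM was 5.45 and 6.74 in the control and at most 0.43 in the channel libraries. These values argue against it as the only change. Whether such an effect was present as well stays open. A gain of microglia together with a loss of neurons and other glia among the sorted cells also stays open as a hypothesis. So does a lower complexity for the Kv1.2 group. The labels could not be checked by the transcripts of the channels.

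The apoptosis list of the paper was higher in the channel libraries, and one hypothesis is that more myeloid cells were among the sorted cells, although the list shares 0 genes with the microglia list. The median of the microglia list minus that of the apoptosis list was 0.28 (standard error 0.812) over both channel groups, while in the single comparisons the microglia list was the lower one, at 1.36 against 1.52 in the Kv1.2 and 1.14 against 1.40 in the Kir2.1 group, so this is left open. In the Kir2.1 group the medians were 0.32 (call lost) against 1.56 (call kept) without control replicate 2, 3.26 against 2.32 without control replicate 1 and 0.58 against 1.35 without Kir2.1 replicate 2, and in the Kv1.2 group 0.45 against 0.55 without control replicate 2, where both calls were lost, 3.15 against 2.46 without control replicate 1, 1.30 against 0.86 without Kv1.2 replicate 1 and 1.32 against 1.14 without Kv1.2 replicate 2, where the apoptosis call was lost. A rise of apoptotic transcripts in neurons also stays open, since counts of sorted pools do not say which cells a transcript came from, and Bcl2a1a, the gene of the list with the smallest p, is expressed by myeloid cells and protects them from cell death. The sort on Twitch-2B fluorescence was meant to remove unlabelled cells of other types, and C1qb, the most abundant transcript of the microglia list, singled out after its values were seen, had a CPM of 17458 and 2483 in the control, 38990.4 and 34469 in the Kv1.2 and 13012 and 27328 in the Kir2.1 libraries.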

How the results depend on the processing

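The settings that were added after the data were seen are a minimum of 1 CPM in 5 libraries, which left 6226 genes, and the count of genes past p in both deposited tables, 652. The number of genes past an adjusted p of 0.05 depended most on the test. With edgeR's quasi-likelihood test it was 0, 0, 3 and 0 in the Kv1.2, Kir2.1, pooled and Kir2.1 against Kv1.2 comparisons, with DESeq2 1307, 989, 1228 and 644, with the likelihood ratio test 723, 225, 1097 and 68, and without a count minimum, over 39646 genes, 138, 122, 263 and 27. At an unadjusted p under 0.05 the quasi-likelihood test had 1479, 1154, 1642 and 746 genes. Genes called by both DESeq2 and the likelihood ratio test numbered 632, 224, 897 and 68, and DESeq2 gave no adjusted p to 1428, 1904, 1190 and 2142 genes. Leaving out 1 library gave 0 to 3, 0 to 11, 0 to 37 and 0 genes, with the highest counts of the first 3 without control replicate 1, and a group left with 1 library was assumed to vary like the others. Scaling moved the median of all genes from −0.12, 0.04 and −0.19 (Kv1.2, Kir2.1 and pooled, TMM) to −0.21, 0 and −0.26 with RLE and −0.15, 0.26 and −0.10 with library size only. The genes with an unadjusted p under 0.05 split into 456 higher and 653 lower in the Kir2.1 comparison with library size only. With DESeq2 the splits were 760 and 1684 in the Kv1.2, 841 and 1323 in the Kir2.1 and 934 and 1526 in the pooled comparison, where the quasi-likelihood test gave 350 and 1292. Genes below the count minimum, among them Camk4, Crtc1 and Bcl2, were tested only in the setting without it.

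The count of genes over 2-fold at an unadjusted p under 0.05, 1642, was 3822 without a count minimum, 2575 with the likelihood ratio test and 687 to 1463 with 1 library left out, the lowest without control replicate 2. Read as a fold without a p, the 2-fold rule gave 7571 genes over the pooled groups, 4747 in both comparisons and 9700 in either. With p in both comparisons it gave 651, and with an adjusted p 3 over the pooled groups and 0 in either comparison. These readings ask for different numbers of tests to be passed by construction.

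Replicate numbers were not found to pair the libraries, since the deviations of same-numbered libraries from their group means correlated at 0.0131, −0.0401 and −0.00280 between the groups, so the number marks no known shared day or animal. With the replicate number as a block the gene counts were 0, 0, 9 and 0, in the order given before, and the count by the 2-fold rule was 1213. In that fit the lists whose value crossed 0 or the threshold had the following medians, namely anti-apoptotic genes (Kv1.2) −0.00452, border-associated macrophages (Kv1.2) 0.15, Ca2+/CaMKII (Kir2.1) −3.22, erythrocytes (Kir2.1) 2.18, housekeeping genes (Kir2.1) −0.0588, NMDA receptors (Kir2.1) −4.25, nuclear noncoding RNAs (Kir2.1) 0.0756, olfactory ensheathing glia (Kv1.2) −5.82, oligodendrocytes (Kir2.1) −4.26, p53 target genes (Kir2.1) −0.27.

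Camera with its preset correlation called 6 and 6 lists of the paper lower and 1 and 1 higher in the Kv1.2 and Kir2.1 comparisons, and 15 and 14 other lists lower and 4 and 3 higher. With a correlation estimated for each list all of these calls were lost (0 lists in each class and comparison). The estimate rests on the few degrees of freedom that 6 libraries in 3 groups leave, so hardly any list could pass. A call lost in this setting therefore speaks neither for nor against a list. Fry called 2 and 3 of the paper's lists lower and 0 and 0 higher, and 4 and 4 other lists lower and 0 and 0 higher. The median log2 fold changes of the lists concerned are the same in each of these tests. They were, in Kv1.2 and Kir2.1 where both are given, apoptotic process 1.52 and 1.40, astrocytes −8.35 and −7.08, border-associated macrophages 4.58 (Kir2.1), Ca2+/CaMKII −4.93 and −3.45, cytosolic ribosomal proteins −0.60 (Kir2.1), dendrite and synapse formation −5.44 and −3.01, dendritic morphogenesis −7.28 and −6.04, glutamate and GABA receptor genes −8.13 and −5.80, interferon-stimulated genes 2.25 (Kv1.2), K+ channel genes −7.48 and −4.86, lymphocytes 10.63 (Kv1.2), microglia 1.36 and 1.14, microglial activation genes 2.21 and 0.99, mitochondrially encoded genes −3.08 and −3.15, mitral and tufted cells −8.98 and −7.46, neuroblast migration −5.65 and −3.52, neuroblasts and immature neurons −4.51 and −5.74, neuronal differentiation −7.39 and −6.15, neuronal migration −7.40 and −6.50, neurons in general −7.22 and −5.22, NMDA receptors −6.69 and −4.49, olfactory bulb GABAergic interneurons −3.87 and −4.36, olfactory ensheathing glia −6.44 and −8.48, olfactory sensory neurons −12.62 and −10.46, oligodendrocyte precursors −8.45 (Kv1.2), oligodendrocytes −7.98 and −2.65, pCREB-driven IEGs −9.26 and −6.52, voltage-gated Na+ and Ca2+ channel genes −5.46 (Kv1.2). With 1 library left out, the paper's lists called higher in the Kv1.2 comparison numbered 0 to 1, its lists called lower in the Kir2.1 comparison 3 to 6 and other lists called higher in the Kir2.1 comparison 1 to 3.

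Other settings changed the following list medians or calls, and the other lists kept their direction and their side of the threshold. With DESeq2, a call was gained for activity-dependent immediate early genes (Kv1.2) −5.52, and the median changed sign or size without a call for anti-apoptotic genes (Kv1.2) −0.0648, cytosolic ribosomal proteins (Kv1.2) −0.0496, housekeeping genes (Kir2.1) −0.0149, and the camera call was lost for Ca2+/CaMKII (Kir2.1) −3.48, oligodendrocyte precursors (Kv1.2) −8.55, pCREB-driven IEGs (Kir2.1) −6.60. With RLE scaling, the median changed sign or size without a call for anti-apoptotic genes (Kv1.2) −0.0658, cytosolic ribosomal proteins (Kv1.2) −0.0497, housekeeping genes (Kir2.1) −0.0147. With library size only, the median changed sign or size without a call for anti-apoptotic genes (Kv1.2) −0.0228, Ca2+ to CREB signaling (Kir2.1) 0.32, core ERK cascade (Kir2.1) 0.0188. Without a count minimum, a call was gained for activity-dependent immediate early genes (Kir2.1) −2.60, activity-dependent immediate early genes (Kv1.2) −5.18, cytosolic ribosomal proteins (Kv1.2) 0.31, dividing progenitors (Kv1.2) 2.14, voltage-gated Na+ and Ca2+ channel genes (Kir2.1) −3.65, and the median changed sign or size without a call for anti-apoptotic genes (Kv1.2) −0.0775, border-associated macrophages (Kv1.2) 0.0477, Ca2+ to CREB signaling (Kir2.1) 0.16, monocytes and neutrophils (Kv1.2) 2.25, p53 target genes (Kir2.1) −0.38, p53 target genes (Kv1.2) −0.41, pericytes and smooth muscle (Kir2.1) 0.0983, pericytes and smooth muscle (Kv1.2) −0.26, and the camera call was lost for olfactory ensheathing glia (Kir2.1) −5.20, olfactory ensheathing glia (Kv1.2) −5.78, oligodendrocytes (Kv1.2) −3.01. With only the compared groups in the fit, the median changed sign or size without a call for anti-apoptotic genes (Kv1.2) −0.0480, cytosolic ribosomal proteins (Kv1.2) −0.0197, factors interacting with CREB (Kir2.1) −0.33, housekeeping genes (Kir2.1) −0.00412, interferon-stimulated genes (Kir2.1) −0.0189, and the camera call was lost for Ca2+/CaMKII (Kv1.2) −4.45, olfactory ensheathing glia (Kv1.2) −6.54, and a call was gained for dividing progenitors (Kv1.2) 1.81. With the likelihood ratio test, a call was gained for activity-dependent immediate early genes (Kv1.2) −5.42, voltage-gated Na+ and Ca2+ channel genes (Kir2.1) −3.67, and the camera call was lost for oligodendrocytes (Kir2.1) −2.65. The causes were not tested.

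The count minimum was applied again each time a library was left out, so the members of a list that were tested could differ. Leaving out 1 library in turn changed the call or sign of some lists. Their lowest and highest medians were activity-dependent immediate early genes from −9.002 to −2.88 (Kv1.2), anti-apoptotic genes from −0.87 to 0.64 (Kv1.2), apoptotic process from 0.55 to 2.46 (Kv1.2), border-associated macrophages from −2.74 to 0.33 (Kv1.2) and from 2.04 to 8.83 (Kir2.1), Ca2+ to CREB signaling from −2.28 to −0.46 (Kv1.2) and from −2.95 to 0.11 (Kir2.1), Ca2+/CaMKII from −5.90 to −3.06 (Kv1.2) and from −6.99 to −2.23 (Kir2.1), core ERK cascade from −2.07 to −0.76 (Kv1.2), CRTC1 and calcineurin from −0.37 to 0.74 (Kir2.1), cytosolic ribosomal proteins from −0.28 to 0.23 (Kv1.2), dividing progenitors from 1.60 to 3.29 (Kv1.2) and from −0.60 to 0.89 (Kir2.1), endothelial cells from −0.45 to 1.69 (Kir2.1). The range was erythrocytes from −5.70 to 7.67 (Kv1.2) and from −1.83 to 10.15 (Kir2.1), factors interacting with CREB from −2.04 to 0.18 (Kv1.2) and from −1.53 to 1.65 (Kir2.1), housekeeping genes from −0.94 to 0.12 (Kir2.1), interferon-stimulated genes from −0.00824 to 1.50 (Kir2.1), lymphocytes from −1.23 to 2.31 (Kir2.1), MAPK/ERK from −0.46 to 0.65 (Kv1.2), microglia from 0.45 to 3.15 (Kv1.2) and from 0.32 to 3.26 (Kir2.1), microglial activation genes from 0.19 to 3.88 (Kir2.1), mitral and tufted cells from −10.15 to −8.26 (Kv1.2) and from −8.01 to −7.09 (Kir2.1), monocytes and neutrophils from −5.09 to 6.04 (Kv1.2), neuroblasts and immature neurons from −8.16 to −0.11 (Kv1.2) and from −6.30 to −1.20 (Kir2.1). It further covered NMDA receptors from −9.70 to −5.75 (Kv1.2) and from −5.07 to −4.50 (Kir2.1), nuclear noncoding RNAs from −2.55 to 0.0913 (Kv1.2) and from −0.45 to 0.51 (Kir2.1), olfactory ensheathing glia from −7.50 to −1.98 (Kv1.2) and from −9.53 to −3.99 (Kir2.1), oligodendrocyte precursors from −9.52 to −8.02 (Kv1.2), oligodendrocytes from −8.53 to −2.90 (Kv1.2) and from −8.70 to −1.94 (Kir2.1), p53 target genes from −0.63 to 0.83 (Kv1.2) and from −2.72 to 1.27 (Kir2.1), pCREB-driven IEGs from −8.24 to −0.28 (Kir2.1), pericytes and smooth muscle from −2.89 to 5.28 (Kv1.2) and from −5.17 to 0.86 (Kir2.1), pro-apoptotic genes from −0.15 to 0.70 (Kv1.2), stress response genes from −0.57 to 0.58 (Kv1.2) and from −2.75 to 0.0382 (Kir2.1), voltage-gated Na+ and Ca2+ channel genes from −6.75 to −2.96 (Kv1.2) and from −4.84 to 0.0845 (Kir2.1). Call and sign stayed while the median moved by over 1.5 times for activity-dependent immediate early genes from −3.25 to −1.22 (Kir2.1), anti-apoptotic genes from 0.35 to 1.54 (Kir2.1), apoptotic process from 1.20 to 2.32 (Kir2.1), astrocytes from −10.40 to −3.68 (Kv1.2) and from −7.73 to −3.06 (Kir2.1), core ERK cascade from −0.88 to −0.0783 (Kir2.1), CRTC1 and calcineurin from −1.76 to −0.56 (Kv1.2), cytosolic ribosomal proteins from −0.91 to −0.38 (Kir2.1), dendrite and synapse formation from −7.56 to −1.24 (Kv1.2) and from −5.19 to −0.94 (Kir2.1), endothelial cells from −2.52 to −0.44 (Kv1.2), glutamate and GABA receptor genes from −9.70 to −4.63 (Kv1.2) and from −7.36 to −3.30 (Kir2.1), housekeeping genes from 0.0227 to 0.25 (Kv1.2), interferon-stimulated genes from 1.95 to 3.49 (Kv1.2), K+ channel genes from −8.18 to −4.11 (Kir2.1), MAPK/ERK from −1.01 to −0.23 (Kir2.1), microglial activation genes from 1.57 to 7.11 (Kv1.2), monocytes and neutrophils from −11.16 to −3.09 (Kir2.1), neuroblast migration from −4.16 to −1.90 (Kir2.1), neuronal migration from −8.14 to −3.76 (Kir2.1), neurons in general from −8.31 to −2.79 (Kir2.1), olfactory bulb GABAergic interneurons from −8.49 to −3.57 (Kv1.2) and from −6.70 to −3.56 (Kir2.1), oligodendrocyte precursors from −7.24 to −1.73 (Kir2.1), pro-apoptotic genes from 0.58 to 2.22 (Kir2.1). Erythrocyte markers were reversed without control replicate 2, at 7.67 and 10.15. Leaving out control replicate 1 lost the camera call of NMDA receptors (Kir2.1), oligodendrocytes (Kv1.2 and Kir2.1), pCREB-driven IEGs (Kir2.1), and gained that of Ca2+ to CREB signaling (Kv1.2 and Kir2.1), erythrocytes (Kv1.2). For control replicate 2, leaving it out lost the camera call of apoptotic process (Kv1.2), border-associated macrophages (Kir2.1), Ca2+/CaMKII (Kv1.2 and Kir2.1), microglia (Kv1.2 and Kir2.1), microglial activation genes (Kir2.1), neuroblasts and immature neurons (Kv1.2 and Kir2.1), olfactory ensheathing glia (Kv1.2), oligodendrocytes (Kv1.2 and Kir2.1), pCREB-driven IEGs (Kir2.1), voltage-gated Na+ and Ca2+ channel genes (Kv1.2), and gained that of activity-dependent immediate early genes (Kv1.2), core ERK cascade (Kv1.2), dividing progenitors (Kv1.2), nuclear noncoding RNAs (Kv1.2). Leaving out Kv1.2 replicate 1 lost the camera call of Ca2+/CaMKII (Kv1.2), mitral and tufted cells (Kv1.2), olfactory ensheathing glia (Kv1.2), oligodendrocyte precursors (Kv1.2), oligodendrocytes (Kv1.2), voltage-gated Na+ and Ca2+ channel genes (Kv1.2). Leaving out Kv1.2 replicate 2 lost the camera call of apoptotic process (Kv1.2), Ca2+/CaMKII (Kv1.2), NMDA receptors (Kv1.2), olfactory ensheathing glia (Kv1.2), oligodendrocyte precursors (Kv1.2), and gained that of Ca2+ to CREB signaling (Kv1.2). Omitting Kir2.1 replicate 1 lost the camera call of border-associated macrophages (Kir2.1), Ca2+/CaMKII (Kv1.2), mitral and tufted cells (Kir2.1), NMDA receptors (Kir2.1), olfactory ensheathing glia (Kv1.2 and Kir2.1), and gained that of Ca2+ to CREB signaling (Kir2.1), dividing progenitors (Kv1.2). Omitting Kir2.1 replicate 2 lost the camera call of Ca2+/CaMKII (Kir2.1), NMDA receptors (Kir2.1), olfactory ensheathing glia (Kv1.2), oligodendrocytes (Kir2.1). The paper's lists of neuronal migration, neuronal differentiation and dendritic morphogenesis kept their direction and their camera call in each of these settings, apart from the estimated correlation and fry. The paper drew these panels from its own differentially expressed genes of the same libraries, so their stable calls are not independent evidence of a change. Too few members above the count minimum left no value, in at least 1 comparison, for endothelial cells, lymphocytes, monocytes and neutrophils, pericytes and smooth muscle (only the compared groups), and endothelial cells (without Kir2.1 replicate 1), and lymphocytes (without Kv1.2 replicate 1), and lymphocytes, monocytes and neutrophils (without Kv1.2 replicate 2), and endothelial cells, mitral and tufted cells, olfactory sensory neurons, oligodendrocyte precursors (without control replicate 1), and NMDA receptors, mitral and tufted cells, olfactory sensory neurons, oligodendrocyte precursors (without control replicate 2).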

Differences from the paper's values

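The paper's value for genes over 2-fold between the control and the channel groups is 885, and the value here is 1642 at an absolute change above 2-fold and an unadjusted p under 0.05 over both channel groups. The methods do not tie the 2-fold rule to a p or to a single comparison, so the thresholds may not be the same, and the count was 651 with p in both comparisons. Of 20 alternatives set before the data were examined, 16 still differ by more than 1.5 times from the paper's count and 4 do not. The 4 are 1213 with the replicate number as a block, 687 without control replicate 2, 1161 without Kir2.1 replicate 2, 651 with a p in both comparisons, and the others are DESeq2, RLE scaling, library size only, no count minimum, filterByExpr, the likelihood ratio test, leaving out any of the other 4 libraries, and the 6 other readings of the rule. A count from the deposited tables with p in both comparisons, 652, was chosen after the values were seen and also lies within 1.5 times, and how many of the paper's own genes it drops is not known, since they are not all listed in the sources used here. As a share of the genes tested, the paper's value is 7.62% and the value here is 13.4%. For this share, 15 of 20 alternatives set before the data were examined differ, and 5 do not, namely 9.64% with no count minimum, 9.88% with the replicate number as a block, 6.40% without control replicate 2, 9.86% without Kir2.1 replicate 2, 5.30% with a p in both comparisons, while the others are those just named apart from no count minimum. The number of genes left by the count minimum, 11611 in the paper and 12275 here, and the share not over 2-fold, 92.38% in the paper and 86.6% here, lie within 1.5 times. With filterByExpr 12335 genes were left, the number of genes in the authors' deposited tables. The log2 fold changes of the paper's Table S2 equal those computed here after rounding, except Hdac1 in the Kv1.2 group (−1.84 in the paper, −1.83 here).

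Some changes stated in the text had another direction in the sequenced libraries or did not pass the test here. The paper gives Kcna2 as higher in the Kv1.2 and Kcnj2 as higher in the Kir2.1 group, with PCR in Supplementary Fig. S1E, F, while the log2 fold changes here were −4.53 (standard error 2.84) and 0.82 (standard error 2.38), the second in the paper's direction. The first sign rests on control replicate 2 (54.0 CPM), and both Kv1.2 libraries (1.92 and 0.407) lay above control replicate 1 (0.299), the direction the paper gives, while the second was −0.75 without Kir2.1 replicate 2. Of the L-type channel genes, which it gives as lower, Cacna1c lay below the control (−5.46 and −3.67, which rest on control replicate 2) and Cacna1d above it (2.20 and 2.47, the latter −2.75 without Kir2.1 replicate 1), in the Kv1.2 and Kir2.1 groups. Calcineurin is given as lower, and in the Kir2.1 group the log2 fold changes were −0.10 for Ppp3ca, 0.84 for Ppp3cb and 0.47 for Ppp3r1, while in the Kv1.2 group they were −1.26, −0.44 and −1.14. Bad is given as higher, and its values were −0.28 and 0.19, while those of Bid (1.59 and 3.18) and Bax (0.54 and 0.50) lay above 0. The paper marks the lower Ca2+/CaMKII transcripts as significant over boxes of transcripts, not of libraries, and edgeR's quasi-likelihood test passed 0 of the 6 transcripts at an adjusted p under 0.05, where DESeq2 passed 2 in the Kv1.2 and 1 in the Kir2.1 comparison. Egr1 and Negr1 are given as lower, and 0 of them passed with the quasi-likelihood test, while DESeq2 called Egr1 in the Kv1.2 comparison, and their log2 fold changes over all libraries lay below 0. Control replicate 2 sets most of these, since Egr1 in the Kir2.1 group had 2.14 without it, and Negr1 had 0.0996 CPM in control replicate 1, 0.160 and 16.0 in the Kv1.2 and 0.544 and 0.0906 in the Kir2.1 libraries, while Egr1 in the Kv1.2 group stayed below 0 without it.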

Other observations

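No test in this part was chosen after its result was seen. Cd74 and H2-Aa, genes of antigen presentation, were above the control in both channel groups, while the list of interferon-stimulated genes passed camera in the Kv1.2 group (adjusted p = 5.04e-04, or 0.224 with an estimated correlation) and not in the Kir2.1 group. Cd74, the invariant chain of MHC class II, had 9.56 and 3.11 CPM in the control, 2281 and 501 in the Kv1.2 and 47.7 and 108 in the Kir2.1 libraries, and its log2 fold changes were 7.77 (standard error 1.22) in the Kv1.2 and 3.61 (standard error 1.01) in the Kir2.1 group. The MHC class II gene H2-Aa had 9.20 (standard error 1.64) and 5.02 (standard error 1.36). Cst7, which encodes cystatin F of activated microglia, had 0 and 0.120 CPM in the control, 396 and 337 in the Kv1.2 and 25.4 and 44.3 in the Kir2.1 libraries, and was 6745-fold higher (95% counting interval 1210.3 to 266435) and 641-fold higher (95% counting interval 115 to 25336). Among interferon-stimulated genes, Bst2, which encodes the antiviral protein tetherin, had log2 fold changes of 3.32 (standard error 0.979) and 1.56 (standard error 0.916). Of 14 interferon-stimulated genes tested, 13 were above the control in the Kv1.2 and 7 in the Kir2.1 group, where the median was 0.40 (camera, adjusted p = 0.250). With the quasi-likelihood test adjusted over the list alone, 0 and 0 interferon-stimulated genes and 5 and 3 of 16 microglial activation genes were higher, in that order. Over all genes 0 of the genes named here passed an adjusted p of 0.05 with edgeR's quasi-likelihood test (all 4 had an unadjusted p under 0.05 in the Kv1.2 and 3 in the Kir2.1 comparison, DESeq2 called 4 and 3 and the likelihood ratio test 3 and 2), and their smallest adjusted p was 0.198 in the Kv1.2 and 0.350 in the Kir2.1 comparison.

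The control libraries held transcripts of several other cell types of the olfactory bulb and nose, unevenly between replicates. Markers of olfactory sensory neurons, whose axons end in the bulb, took 0.0486% and 0.683% of the counts of the control libraries, and those of olfactory ensheathing glia 0.0727% and 1.57%. Gng13, a G protein subunit of these sensory neurons that overlaps Chtf18, had 378 and 6927 CPM in the control, 0.320 and 0.733 in the Kv1.2 and 0.634 and 0.362 in the Kir2.1 libraries. The medians of olfactory sensory neuron markers in the Kv1.2 and Kir2.1 groups were −12.62 and −10.46 (camera, adjusted p = 3.19e-05 and 2.39e-04, or 0.252 and 0.290 with an estimated correlation), with −11.02 in Kv1.2 at the bound. For ensheathing glia they were −6.44 and −8.48 (camera, adjusted p = 0.0315 and 0.00482, or 0.350 and 0.278 with an estimated correlation), for oligodendrocytes −7.98 and −2.65 (camera, adjusted p = 0.0294 and 0.0315, or 0.252 and 0.252 with an estimated correlation), or −5.81 in Kv1.2 at the bound, and for mitral and tufted cells −8.98 and −7.46 (camera, adjusted p = 0.0315 and 0.0137, or 0.252 and 0.232 with an estimated correlation). Oligodendrocyte precursors had −8.45, or −6.73 at the bound (camera, adjusted p = 0.0357, or 0.301 with an estimated correlation) and −2.21 (camera, adjusted p = 0.233). Few genes were tested in these lists: 4 for olfactory sensory neurons, 2 for ensheathing glia, 5 for oligodendrocytes, 3 for mitral and tufted cells and 2 for the precursors. Markers of the cells under study were also lower, with −4.51 and −5.74 (camera, adjusted p = 2.03e-05 and 2.24e-05, or 0.190 and 0.219 with an estimated correlation) for neuroblasts and immature neurons (Kv1.2 −4.29 at the bound) and −3.87 and −4.36 (camera, adjusted p = 5.47e-05 and 1.61e-04, or 0.190 and 0.190 with an estimated correlation) for GABAergic interneurons of the bulb. Gad1, which encodes an enzyme of GABA synthesis, was at least 1215-fold lower in the Kv1.2 group and at a log2 fold change of −4.67 (standard error 1.69) in the Kir2.1 group. Both calls of neuroblasts and immature neurons were lost without control replicate 2, at −0.11 and −1.20, and the medians were −8.16 in Kv1.2 without Kv1.2 replicate 2 and −3.70 in Kir2.1 without control replicate 1. The median log2 fold change of the list olfactory bulb GABAergic interneurons, Kv1.2 vs control, was −8.49 without Kv1.2 replicate 1 and −6.97 without Kv1.2 replicate 2, and that of Kir2.1 vs control −6.70 without Kir2.1 replicate 1. The call of ensheathing glia was lost in the Kv1.2 group without control replicate 2 (median −1.98), Kv1.2 replicate 1 (−6.31), Kv1.2 replicate 2 (−6.62), Kir2.1 replicate 1 (−6.49) or Kir2.1 replicate 2 (−6.44), and in the Kir2.1 group without Kir2.1 replicate 1 (median −9.08), with −3.99 there without control replicate 2. That of oligodendrocytes was lost in Kv1.2 without control replicate 1 (median −2.90), control replicate 2 (−5.46) or Kv1.2 replicate 1 (−7.59), and in Kir2.1 without control replicate 1 (median −3.55), control replicate 2 (−2.17) or Kir2.1 replicate 2 (−1.94), with −8.70 there without Kir2.1 replicate 1. Mitral and tufted cells lost theirs in Kv1.2 without Kv1.2 replicate 1 (median −8.26) and in Kir2.1 without Kir2.1 replicate 1 (median −7.09), and oligodendrocyte precursors in Kv1.2 without Kv1.2 replicate 1 (median −8.02) or Kv1.2 replicate 2 (−9.52). The mitochondrially encoded genes had −3.08 and −3.15 (camera, adjusted p = 5.70e-11 and 6.32e-13, or 0.290 and 0.272 with an estimated correlation), with 10 and 10 of 13 lower when adjusted over the list alone.

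Other markers differed between groups or between replicates. Lymphocyte markers reached a mean log2 CPM of 5.85 and 4.63 in the Kv1.2 libraries and lay at −1.87 or below in the others, and border-associated macrophage markers 8.50 in Kir2.1 replicate 1 against 3.11 in Kir2.1 replicate 2. Mrc1, a gene of these macrophages, had 536 CPM in Kir2.1 replicate 1 and 0 in replicate 2. Erythrocyte markers were at 6.65 in control replicate 2 and −0.80 in control replicate 1. Lists that did not pass in either comparison had medians of −2.96 and −0.74 (camera, adjusted p = 0.678 and 0.611) for erythrocytes, −2.51 and −0.44 (camera, adjusted p = 0.869 and 0.901) for endothelial cells, 2.89 and −1.55 (camera, adjusted p = 0.611 and 0.751) for pericytes and smooth muscle and −0.74 and −10.03 (camera, adjusted p = 0.450 and 0.361) for monocytes and neutrophils (Kir2.1 −6.59 at the bound) in the Kv1.2 and Kir2.1 groups. For dividing progenitors they were 1.88 and 0.67 (camera, adjusted p = 0.107 and 0.931), for nuclear noncoding RNAs −1.67 and −0.31 (camera, adjusted p = 0.147 and 0.811) and for stress response genes −0.15 and −0.87 (camera, adjusted p = 0.611 and 0.678). Dividing progenitors passed in the Kv1.2 group without control replicate 2 (median 3.29) or Kir2.1 replicate 1 (1.85), nuclear noncoding RNAs without control replicate 2 (median −2.55) and erythrocytes without control replicate 1 (median −4.04). At the bound, with genes at or under the floor in both groups taken as 0, the medians were −0.85 for endothelial cells in Kv1.2, 0.32 for dividing progenitors in Kir2.1, −8.00 for astrocytes in Kv1.2 and −5.41 for dendrite and synapse formation in Kv1.2. Lymphocytes in the Kir2.1 group had 1.08 (camera, adjusted p = 0.760), and border-associated macrophages in the Kv1.2 group −0.10 (camera, adjusted p = 0.833).

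The log2 fold changes of the channel groups against the control were correlated with each other, and both groups share the control libraries. Across 12275 genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.592 and Spearman's rho 0.570. Simulated unchanged groups that shared simulated controls gave 0.505 and 0.471 over 20 simulations. The covariance was 7.87 against 3.45, a difference of 4.41. Genes with the same sign made up 71.6% against 66.5%. At an unadjusted p under 0.05, 458 genes were lower in both, where simulation gave 32.7 and independent lists give 66.6, and 193 were higher in both, against 154 and 12.9. The 2 control libraries cannot be split into parts of 2, so part of the excess over these values is not separated from the shared controls. The simulation drew each gene on its own from a mean pooled over the 6 libraries. Genes that vary together are absent from it, so the excess does not measure similarity beyond the shared controls.

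The authors' deposited tables of both comparisons hold 12335 genes each. In the authors' deposited tables 0 genes have an FDR under 0.05 (the smallest is 0.201 for Kv1.2 and 0.298 for Kir2.1), and 1483 and 1158 have a p under 0.05. Over the 12275 genes also tested here, the log2 fold changes differ from the authors' deposited tables by at most 0.00454 and 0.00337. At a p under 0.05, 1471 and 1150 genes pass in both the authors' deposited table and the test used here.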
